# Loss of EHMT2 enhances NK cell-driven anti-tumor immunity through TGF-β1 suppression

**DOI:** 10.1038/s44321-025-00357-6

**Published:** 2025-12-09

**Authors:** Suresh Chava, Suresh Bugide, Parmanand Malvi, Kelly D DeMarco, Boyang Ma, Chaitanya N Parikh, Marcus Ruscetti, Allan Zajac, Guoping Cai, Romi Gupta, Narendra Wajapeyee

**Keywords:** Anti-tumor immunity, NK Cells, EHMT2, TGF-β1, AZGP1, Cancer, Chromatin, Transcription & Genomics, Immunology

## Abstract

Natural Killer (NK) cells play a critical role in regulating tumor growth, but our understanding of the mechanisms underlying their anti-tumor activity remains limited. We identified the histone methyltransferase EHMT2 as a key suppressor of NK cell-mediated cytotoxicity. EHMT2 inhibition in cancer cells enhanced NK cell-mediated elimination of diverse cancers, including uveal melanoma, breast cancer, and pancreatic cancer. EHMT2 loss increased AZGP1 and decreased TGF-β1 levels, resulting in the autocrine elevation of NKG2D ligands MICB and ULBP3, chemokines in cancer cells, and the paracrine stimulation of NK cell function. In a syngeneic pancreatic cancer model, EHMT2 inhibition suppressed tumors in an NK cell-dependent manner, as NK cell depletion restored tumor growth. This effect persisted and remained dependent on NK cells in *Rag2* knockout mice (lacking T and B cells), but not in NSG mice (lacking T-, B- and NK-cells). Furthermore, EHMT2 and TGF-β1 inhibitors suppressed tumors in immunocompetent, but not in immunodeficient mice. These findings establish EHMT2 as a suppressor of NK cell-mediated anti-tumor immunity and a promising therapeutic target.

## Synopsis

EHMT2 has been identified as a key epigenetic barrier to NK cell-driven tumor immunity. Its inhibition stimulates NK cell-mediated cytotoxicity by suppressing TGF-β1 and upregulating MICB, and chemokines in cancer cells.

- EHMT2 inhibition was shown to enhance NK cell-mediated killing across uveal melanoma, breast, and pancreatic cancer models.
- AZGP1 was upregulated upon EHMT2 inhibition and identified as a direct transcriptional target of EHMT2 required for suppressing TGF-β1 expression.
- In cancer cells, loss of EHMT2 led to increased expression of MICB, which was required for NK cell-mediated cytotoxicity.
- TGF-β1 inhibition was sufficient to restore NK cell-mediated cytotoxicity and chemokine-driven tumor infiltration, mimicking the effects of EHMT2 loss.
- Tumor suppression upon EHMT2 inhibition was shown to be NK cell-dependent in immunocompetent mice.

## Abstract (web summary)

EHMT2 has been identified as a key epigenetic barrier to NK cell-driven tumor immunity. Its inhibition stimulates NK cell-mediated cytotoxicity by suppressing TGF-β1 and upregulating MICB, and chemokines in cancer cells.

The paper explained **The medical problem**

Cancer cells can evade the immune system, including natural killer (NK) cells, which are a vital part of the body’s innate defense against tumors. While NK cell-based therapies are being investigated in clinical trials, the molecular mechanisms that allow cancer cells to suppress or escape NK cell surveillance remain poorly understood. Identifying these mechanisms is essential for designing new therapeutic strategies that enhance NK cell-mediated tumor destruction.

**Results**

This study identifies the histone methyltransferase EHMT2 as a key suppressor of NK cell-mediated anti-tumor immunity. Inhibiting EHMT2 in cancer cells, using either pharmacological inhibitors or genetic approaches, enhanced NK cell-mediated killing in several cancer types, including uveal melanoma, triple-negative breast cancer, and pancreatic cancer.

EHMT2 loss led to increased expression of AZGP1, a protein that inhibits the immunosuppressive cytokine TGF-β1. This in turn elevated the levels of activating ligands MICB and ULBP3 on tumor cells, which are recognized by NK cells. Additionally, EHMT2 loss increased the expression of chemokines such as CXCL10 and CCL27 in cancer cells, promoting NK cell migration.

In immunocompetent mouse models, inhibition of EHMT2 suppressed tumor growth in an NK cell-dependent manner. These effects were lost in immune-deficient mice lacking NK cells, confirming that the anti-tumor activity of EHMT2 inhibition is mediated predominantly through NK cells.

**Impact**

This study reveals that EHMT2 is an epigenetic regulator that enables tumors to evade NK cell-mediated immunity. By suppressing AZGP1 and increasing TGF-β1, EHMT2 contributes to an immunosuppressive tumor environment. Inhibiting EHMT2 reactivates NK cell responses by reversing these effects. The findings demonstrate that EHMT2 and TGF-β1 inhibitors could be developed as immunotherapeutic agents, especially for cancers that are resistant to conventional T cell-targeted therapies. These results broaden the scope of NK cell-based immunotherapies and identify EHMT2 as a promising therapeutic target.

## Introduction

The immune system plays a central role in preventing cancer initiation and progression (Ghorani et al, 2023; Hiam-Galvez et al, 2021; Mellman et al, 2023). However, tumors can evade immune detection via several distinct mechanisms, resulting in an immunosuppressive microenvironment that facilitates tumor progression by allowing cancer cells to grow and metastasize to distant organs largely unchecked (Ghorani et al, 2023; Seliger and Koehl, 2022; Tauriello et al, 2022; Togashi et al, 2019; Veglia et al, 2021; Zheng et al, 2023). Therefore, understanding these interactions between cancer cells and the immune system is essential for developing immunotherapies that can effectively target and eliminate tumors.

Natural killer (NK) cells are a component of the innate immune system and can suppress tumor growth through their ability to recognize and destroy malignant cells without prior sensitization (Bugide et al, 2018b; Seliger and Koehl, 2022; Vivier et al, 2024). NK cells exert their cytotoxic effects by releasing cytolytic granules containing perforin and granzymes, which induce apoptosis in target cells (Bugide et al, 2018b; Vivier et al, 2024; Zheng et al, 2023). They also secrete cytokines, such as IFN-γ, which enhance the anti-tumor activity of other immune cells (Vivier et al, 2024). Tumors can evade NK cell-mediated cytotoxicity by downregulating NKG2D ligands, or by secreting immunosuppressive cytokines that inhibit NK cell function (Bugide et al, 2018b; Seliger and Koehl, 2022; Vivier et al, 2024). Therapeutic strategies aimed at enhancing NK cell activity are being tested in the clinic to overcome these evasion mechanisms and improve anti-tumor immunity (Bugide et al, 2018b; Demaria et al, 2019). However, we still do not fully understand how cancer cells escape NK cell-mediated anti-tumor immunity. A better understanding of this aspect will enable more effective immune control of cancer and significantly enhance the outcomes of NK cell-based therapies.

Euchromatic histone lysine methyltransferase 2 (EHMT2) is a histone methyltransferase that primarily catalyzes the mono- and dimethylation of histone H3 at lysine 9 (H3K9me1/2), leading to chromatin condensation and transcriptional repression (Tachibana et al, 2001; Tachibana et al, 2002). EHMT2 plays an important role in the regulation of gene expression, maintenance of genomic stability, and cellular differentiation (Pribluda et al, 2022; Tachibana et al, 2001; Tachibana et al, 2002). EHMT2 is frequently overexpressed, and, in some cases, mutated, and contributes to various malignancies by enhancing cell proliferation, survival, and metastasis through its ability to silence tumor suppressor genes and facilitate oncogenic pathways (Pribluda et al, 2022; Sun et al, 2024; Yang et al, 2024). EHMT2 also plays an important role in immune regulation by inducing changes in both cancer cells and immune cells (Kato et al, 2020; Li et al, 2022; Scheer and Zaph, 2017; Sun et al, 2024). For instance, gain-of-function genetic alterations of EHMT2 in cutaneous melanoma cells can drive tumorigenesis and immune suppression in a T cell-dependent manner (Kato et al, 2020). EHMT2 has also been shown to stimulate M1 macrophage polarization and regulate immune cell differentiation and function (Li et al, 2022; Scheer and Zaph, 2017). Furthermore, inhibition of EHMT2 in microsatellite-stable colorectal cancer can enhance T cell-mediated immune responses via upregulation of galectin-7 (Sun et al, 2024). However, whether EHMT2 is important for NK cell-mediated tumor suppression is not known.

In this study, we identified EHMT2 as a key suppressor of NK cell-mediated anti-tumor immunity across multiple cancer types. EHMT2 inhibition enhanced NK cell-mediated cytotoxicity by upregulating AZGP1 and NKG2D ligands, reducing TGF-β1 levels in cancer cells, and relieving TGF-β1-mediated suppression of NK cell function and migration. Tumor suppression by EHMT2 inhibition was NK cell-dependent, highlighting its potential as a therapeutic target.

## Results

### A chemical epigenetic inhibitor screen identifies EHMT2 as a regulator of NK cell-mediated cytotoxicity

The ability of cancer cells to evade the host immune system, such as escaping NK cell-mediated anti-tumor immunity, is one of the key necessities for their unchecked growth. Although several regulators and mechanisms of NK cell-mediated cytotoxicity against cancer cells have been identified (Bugide et al, 2018b; Vivier et al, 2024; Wolf et al, 2023), our understanding of the regulators and mechanisms of NK cell-mediated anti-tumor immunity still remains incomplete. Thus, with the goal of identifying such regulators, we performed a chemical genetic screen using uveal melanoma (UM) cells as a model system. UM is an aggressive and rare form of melanoma that arises in the eye and is typically resistant to a wide variety of therapeutic approaches (Jager et al, 2020; Johansson et al, 2020; Leonard-Murali et al, 2024). To perform the chemical genetic screen in UM cells, we used the structural genomics consortium (SGC) epigenetic chemical probes library, which comprises 32 small-molecule inhibitors targeting 36 different epigenetic regulators (Table EV1). We treated the UM cell line MP46 with these small-molecule inhibitors of epigenetic regulators and co-cultured it with the human NK cell line, NK92MI. We then measured the NK cell-mediated cytotoxicity against UM cells using a lactate dehydrogenase (LDH)-based cytotoxicity assay (Fig. 1A) (Chava et al, 2020). The screen was based on the rationale that if an epigenetic regulator drives escape from NK cell-mediated cytotoxicity, its inhibition will promote NK cell-mediated tumor cell eradication. Through this screen, we identified several small-molecule inhibitors that increased NK cell-mediated cytotoxic clearance of the UM cell line MP46. These included inhibitors of BAZ2A/2B; BAZ2-ICR, EZH2; GSK343, BRPF1/2/3; OF1, L3MBTL3; UNC1215, PADI4; GSK484, JMJD3/UTX; GSK-J4, LSD1; KDM1A; GSK-LSD1, mutant IDH1; GSK864, and EHMT2; UNC0642 and A366 (Figs. 1B,C and EV1A,B).

**Figure 1:**
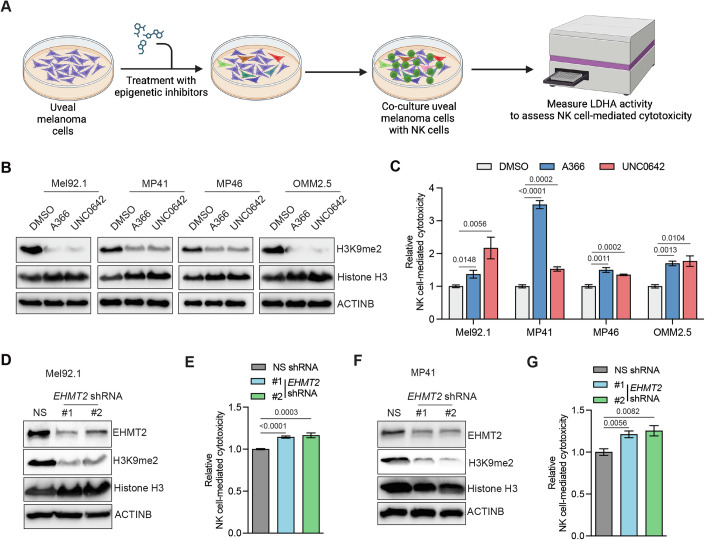
An epigenetic regulator inhibitor screen identifies EHMT2 as a suppressor of NK cell-mediated cytotoxicity. (**A**) Schematic overview of the chemical epigenetic inhibitor screen used to identify suppressors of NK cell-mediated cytotoxicity. (**B**) Indicated uveal melanoma (UM) cells were treated with EHMT2 inhibitors A366 (1 μM) or UNC0642 (1 μM) or DMSO control for 48 h, and immunoblotting was performed to measure histone H3 lysine 9 dimethylation (H3K9me2). Histone H3 and ACTINB were used as loading controls. (**C**) Indicated UM cell lines were treated with A366 (1 μM) or UNC0642 (1 μM) or with DMSO as a negative control for 48 h. NK cell-mediated cytotoxicity was measured using LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity under indicated conditions for indicated UM cell lines is plotted. [(*n* = 6 for Mel92.1), (*n* = 5 for MP41), (*n* = 4 for DMSO and *n* = 5 for UNC0642 and A366 for MP46), (*n* = 3 for OMM2.5)]. *P* values were calculated using an unpaired two-tailed Student’s *t*-test. (**D**) Immunoblotting to measure expression of EHMT2 and H3K9me2 mark in Mel92.1 cells expressing either nonspecific (NS) shRNA or *EHMT2* shRNAs. Histone H3 and ACTINB were used as loading controls. (**E**) Mel92.1 cells expressing either NS shRNA or *EHMT2* shRNAs were analyzed for NK cell-mediated cytotoxicity using LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity under the indicated conditions are plotted. (*n* = 6). *P* values were calculated using an unpaired two-tailed Student’s *t*-test. (**F**) Immunoblotting to measure the expression of EHMT2 and H3K9me2 mark in MP41 cells expressing either NS shRNA or *EHMT2* shRNAs. Histone H3 and ACTINB were used as loading controls. (**G**) MP41 cells expressing either NS shRNA or *EHMT2* shRNAs were analyzed for NK cell-mediated cytotoxicity using LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity under the indicated conditions are plotted. (*n* = 5). *P* values were calculated using an unpaired two-tailed Student’s *t*-test. All quantitative data were presented as mean ± SEM. Source data are available online for this figure.

The results of the primary chemical genetic screen were further validated in three additional UM cell lines (Mel92.1, MP41, and OMM2.5 cells). These studies showed that two different EHMT2 inhibitors, UNC0642 and A366, consistently enhanced the NK cell-mediated cytotoxicity in all tested UM cell lines (Figs. 1B,C and EV1C–E). UNC0642 and A366 can also inhibit EHMT1. EHMT1 forms a complex with EHMT2 to promote H3K9 methylation, and they often co-localize in chromatin silencing regions (Tachibana et al, 2008; Tachibana et al, 2005). We next investigated whether, similar to EHMT2, EHMT1 also regulates NK cell-mediated cytotoxicity. However, in our studies, we did not identify a direct interaction of EHMT1 with EHMT2 in UM cells (Appendix Fig. S1A). Additionally, we did not observe a consistent pattern of impact on NK cell-mediated cytotoxicity following EHMT1 knockdown across the tested UM cell lines (Appendix Fig. S1B,C).

To further establish that the observed impact of EHMT2 loss led to increased NK cell-mediated cytotoxicity in UM cell lines, we used a genetic approach. To do so, we knocked down EHMT2 expression using short-hairpin RNAs (shRNAs) in UM cell lines (Mel92.1 and MP41). In complete agreement with the results obtained with EHMT2 inhibitors, *EHMT2* knockdown also enhanced NK cell-mediated cytotoxicity against UM cells compared to nonspecific (NS) shRNA-expressing UM cells (Fig. 1D–G; Appendix Fig. S2A).

Similar increases in NK cell-mediated cytotoxicity were observed across various NK cell-to-cancer cell ratios in both EHMT2 inhibitor-treated UM cells and UM cells expressing *EHMT2* shRNAs (Appendix Fig. S2B,C). To further validate the role of EHMT2 loss in enhancing NK cell-mediated cytotoxicity, we employed a fluorescence-based quantitative Calcein-AM assay. This assay confirmed that both the treatment of cancer cells with EHMT2 inhibitors (UNC0642 and A366) and the knockdown of *EHMT2* in cancer cells significantly increased NK cell-mediated cytotoxicity in UM cell lines (Appendix Fig. S2D,E).

Finally, we investigated whether the effects observed with EHMT2 inhibitors and *EHMT2* shRNAs could be recapitulated through CRISPR-Cas9-based genetic knockout of *EHMT2*. Consistent with our findings, *EHMT2* knockout led to increased NK cell-mediated cytotoxicity in UM cell lines Mel92.1 and MP41 (Fig. EV2A,B). Collectively, these results demonstrate that both pharmacological and genetic inhibition of EHMT2 enhance NK cell-mediated eradication of UM cells. Based on these collective findings, we focused on EHMT2 for further studies.

### EHMT2 inhibition enhances NK cell-mediated cytotoxicity via upregulation of its transcriptional target AZGP1

EHMT2 functions by causing transcriptional repression (Tachibana et al, 2001; Tachibana et al, 2002). Therefore, to identify the potential downstream mediators of EHMT2 function, we performed an RNA-sequencing (RNA-seq) analysis. The UM cell lines Mel92.1 and MP41 were treated with EHMT2 inhibitors UNC0642 or A366, followed by RNA-seq. 

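The experiment holds 6 groups of 3 replicates: Mel92.1 and MP41 cells, each kept for 48 h with DMSO, with UNC0642 at 1 μM or with A366 at 1 μM, which makes 18 libraries. The paper's methods describe oligo-dT selection and sequencing on an Illumina HiSeq instrument. The extraction protocol deposited with the counts names oligo-dT selection too, while the deposited series text names an Illumina NextSeq instrument and removal of ribosomal RNA. Between 3.31% and 32.8% of the counts of a library fell on 4 ribosomal RNA genes, and the highest share was in Mel92.1 UNC0642 replicate 1. The methods also give alignment to the mm10 build of the mouse with Bowtie2 and TopHat and FPKM values from Cufflinks. The deposited table holds something else, expected counts per gene from RSEM for 26475 human gene symbols, and names no genome build. Total counts ran from 23601156 to 62941462 per library (median 41955693). As lowest, median and highest total, Mel92.1 had 37931253, 42325708 and 49510673 with DMSO, 23601156, 41475256 and 62941462 with UNC0642, and 40878084, 46220015 and 46526009 with A366. MP41 had 39230075, 41184745 and 41585678 with DMSO, 37531522, 40231151 and 44082889 with UNC0642, and 45649984, 52578218 and 54800817 with A366. The expected counts were rounded to whole numbers before testing. Within each cell line the 9 libraries were fitted together, with edgeR's filterByExpr for low counts, TMM factors for scaling, and 1 contrast per inhibitor against DMSO. The biological coefficient of variation common to all genes was 0.401 in Mel92.1 and 0.365 in MP41.

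The identity of each library was checked with genes that only 1 of the cell lines expresses: 20 genes at 20 CPM or more with DMSO in Mel92.1 and at 0.05 CPM or less in MP41, and 24 genes with the opposite pattern. In the libraries labelled Mel92.1 A366 replicates 2 and 3, the Mel92.1 genes reached 0.0383% and 0.00503% of their DMSO level, and the MP41 genes 110% and 108% of theirs. In the libraries labelled MP41 A366 replicates 2 and 3, the MP41 genes reached 0.0384% and 0.0262%, and the Mel92.1 genes 116% and 93.3%. In the other 14 libraries, the genes of the other line stayed at or below 0.26%. Dataset EV1 prints values per replicate, and these are the deposited counts times 1 factor per library. It carries these 4 libraries under the other cell line, with a match over 57 genes for those labelled Mel92.1 and 123 for those labelled MP41 (SD of the log ratio at most 0.00483, against at least 0.171 for the next best library). All values are therefore given first with the libraries as labelled. They are then given with the 4 libraries placed as in Dataset EV1, a placement chosen after seeing the data, for which the coefficients of variation were 0.175 in Mel92.1 and 0.109 in MP41.

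**Figure D1:**
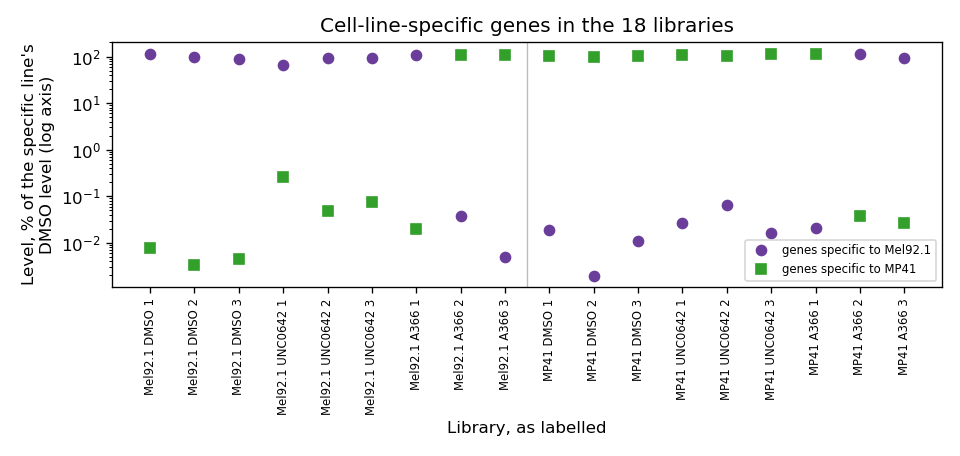
Level of the 20 genes specific to Mel92.1 and the 24 genes specific to MP41 in each of the 18 libraries, as a percent of their mean level with DMSO in their own line (log axis), by labelled condition and replicate. The 2 libraries labelled Mel92.1 A366 replicates 2 and 3 and the 2 labelled MP41 A366 replicates 2 and 3 carry the genes of the other line at 93.3% to 116%.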

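AZGP1, BANCR, BST2, KRT23, LINC00426, NOX5, SERPINA1 and SLAMF7 were compared with DMSO in each line and for each inhibitor. With the libraries as labelled, all 8 were higher with UNC0642 in Mel92.1, with UNC0642 in MP41 and with A366 in MP41. With A366 in Mel92.1, 7 were higher and SLAMF7 was not (log2 fold change -0.36, SE 1.06). Over all genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment put 0 of the 8 past an adjusted p of 0.05 in each of UNC0642 in Mel92.1, A366 in Mel92.1 and UNC0642 in MP41, and 4 of the 8 for A366 in MP41. At an unadjusted p under 0.05 the counts were 3, 5, 3 and 6 in the same order, and adjusted over the list alone they were 3, 5, 1 and 5. The study chose the list on these libraries, so the count adjusted over the list alone is not independent evidence. AZGP1 averaged 0.821 CPM (SD 0.268, n = 3) with DMSO in Mel92.1, 4.84 CPM (SD 1.87) with UNC0642 and 7.31 CPM (SD 2.08) with A366. In MP41 it averaged 2.98 CPM (SD 0.297) with DMSO, 6.62 CPM (SD 0.313) with UNC0642 and 6.41 CPM (SD 2.47) with A366. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, its log2 fold changes in Mel92.1 were 2.55 (SE 0.43, adjusted p 0.772) for UNC0642 and 3.15 (SE 0.44, adjusted p 0.162) for A366. In MP41 they were 1.15 (SE 0.28, adjusted p 1) and 1.10 (SE 0.28, adjusted p 0.0211). Each AZGP1 library with an inhibitor lay above the 3 DMSO libraries of its line.

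With the 4 libraries placed as in Dataset EV1, all 8 genes were higher in each comparison. Over all genes tested, 4 passed for UNC0642 in Mel92.1, 4 for A366 in Mel92.1, 2 for UNC0642 in MP41 and 8 for A366 in MP41, and adjusted over the list alone, 5, 8, 7 and 8. AZGP1 and NOX5 passed in all 4 comparisons. The log2 fold changes of AZGP1 were 2.55 (SE 0.35, adjusted p 0.0092), 2.49 (SE 0.35, adjusted p 0.0261), 1.15 (SE 0.14, adjusted p 0.00672) and 1.64 (SE 0.14, adjusted p 2.39e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in the same order. Those of NOX5 were 3.22 (SE 0.23, adjusted p 0.000229), 3.37 (SE 0.23, adjusted p 0.000431), 0.85 (SE 0.11, adjusted p 0.00672) and 1.31 (SE 0.11, adjusted p 1.83e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The annotated span of NOX5 overlaps that of SPESP1 on the same strand, and how reads were divided between them is not stated. With 1 library left out at a time, NOX5 passed in all 4 comparisons without AZGP1 in 8 of the 18 fits (7 of them without a Mel92.1 library), AZGP1 without NOX5 in 3, and both in 7. For A366 in Mel92.1, AZGP1 did not pass under 9 of 22 alternatives (adjusted p 7.26e-09 to 0.176 over the 22, by edgeR, DESeq2 or limma with Benjamini-Hochberg adjustment). Under some alternatives, 3 of the 8 genes passed in all 4 comparisons (AZGP1, BANCR and NOX5). These were leaving out MP41 A366 replicate 2 or replicate 3, and leaving out the filter on low counts. DESeq2, limma voom with sample quality weights and an offset for GC content and length (chosen after seeing the data) gave the same 3. The alternative that moved this number most was an unadjusted p under 0.05 with a fold change of at least 1.5, under which 5 of the 8 genes passed (AZGP1, BANCR, KRT23, NOX5 and SERPINA1). With the libraries as labelled it gave 1 (AZGP1).

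**Figure D2:**
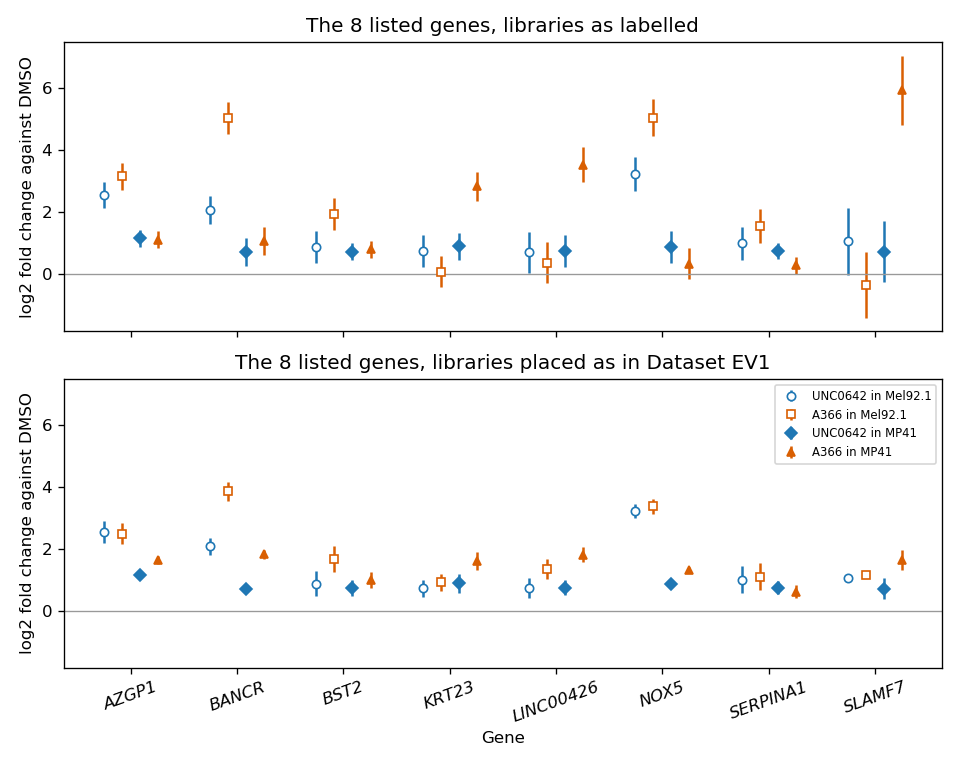
Log2 fold change against DMSO of the 8 listed genes for each inhibitor and cell line (points) with its standard error (bars, 3 replicates per group), with the libraries as labelled in the upper panel and placed as in Dataset EV1 in the lower one. All points of the lower panel lie above 0, and the lowest of the upper one is SLAMF7 with A366 in Mel92.1, at -0.36.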

The analysis of RNA-seq data identified 8 commonly upregulated genes (*AZGP1, BANCR, BST2, KRT23, LINC00426, NOX5, SERPINA1,* and *SLAMF7*) in both A366- and UNC0642-treated UM cell lines (Mel92.1 and MP41) compared to the DMSO-treated cells (Mel92.1 and MP41) (Fig. 2A,B; Dataset EV1). We then performed validation of the candidates identified from RNA-seq using RT-qPCR in both UM cell lines (Mel92.1 and MP41) and determined that Alpha-2-glycoprotein 1, zinc-binding (AZGP1), also known as Zinc-α2-glycoprotein (ZAG), was the most consistently upregulated gene in both A366- and UNC0642-treated UM cell lines (Mel92.1 and MP41) at both the mRNA and protein levels (Fig. 2C–E). Finally, to establish that AZGP1 is a direct target of EHMT2, we performed a CUT&RUN assay to measure the recruitment of EHMT2 and the associated H3K9me2 mark on the *AZGP1* promoter. The *ACTINB* promoter was used as a negative control. We found that EHMT2 was significantly enriched on the *AZGP1* promoter but not on the negative control *ACTINB* gene promoter (Fig. 2F). Consistent with this, the H3K9me2 mark was also enriched on the *AZGP1* promoter but not on the *ACTINB* gene promoter (Fig. 2G). Notably, patient sample data analysis revealed that increased *AZGP1* expression was also associated with better overall patient survival in UM patients (Fig. 2H). AZGP1 is a soluble protein encoded by the AZGP1 gene located on chromosome 7. This glycoprotein is primarily known for its role in lipid metabolism, specifically in the mobilization of fat stores (Faulconnier et al, 2019; Kong et al, 2010). Furthermore, in a series of cancer types, AZGP1 has been shown to function as a tumor suppressor (Hanamura et al, 2024; Huang et al, 2013; Kong et al, 2010; Tang et al, 2017). 

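In GENCODE release 29, on the GRCh38 build, AZGP1 lies on the minus strand of chromosome 7 at positions 99966720 to 99976157, and no other annotated gene overlaps it. A pseudogene of it, AZGP1P1, lies on the plus strand of the same chromosome at positions 99980762 to 99987535. Over the 18 RNA-seq libraries together, AZGP1 received 3837 counts (29 to 507 per library) and AZGP1P1 received 19 (0 to 6 per library).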

Based on this collective literature, we focused on testing AZGP1 as a downstream mediator of the NK cell regulatory function of EHMT2.

**Figure 2:**
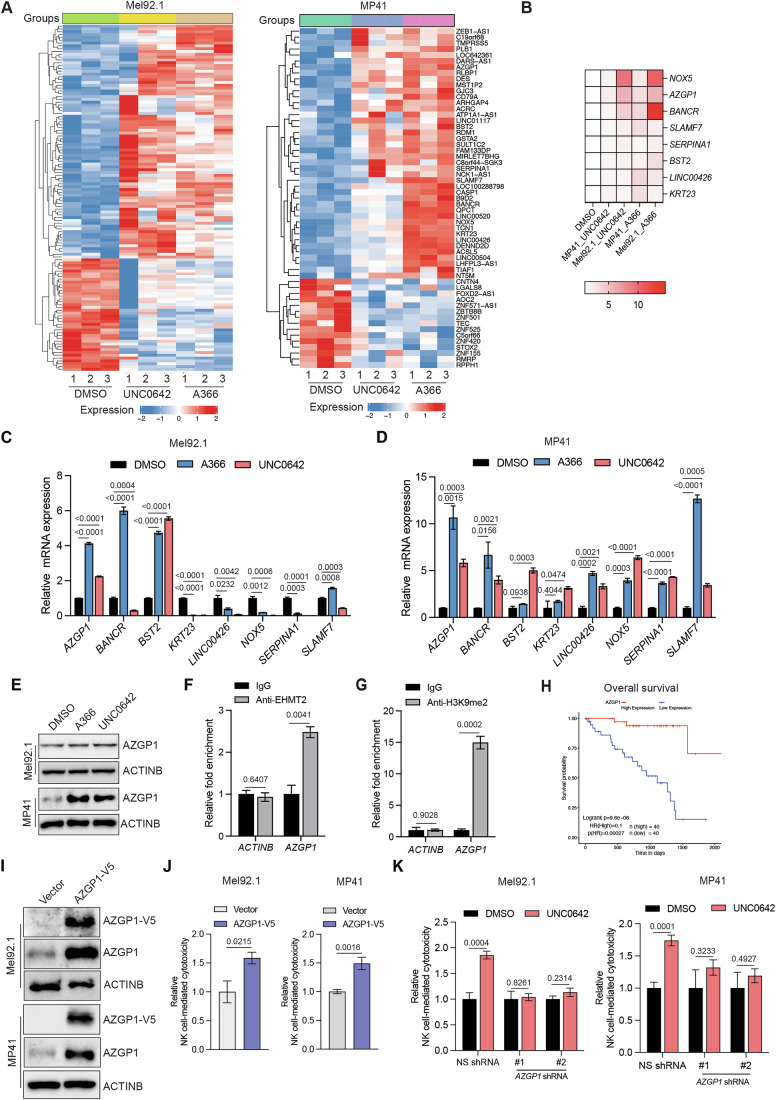
EHMT2 inhibition-induced increase in NK cell-mediated cytotoxicity is dependent upon EHMT2 target gene AZGP1. (**A**) Heatmap showing differentially expressed mRNAs in Mel92.1 and MP41 cells following 48 h treatment with UNC0642 (1 μM) or A366 (1 μM) compared to DMSO-treated cells. (**B**) Heatmap showing commonly upregulated mRNAs in Mel92.1 and MP41 cells following 48 h treatment with UNC0642 (1 μM) and A366 (1 μM) compared to DMSO-treated cells. (**C**) Mel92.1 cells treated with DMSO or EHMT2 inhibitors UNC0642 (1 μM) or A366 (1 μM) for 48 h were analyzed for the indicated mRNAs using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. *ACTINB* was used for normalization. (*n* = 3). *P* values were calculated using an unpaired two-tailed Student’s *t*-test. (**D**) MP41 cells treated with DMSO or EHMT2 inhibitors UNC0642 (1 μM) or A366 (1 μM) for 48 h were analyzed for the indicated mRNA using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. *ACTINB* was used for normalization. (*n* = 3). *P* values were calculated using an unpaired two-tailed Student’s *t*-test. (**E**) Immunoblotting for AZGP1 in Mel92.1 and MP41 cells treated with DMSO or EHMT2 inhibitors UNC0642 (1 μM) or A366 (1 μM) for 48 h. ACTINB was used as a loading control. (**F**) EHMT2 enrichment on the *AZGP1* or ACTINB promoters was measured in Mel92.1 cells using the CUT&RUN assay. Relative fold enrichment of EHMT2 on the *AZGP1* and *ACTINB* promoters compared to the IgG control is plotted. (*n* = 3). *P* values were calculated using an unpaired two-tailed Student’s *t*-test. (**G**) H3K9me2 mark enrichment on the *AZGP1* or *ACTINB* promoters was measured in Mel92.1 cells using CUT&RUN assays. Relative fold enrichment of the H3K9me2 mark on the *AZGP1* and *ACTINB* promoters compared to IgG control is plotted. (*n* = 3). *P* values were calculated using an unpaired two-tailed Student’s *t*-test. (**H**) Overall survival for UM patients with higher (*n* = 40) or lower (*n* = 40) levels of *AZGP1* mRNA expression in the UM TCGA dataset. The log-rank test was used to calculate the *p* value of comparing Kaplan–Meier curves, and the Wald test was used to calculate the *p* value of Cox proportional hazards regression analysis. (**I**) Mel92.1 and MP41 cells expressing either an empty vector or V5-tagged *AZGP1* ORF were analyzed for the expression of AZGP1 by immunoblotting using V5-tag antibody or AZGP1 antibody. ACTINB was used as a loading control. (**J**). Mel92.1 and MP41 cells expressing either an empty vector or V5-tagged *AZGP*1 ORF were analyzed for NK cell-mediated cytotoxicity using an LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity under the indicated conditions are plotted. (*n* = 6). *P* values were calculated using an unpaired two-tailed Student’s *t*-test. (**K**) Mel92.1 and MP41 cells expressing either nonspecific (NS) shRNA or *AZGP1* shRNAs were treated with DMSO or EHMT2 inhibitors UNC0642 (1 μM) for 48 h and analyzed for NK cell-mediated cytotoxicity using LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity under the indicated conditions are plotted. (*n* = 5 for Mel92.1 and *n* = 6 for MP41). *P* values were calculated using unpaired two-tailed Student’s *t*-test. All quantitative data were presented as mean ± SEM. Source data are available online for this figure.

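The 9 libraries of each line were also used to count the genes that changed, at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 14692 genes tested in Mel92.1 with the libraries as labelled, 0 passed for UNC0642 (283 at an unadjusted p under 0.05) and 0 for A366 (3549 unadjusted). Of 15088 genes tested in MP41, 0 passed for UNC0642 (221 unadjusted) and 4951 for A366 (6952 unadjusted), 2922 higher and 2029 lower. No gene passed in the same direction in all 4 comparisons. With limma voom and sample quality weights the counts for UNC0642 and A366 were 259 and 9462 in Mel92.1, the highest over the 25 alternatives there, and 123 and 10337 in MP41. The highest in MP41 were 137 for UNC0642, with an unadjusted p under 0.05 and a fold change of at least 1.5, and 11183 for A366, with a library left out. Leaving out a single library moved several counts. Without MP41 DMSO replicate 3, 0 genes passed for A366 in MP41. Without A366 replicate 1 of the line, 8032 genes passed for A366 in Mel92.1 and 11183 for A366 in MP41. The A366 libraries left then all carry the genes of the other line, so these counts compare the lines along with the treatment. The 3 replicates of inhibitor and DMSO did not overlap for 2252 genes (15.3%) with UNC0642 and 3217 (21.9%) with A366 in Mel92.1, and for 2840 (18.8%) and 6754 (44.8%) in MP41, where chance gives 10%. Among the genes that passed for A366 in MP41, the largest rises were those of CERS6-AS1 (at least 214-fold higher, 0 counts in the DMSO libraries), CYBRD1 (at least 155-fold higher) and SLC12A8 (at least 93.8-fold higher). Over the A366 libraries, CYBRD1 ran from 0.0362 to 17.2 CPM and SLC12A8 from 0.163 to 10.1 CPM. The Mel92.1 DMSO libraries averaged 13.6 and 8.91 CPM, so these folds may rest on the libraries that carry the genes of Mel92.1. The largest falls were those of HIST1H4K (at least 20.6-fold lower), APOA2 (at least 17.4-fold lower) and the read-through gene SPECC1L-ADORA2A (log2 fold change -4.37, SE 0.93). HIST1H4K did not pass under 13 of 22 alternatives, and CYBRD1 did not under 9 of 21.

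With the 4 libraries placed as in Dataset EV1, 14528 genes were tested in Mel92.1 and 14956 in MP41. For UNC0642 in Mel92.1, 100 genes passed (80 higher, 20 lower, and 1442 at an unadjusted p under 0.05), and for A366 in Mel92.1, 31 (26 higher, 5 lower, and 628 unadjusted). For UNC0642 in MP41, 36 passed (17 higher, 19 lower, and 1316 unadjusted), and for A366 in MP41, 6884 (3362 higher, 3522 lower, and 8016 unadjusted). Genes with no overlap between the replicates of inhibitor and DMSO numbered 2244 (15.4%), 2290 (15.8%), 2807 (18.8%) and 8686 (58.1%), in the order of these 4 counts. With limma voom and sample quality weights, the counts of genes that passed were 413, 3087, 154 and 10248 in that order. For UNC0642 in MP41, 5 genes passed without MP41 DMSO replicate 3 and 130 without MP41 A366 replicate 2. For A366 in Mel92.1, 9 passed without Mel92.1 A366 replicate 1 and 147 without Mel92.1 UNC0642 replicate 1. For UNC0642 in Mel92.1, 38 passed without Mel92.1 DMSO replicate 3 and 183 without Mel92.1 UNC0642 replicate 1. For A366 in MP41, the log2 fold changes followed transcript length (Spearman's rho -0.53) and GC content (0.51). They correlated at 0.66 with a difference between untreated Mel92.1 libraries, so a technical difference may hold part of the count. With an offset for GC content and length, chosen after seeing the data, 4921 genes passed. The largest rises with UNC0642 in Mel92.1 were those of NOX5, AZGP1 and MKI67, and the largest falls those of CHAC1, HTR2B and OLFML2A. With A366 in Mel92.1, BANCR, NOX5 and AZGP1 rose most, and CHAC1, DDIT4 and SESN2 fell most. With UNC0642 in MP41, DES, AZGP1 and DENND2D rose most, and ABHD14A-ACY1 (a read-through gene, at least 71.6-fold lower), CHAC1 and S100B fell most. With A366 in MP41, CERS6-AS1 (at least 162-fold higher), the read-through gene C8orf44-SGK3 and LINC00520 rose most, and APOA2 (at least 18-fold lower), SPECC1L-ADORA2A and ALB fell most. Of 22 alternatives each, HTR2B with UNC0642 in Mel92.1 did not pass under 12. With UNC0642 in MP41, DENND2D did not under 11, DES under 10 and ABHD14A-ACY1 under 7. With A366 in Mel92.1, CHAC1 did not under 11, SESN2 under 10 and AZGP1 under 9. The rest of these genes did not under 5 at most, and those for A366 in MP41 passed under all 22. ABHD14A-ACY1 and SPECC1L-ADORA2A share their span and strand with the genes they join, and CERS6-AS1 overlaps CERS6 on the opposite strand. How reads were divided between such genes is not stated, also not for C8orf44-SGK3, and whether the folds of these 4 genes rest on that division was not tested. From the genes raised by both inhibitors in both lines (Fig. 2B) the paper took its candidates to RT-qPCR, and from RT-qPCR and immunoblotting (Fig. 2C–E) it concludes that AZGP1 was the one most consistently raised.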

We first evaluated the role of AZGP1 in NK cell-mediated cytotoxicity against UM cells. To test this, we ectopically expressed AZGP1 in UM cells and determined whether AZGP1-expressing cells are more sensitive to NK cell-mediated cytotoxicity compared to vector-expressing cells. We found that ectopic expression of AZGP1 promoted NK cell-mediated eradication of UM cells (Fig. 2I,J). Next, we asked whether AZGP1 upregulation is necessary for the EHMT2 inhibition-induced increase in NK cell-mediated cytotoxicity. To test this likelihood, we knocked down *AZGP1* expression using shRNAs in UM cell lines (Mel92.1 and MP41) (Fig. EV2C,D). The *AZGP1* knockdown UM cells were then treated with the EHMT2 inhibitor UNC0642, and then NK cell-mediated cytotoxicity was measured. Control nonspecific (NS) shRNA-expressing and DMSO-treated UM cells were used as negative controls. We found that knocking down *AZGP1* significantly inhibited NK cell-mediated cytotoxicity following UNC0642 treatment in UM cells (Fig. 2K). Collectively, these results demonstrate that the upregulation of AZGP1 following EHMT2 inhibition is both necessary and sufficient for enhanced NK cell-mediated cytotoxicity.

### Loss of EHMT2 enhances NK cell-mediated cytotoxicity via the AZGP1-TGF-β1 pathway

The TGF-β pathway plays a crucial role in immune suppression against cancer cells by several mechanisms, including directly inhibiting immune cell function (Batlle and Massague, 2019; Massague and Sheppard, 2023; Tauriello et al, 2022). AZGP1 has been shown to inhibit the TGF-β pathway in cancer (Kong et al, 2010). Based on these previous reports, we asked if AZGP1 upregulation after EHMT2 suppression results in simultaneous attenuation of the TGF-β pathway in UM cells. Therefore, we first re-analyzed our RNA-seq data and identified that the TGF-β1 was downregulated in EHMT2 inhibitor-treated UM cells (Dataset EV1). 

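TGFB1 (chromosome 19, positions 41301587 to 41353911, minus strand, in the same annotation) overlaps genes on the opposite strand. With the libraries as labelled, it averaged 35.3 CPM (SD 3.24, n = 3) with DMSO in Mel92.1, 31.3 CPM (SD 1.26) with UNC0642 and 40.6 CPM (SD 10.4) with A366. In MP41 it averaged 42.2 CPM (SD 2.7) with DMSO, 41.5 CPM (SD 3.66) with UNC0642 and 39.5 CPM (SD 7.31) with A366. The log2 fold changes in Mel92.1 were -0.17 (SE 0.19, adjusted p 1) for UNC0642 and 0.20 (SE 0.19, adjusted p 0.49) for A366, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. In MP41 they were -0.023 (SE 0.14, adjusted p 1) and -0.094 (SE 0.14, adjusted p 0.628). None of these 4 differences passed an adjusted p of 0.05. Leaving out MP41 A366 replicate 1 gave -0.26 for A366 in MP41 (adjusted p 0.0249 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 0.0249 to 0.971 over the 23 alternatives for this comparison), and leaving out MP41 A366 replicate 2 gave 0.0085. The lowest log2 fold change over these alternatives was -0.57 (not past the threshold), with the offset for GC content and length that was chosen after seeing the data, and the highest was 0.25, with the placement of Dataset EV1. For A366 in Mel92.1, a rise passed without Mel92.1 A366 replicate 1 (log2 fold change 0.35, adjusted p 0.0462 in edgeR's quasi-likelihood test) and with limma voom and sample quality weights (0.30, adjusted p 0.0287), both with Benjamini-Hochberg adjustment and against 0.0287 to 0.981 over the 23 alternatives for this comparison. Without A366 replicate 1, the A366 libraries left under either label all carry the genes of the other line. Fits without that replicate therefore compare the lines along with the treatment.

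With the 4 libraries placed as in Dataset EV1, TGFB1 in Mel92.1 averaged 34.8 CPM (SD 3.19) with DMSO, 30.9 CPM (SD 1.23) with UNC0642 and 29.7 CPM (SD 1.29) with A366. Its log2 fold changes there were -0.17 (SE 0.09, adjusted p 0.571) and -0.23 (SE 0.09, adjusted p 0.955, unadjusted p 0.0297), again by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In MP41 it averaged 43.2 CPM (SD 2.77) with DMSO, 42.5 CPM (SD 3.74) with UNC0642 and 51.2 CPM (SD 5.52) with A366. There, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave -0.024 (SE 0.094, adjusted p 0.973) for UNC0642 and 0.25 (SE 0.094, adjusted p 0.0469) for A366, a rise. Of 22 alternatives for A366 in MP41, 9 put this rise on the other side of the threshold and 3 turned it into a fall. The lowest was -0.048, with an offset for GC content and length (chosen after seeing the data). For A366 in Mel92.1, limma voom with sample quality weights gave -0.31 (adjusted p 0.00107 with Benjamini-Hochberg adjustment, against 0.00107 to 1 over the 22 alternatives).

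**Figure D3:**
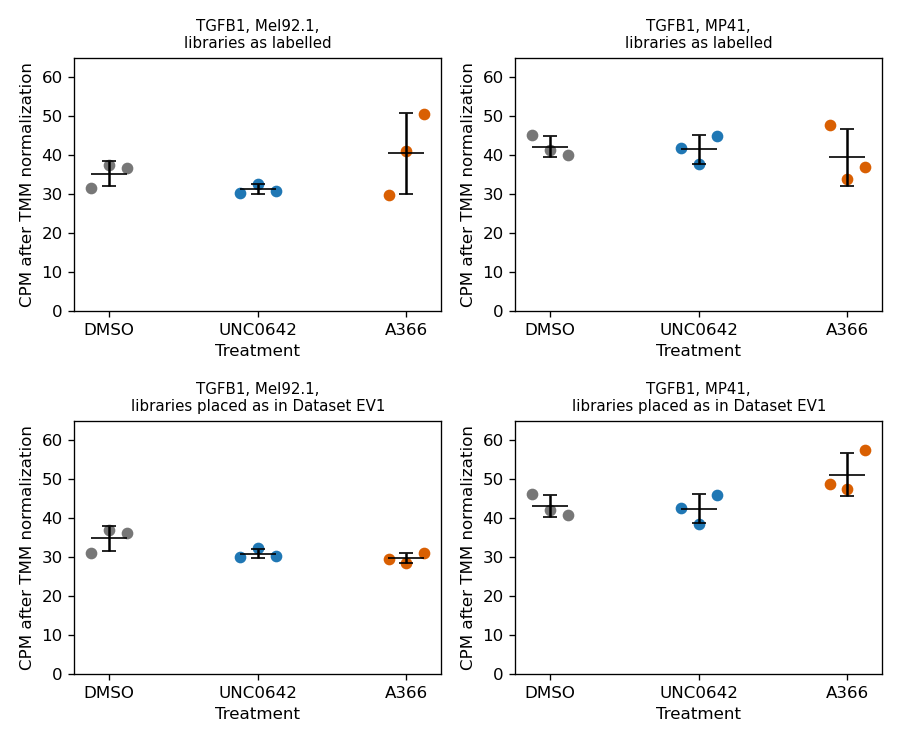
CPM of TGFB1 after TMM normalization in each library (points) with the mean and SD of the 3 replicates (black bars), by treatment and cell line, with the libraries as labelled in the upper row and placed as in Dataset EV1 in the lower one. In the lower row the A366 mean lies below the DMSO mean in Mel92.1 (29.7 against 34.8 CPM) and above it in MP41 (51.2 against 43.2 CPM).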

Consistent with the results of RNA-seq, we were able to validate the downregulation of TGF-β1 in UM cells following EHMT2 inhibitor treatment (UNC0642 or A366), following EHMT2 knockdown, or following ectopic expression of AZGP1 (Fig. 3A–C).

**Figure 3:**
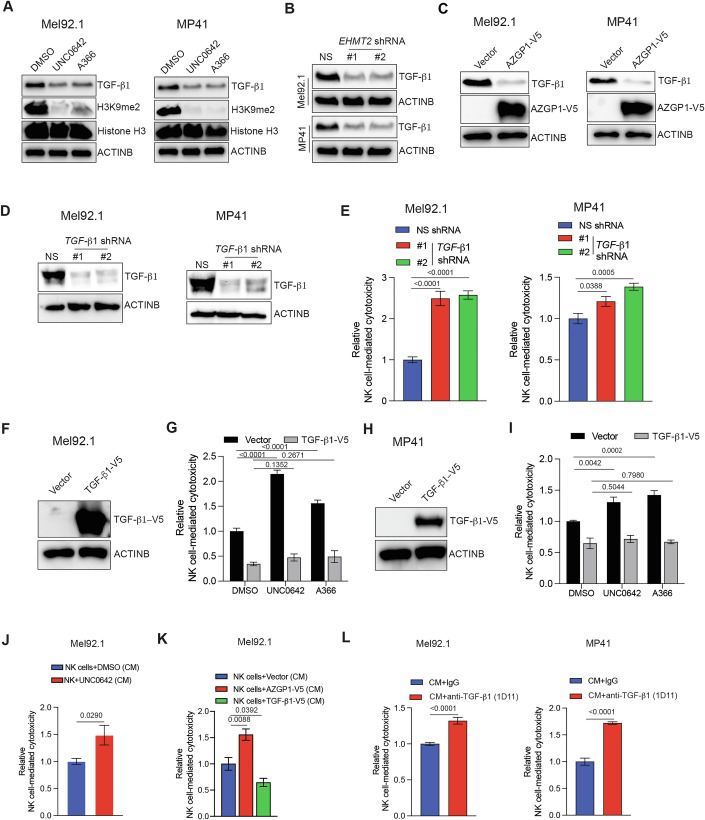
AZGP1 overexpression induces NK cell-mediated cytotoxicity by inhibiting the TGF-β1 signaling following EHMT2 inhibition. (**A**) Immunoblotting for measuring expression of the indicated proteins in Mel92.1 and MP41 cells treated with either DMSO or EHMT2 inhibitors UNC0642 (1 μM) or A366 (1 μM) for 48 h. Histone H3 and ACTINB were used as loading controls. (**B**) Immunoblotting for measuring the expression of TGF-β1 in Mel92.1 and MP41 cells expressing either NS shRNA or *EHMT2* shRNAs. ACTINB was used as a loading control. (**C**) Immunoblotting for measuring the expression of indicated proteins in Mel92.1 and MP41 cells expressing either an empty vector control or V5-tagged *AZGP1* ORF. ACTINB was used as a loading control. (**D**) Immunoblotting for measuring expression of TGF-β1 in Mel92.1 and MP41 cells expressing either NS shRNA or *TGF-β1* shRNAs. ACTINB was used as a loading control. (**E**) Mel92.1 and MP41 cells expressing either NS shRNA or *TGF-β1* shRNAs were analyzed for NK cell-mediated cytotoxicity using an LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity under the indicated conditions are plotted. (*n* = 6). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**F**) Mel92.1 cells expressing either an empty vector or V5-tagged *TGF-β1* ORF were analyzed for the expression of TGF-β1 by immunoblotting using V5-tag antibody. ACTINB was used as a loading control. (**G**) Mel92.1 cells expressing either an empty vector or V5-tagged *TGF-β1* ORF were treated with DMSO or EHMT2 inhibitor UNC0642 (1 μM) or A366 for 48 h and analyzed for NK cell-mediated cytotoxicity using LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity at the indicated conditions is plotted. (*n* = 6). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**H**) MP41 cells expressing either an empty vector or *TGF-β1* ORF were analyzed for the expression of TGF-β1 by immunoblotting using V5-tag antibody. ACTINB was used as a loading control. (**I**) MP41 cells expressing either an empty vector or V5-tagged *TGF-β1* ORF were treated with DMSO or EHMT2 inhibitors UNC0642 (1 μM) or A366 (1 μM) for 48 h and analyzed for NK cell-mediated cytotoxicity using LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity at the indicated conditions is plotted. (*n* = 6). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**J**) Mel92.1 cells treated with DMSO or EHMT2 inhibitor (UNC0642, 1 μM) in Opti-MEM for 48 h. Following this, the conditioned media was collected, concentrated and used to treat NK cells for 24 h. NK cells were analyzed for cytotoxicity against Mel92.1 cells using an LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity at the indicated conditions are plotted. (*n* = 6). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**K**) Mel92.1 cells expressing either an empty vector, V5-tagged *AZGP1* ORF or V5-tagged *TGF-β1* ORF were grown in Opti-MEM for 48 h. Following this, the conditioned media was collected, concentrated and used to treat NK cells for 24 h. NK cells were analyzed for cytotoxicity against Mel92.1 cells using an LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity at the indicated conditions is plotted. (*n* = 5). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**L**) Mel92.1 or MP41 cells were grown in Opti-MEM for 48 h. Following this, the conditioned media was either incubated with control IgG antibody or TGF-β1-neutralizing antibody and used to treat NK cells for 24 h. Following this, NK cell-mediated cytotoxicity was measured against Mel92.1 or MP41 cells using an LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity under the indicated conditions are shown. (*n* = 6). *P* values were calculated using unpaired two-tailed Student’s *t*-test. All quantitative data are shown as the mean ± SEM. Source data are available online for this figure.

Next, we asked if TGF-β1 downstream of EHMT2 drives suppression of NK cell-mediated cytotoxicity. To test this, we knocked down the expression of TGF-β1 in UM cell lines (Mel92.1 and MP41) (Fig. 3D) and measured NK cell-mediated cytotoxicity. We found that *TGF-β1* knockdown in UM cell lines (Mel92.1 and MP41) resulted in increased NK cell-mediated UM cell eradication (Fig. 3E).

Next, we asked whether TGF-β1, acting downstream of EHMT2, is required for the increase in NK cell-mediated cytotoxicity driven by EHMT2 loss. To determine this, we ectopically expressed TGF-β1 in UM cells and treated these cells with EHMT2 inhibitors (UNC0642 and A366) and measured NK cell-mediated cytotoxicity. We found that the ectopic expression of TGF-β1 in UM cells (Mel92.1 and MP41) rendered them more resistant to NK cell-mediated cytotoxicity even after EHMT2 inhibitor treatment, compared to control UM cells expressing vector alone (Fig. 3F–I). Furthermore, double knockdown of *TGF-β1* and *AZGP1* established that *AZGP1* knockdown-induced resistance to NK cell-mediated cytotoxicity was reversed following simultaneous *TGF-β1* knockdown in UM cells (Fig.EV2E,F). Taken together, these results demonstrate that TGF-β1 expression downstream of EHMT2 is sufficient to inhibit NK cell-mediated cytotoxicity.

Since TGF-β1 can promote immune evasion by acting on both cancer cells and NK cells (Batlle and Massague, 2019), we asked if the conditioned media collected from EHMT2 inhibitor-treated cells or AZGP1- and TGF-β1-expressing cells could influence NK cell-mediated cytotoxicity. We treated NK cells with conditioned media collected from EHMT2 inhibitor-treated or AZGP1- or TGF-β1-expressing UM cell line Mel92.1 and measured NK cell-mediated cytotoxicity. As expected, conditioned media collected from EHMT2 inhibitor-treated or AZGP1-expressing UM cells were less inhibitory to NK cell-mediated cytotoxicity compared to those collected from the DMSO-treated or empty vector-expressing UM cells (Fig. 3J,K). Conversely, conditioned media collected from TGF-β1-expressing UM cells suppressed NK cell-mediated cytotoxicity more potently compared to conditioned media from empty vector-expressing UM cells (Fig. 3K). To more conclusively show the role of TGF-β1 in suppressing NK cell-mediated cytotoxicity in a paracrine manner, we neutralized TGF-β1 using the monoclonal TGF-β1-neutralizing antibody 1D11 (Dasch et al, 1989) in the conditioned media collected from UM cells. We found that the conditioned media treated with TGF-β1-neutralizing antibody was no longer as effective in suppressing NK cell-mediated cytotoxicity as the conditioned media collected from UM cells treated with control IgG (Fig. 3L). We also examined the effects of conditioned media collected from UM cells treated with the EHMT2 inhibitor UNC0642 and concurrently neutralized for TGF-β1 using the 1D11 antibody. Notably, simultaneous suppression of EHMT2 and neutralization of TGF-β1 was more effective in enhancing NK cell-mediated cytotoxicity against UM cells compared to either condition alone (Fig. EV3A,B), likely due to more efficient suppression of TGF-β1-driven immunosuppressive signaling. These results demonstrate that TGF-β1 suppresses NK cell-mediated UM cell eradication.

### The EHMT2-AZGP1-TGF-β1 pathway suppresses NK cell-mediated cytotoxicity by downregulating NKG2D ligands on cancer cells and by modulating the regulators of cytotoxicity in NK cells

We next aimed to determine how TGF-β1, downstream of EHMT2, operates to suppress NK cell-mediated cancer cell eradication. Numerous studies have documented the expression of NKG2D ligands in different cancer types to be important in NK cell-mediated tumor eradication (Bugide et al, 2018a; Cho et al, 2014; Friese et al, 2003; Salih et al, 2003; Vetter et al, 2002; Watson et al, 2006). Furthermore, it has been established that the quantitative level of NKG2D ligand expression defines the “threat” level of target cells, and that it correlates with NK cell-dependent tumor elimination (Diefenbach et al, 2001; Raulet et al, 2013). Based on these previous reports, to understand the mechanism behind suppression of NK cell-mediated cytotoxicity, we tested the effect of EHMT2 inhibition or TGF-β1 knockdown on NKG2D ligands. We found that the expression of NKG2D ligands ULBP3 and MICB were consistently upregulated following treatment with EHMT2 inhibitors in UM cells (Figs. 4A and EV3C–F; Appendix Fig. S3A). A similar upregulation of ULBP3 and MICB was observed following TGF-β1 knockdown in UM cells (Fig. 4B; Appendix Fig. S3B). Furthermore, ectopic expression of TGF-β1 prevented the re-expression of ULBP3 and MICB in UM cells following EHMT2 inhibitor treatment (Fig. 4C; Appendix Fig. S4). These results demonstrated that EHMT2, in a TGF-β1-dependent manner, suppresses the expression of the NKG2D ligands ULBP3 and MICB.

**Figure 4:**
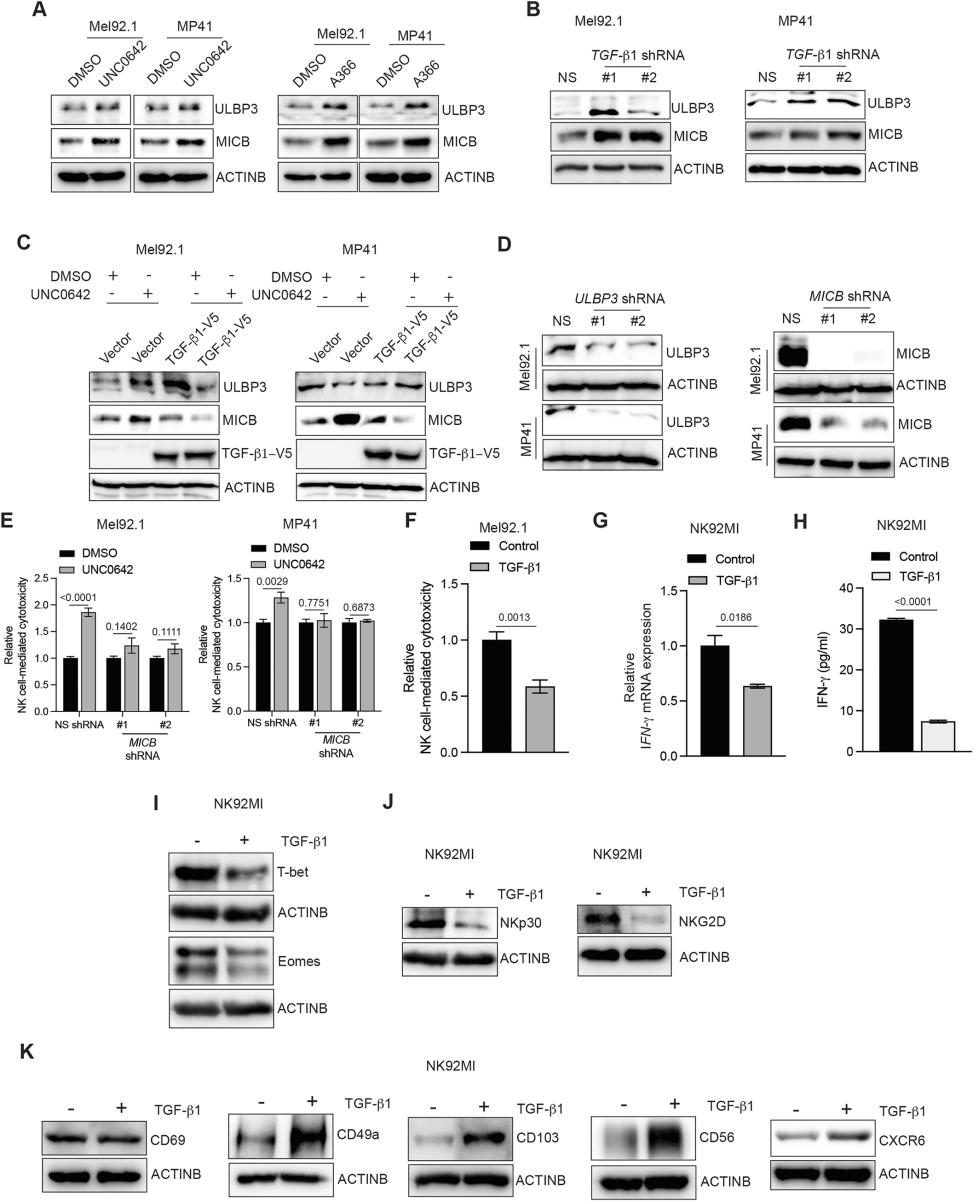
The EHMT2-AZGP1-TGF-β1 pathway suppresses NK cell-mediated cytotoxicity by downregulating NKG2D ligands on cancer cells, and by modulating regulators of cytotoxicity in NK cells. (**A**) Mel92.1 and MP41 cells were treated with DMSO, UNC0642 (1 μM), or A366 (1 μM) for 48 h and analyzed for the indicated proteins using immunoblotting. ACTINB was used as a loading control. (**B**) Mel92.1 and MP41 cells expressing either nonspecific (NS) shRNA or *TGF-β1* shRNAs were analyzed for the indicated proteins using immunoblotting. ACTINB was used as a loading control. (**C**) Mel92.1 and MP41 cells expressing either an empty vector or V5-tagged *TGF-β1* ORF were treated with DMSO or UNC0642 (1 μM) for 48 h and analyzed for the indicated protein using immunoblotting. ACTINB was used as a loading control. (**D**) Mel92.1 and MP41 cells expressing either NS shRNA, *ULBP3* shRNAs, or *MICB* shRNAs were analyzed for the indicated proteins using immunoblotting. ACTINB was used as a loading control. (**E**) Mel92.1 and MP41 cells expressing either NS shRNA or *MICB* shRNAs were treated with DMSO or EHMT2 inhibitors UNC0642 (1 μM) for 48 h and were analyzed for NK cell-mediated cytotoxicity using an LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity under the indicated conditions are plotted. (*n* = 6). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**F**) NK92MI cells were treated with TGF-β1 (10 ng/ml) for 24 h followed by treated NK cells were used for NK cell-mediated cytotoxicity assay against Mel92.1 Cells. Relative NK cell-mediated cytotoxicity under indicated conditions are plotted. (*n* = 6). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**G**) NK92MI cells were treated with TGF-β1 (10 ng/ml) for 24 h and were analyzed for *IFN-γ* mRNA levels using RT-qPCR. Relative *IFN-γ* mRNA levels are presented under the indicated conditions. *ACTINB* was used for normalization. (*n* = 3). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**H**) NK92MI cells were treated with TGF-β1 (10 ng/ml) for 24 h and analyzed for IFN-γ protein levels using ELISA. IFN-γ protein levels are presented under the indicated conditions. (*n* = 3). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**I**) NK92MI cells were treated with TGF-β1 (10 ng/ml) for 24 h and analyzed for EOMES and T-Bet protein levels using immunoblotting. ACTINB was used as a loading control. (**J**) NK92MI cells were treated with TGF-β1 (10 ng/ml) for 24 h and analyzed for NCR3 and NKG2D protein using immunoblotting. ACTINB was used as a loading control. (**K**) NK92MI cells were treated with TGF-β1 (10 ng/ml) for 24 h and analyzed for CD69, CD49a, CD103, CD56, and CXCR6 proteins using immunoblotting. ACTINB was used as a loading control. All quantitative data are shown as the mean ± SEM. Source data are available online for this figure.

We next asked if the increased expression of NKG2D ligands following EHMT2 inhibition was necessary for enhanced NK cell-mediated cytotoxicity. To test this, we knocked down the expression of *ULBP3* and *MICB* using shRNAs and asked if the loss of either of them resulted in reduced NK-mediated cytotoxicity against UM cells following EHMT2 inhibitor treatment. We found that the knockdown of MICB prevented the increase in NK cell-mediated cytotoxicity when EHMT2 was inhibited (Fig. 4D,E). While knockdown of *ULBP3* effectively prevented NK-mediated cytotoxicity against the UM cell line MP41, only one out to the two shRNAs against *ULBP3* inhibited NK-mediated cytotoxicity against Mel92.1 cells and the other shRNA was partly effective in blocking NK cell-mediated cytotoxicity (Fig. 4D; Appendix Fig. S5). These results demonstrate that the re-expression of MICB and, in some cases re-expression of ULBP3 following EHMT2 inhibition is necessary for enhanced NK cell-mediated cytotoxicity against UM cells.

Next, we asked how TGF-β1 suppresses the cytotoxic function of NK cells. To investigate this, we analyzed the downstream targets of TGF-β1 in NK cells that have been shown to regulate NK cell function (Castriconi et al, 2003; Laouar et al, 2005; Viel et al, 2016; Yu et al, 2006). We treated NK cells with recombinant TGF-β1 and then analyzed the expression of IFN-γ, NCR3 and transcription factors T-bet and Eomes. IFN-γ induces cell death in cancer cells, enhances the cytotoxic function of other immune cells, such as cytotoxic T cells, and promotes the recruitment of other immune effectors to the tumor microenvironment (Bhat et al, 2017). We found that recombinant TGF-β1 treatment resulted in reduced NK cell-mediated cytotoxicity (Fig. 4F) and reduced IFN-γ levels in NK cells (Fig. 4G,H). The T-box family of transcription factors such as T-box expressed in T cells (T-bet) and Eomesodermin (Eomes) are important players in NK cell functions (Daussy et al, 2014; Gordon et al, 2012). NK cells lacking T-bet and Eomes show reduced cytotoxic activity (Gordon et al, 2012). Consistent with this, we also found reduced expression of T-bet and Eomes in NK cells treated with recombinant TGF-β1 (Fig. 4I; Appendix Fig. S6A). We also analyzed the expression of NKp30 and NKG2D following recombinant TGF-β1 treatment. NKp30 protein (encoded by the *NCR3* gene) is one of the three major natural cytotoxicity receptors in NK cells, along with NKp44 and NKp46 (Bryceson and Long, 2008; Moretta et al, 2001). NKp30 is a key mediator of NK cell activity and plays a non-redundant role in the killing of cancer cells (Brandt et al, 2009; Delahaye et al, 2011). Furthermore, NKG2D is an activating receptor expressed on NK cells, playing a crucial role in immune surveillance by recognizing stress-induced ligands on infected or transformed cells (Bauer et al, 1999). NKG2D triggers cytotoxic responses and cytokine production upon ligand engagement, contributing to anti-tumor immunity (Gilfillan et al, 2002). NKG2D ligands such as ULBP3 and MICB bind to NKG2D, which results in NK cell activation and cytotoxicity (Mou et al, 2014; Zhang et al, 2023). The expression of *NCR3* mRNA and NKp30 protein was also reduced in NK cells following recombinant TGF-β1 treatment (Fig. 4J; Appendix Fig. S6B). We found that, similar to NKp30, NKG2D expression was suppressed following treatment with TGF-β1 (Fig. 4J; Appendix Fig. S6B). Previous studies have also shown that conversion of effector NK cells into type 1 innate lymphoid cells (ILC1) alters their cytotoxic potential, as effector NK cells are highly cytotoxic and release perforin and granzymes to lyse target cells, whereas ILC1 are typically non-cytotoxic (Lopes et al, 2023). Furthermore, NK cells and ILC1 cells differ in their expression of various cell surface markers (Lopes et al, 2022), and TGF-β1 promotes the conversion of NK cells to ILC1 cells (Cortez et al, 2017; Gao et al, 2017). Therefore, we treated NK92MI cells with TGF-β1 and measured the expression of these markers. We found that treatment of NK92MI cells with TGF-β1 resulted in increased expression of CD49a and CD103, while CD69 expression remained unchanged (Fig. 4K; Appendix Fig. S6C). A similar increase in CD56 and CXCR6 was observed in NK92MI cells (Fig. 4K; Appendix Fig. S6C). These results showcase that TGF-β1 upregulates factors that inhibit the cytotoxic activity of NK cells.

Immune cell function, such as that of NK cells, can also be regulated by excluding them from the tumor microenvironment by preventing their migration (Cozar et al, 2021). This can occur via several different mechanisms, including by modulating the expression of chemokines that, in turn, can influence NK cell migration. Therefore, we first performed a human chemokine array. The UM cell line Mel92.1 was first treated with EHMT2 inhibitor UNC0642 or, as a control, with DMSO for 72 h. Conditioned media were then collected and hybridized to human chemokine antibody array membranes, which can detect changes in the expression of 38 human chemokines (Fig. 5A). We identified several chemokines that were increased in response to pharmacological inhibition of EHMT2 by UNC0642 (Fig. 5B,C). To further validate and generalize these results, we treated UM cells with EHMT2 inhibitors UNC0642 and A366, and measured mRNA expression levels of the chemokines identified by the human chemokine array using RT-qPCR in Mel92.1 and MP41 cell lines. We found that *CXCL5*, *CCL15*, *CXCL10*, *CCL27*, and *CXCL8* was consistently upregulated in both UM cell lines in response to treatment with both EHMT2 inhibitors (Figs. 5D,E and EV4A,B), whereas the TGF-β1 inhibitor vactosertib resulted in the upregulation of only *CCL27* and *CXCL10* in Mel92.1 and MP41 cell lines (Figs. 5F,G and EV4C,D). Furthermore, conditioned media collected from UM cell lines (Mel92.1 and MP41) treated with UNC0642 (Fig. 5H) or vactosertib showed improved NK cell migration (Fig. 5I), indicating a direct role of TGF-β1 in suppressing NK cell migration. Collectively, these results demonstrate that EHMT2-mediated TGF-β1 upregulation in an autocrine manner, inhibits NKG2D ligands (MICB and ULBP3) on cancer cells and, in a paracrine manner, suppresses the cytotoxic ability of NK cells and their migration. These functions together contribute to the downstream suppressive effects of EHMT2 on NK cell anti-tumor immunity.

**Figure 5:**
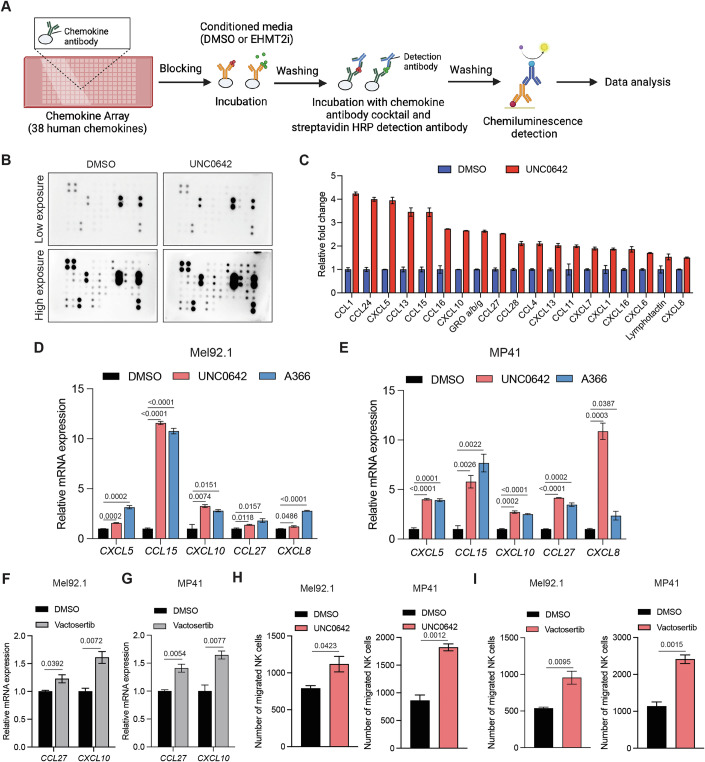
Inhibition of EHMT2 and TGF-β1 enhances the expression of chemokines that promote NK cell migration. (**A**) Schematic for identifying human chemokines altered as a result of EHMT2 inhibition. (**B**) Mel92.1 cells were treated with DMSO or UNC0642 (1 μM) for 72 h. Following this, conditioned media (CM) was collected and analyzed for the expression of 38 different human chemokines using human chemokine antibody arrays. (**C**) Average fold change in expression of indicated chemokines, quantified from the image shown in panel (**B**), using ImageJ software. (**D**,** E**) Mel92.1 and MP41 cells were treated with DMSO or UNC0642 (1 μM) or A366 (1 μM) for 72 h. mRNA expression for the indicated mRNAs were analyzed using RT-qPCR analysis. Relative mRNA expression for the indicated genes are plotted. *ACTINB* was used for normalization. (*n* = 3). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**F**,** G**) Mel92.1 and MP41 cells were treated with DMSO or vactosertib (1 μM) for 24 h. mRNA expression for the indicated mRNAs were analyzed using RT-qPCR analysis. Relative mRNA expression for the indicated chemokines are plotted. *ACTINB* was used for normalization. (*n* = 3). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**H**) Mel92.1 and MP41 cells were treated with DMSO or UNC0642 (3 μM) for 72 h and NK cell migration was evaluated using FACS analysis. The number of migrated NK cells under the indicated conditions are plotted. (*n* = 3). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**I**) Mel92.1 and MP41 cells were treated with DMSO or vactosertib (1 μM) for 72 h and NK cell migration was evaluated using FACS analysis. The number of migrated NK cells under the indicated conditions are plotted. (*n* = 3). *P* values were calculated using unpaired two-tailed Student’s *t*-test. All quantitative data are shown as the mean ± SEM. Source data are available online for this figure.

### EHMT2 loss also enhances NK cell-mediated eradication of other cancer types

We next asked if, similar to UM cells, the knockdown of EHMT2 can enhance NK cell-mediated eradication of other cancer cell types. We tested the impact of EHMT2 knockdown in triple-negative breast cancer (TNBC) cells, a cancer type that is not very responsive to adaptive immune checkpoint blockade therapies (anti-PD-1, anti-CTLA4, etc.) (Adams et al, 2019). We found that TNBC cells treated with EHMT2 inhibitors (A366 and UNC0642) showed increased sensitivity to NK cell-mediated cytotoxicity (Fig. 6A). Furthermore, consistent with the results in UM cells, TNBC cells treated with EHMT2 inhibitors (A366 and UNC0642) showed AZGP1 upregulation and TGF-β1 downregulation (Fig. 6B). Additionally, we tested the impact of EHMT2 inhibition on NK cell-mediated pancreatic cancer eradication, which is another cancer type for which adaptive immune checkpoint blockade therapies have not worked as desired (Royal et al, 2010). Human pancreatic cancer cell lines were treated with EHMT2 inhibitors, and NK cell-mediated eradication was analyzed. We found that, in the case of pancreatic cancer also, treatment with EHMT2 inhibitors (A366 and UNC0642) resulted in increased NK cell-mediated cytotoxicity (Fig. 6C), AZGP1 upregulation, and TGF-β1 downregulation (Fig. 6D). These results demonstrate that EHMT2 inhibition results in increased NK cell-mediated cytotoxicity and AZGP1 upregulation in both TNBC and pancreatic cancer cells.

**Figure 6:**
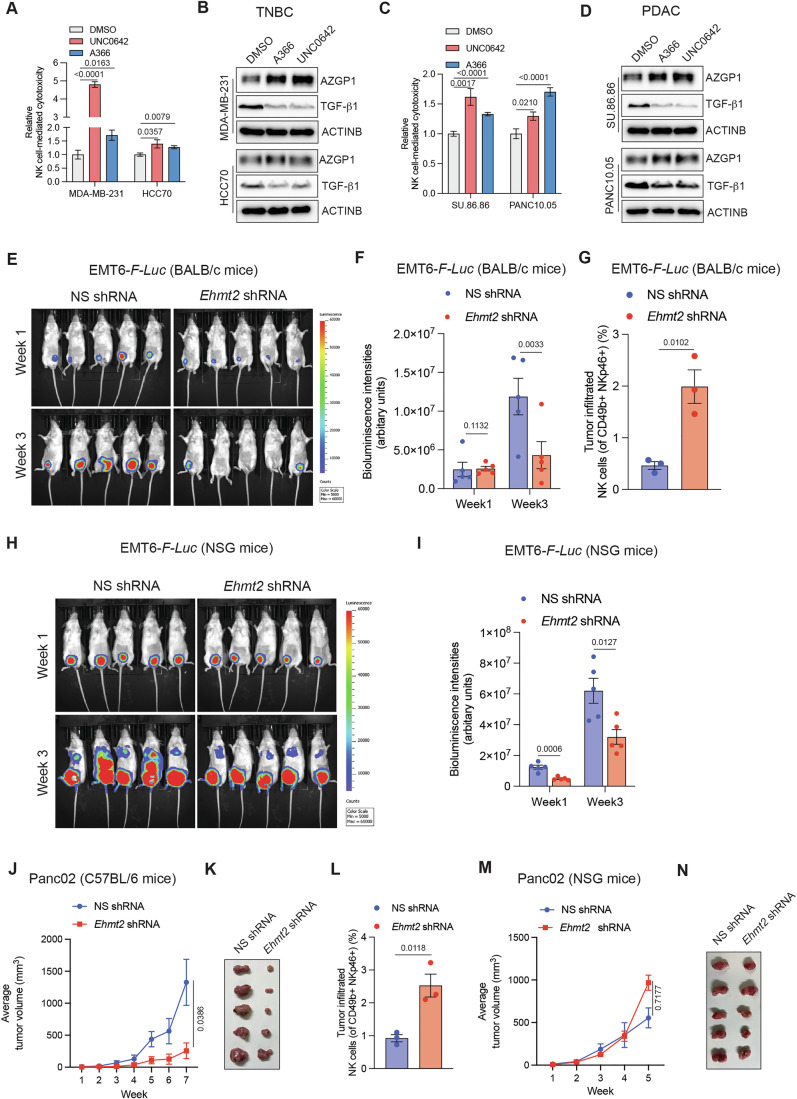
*Ehmt2* knockdown-mediated tumor suppression in immunocompetent syngeneic mouse models of breast cancer and pancreatic cancer. (**A**) Indicated TNBC cells were treated with DMSO, UNC0642 (1 μM), and A366 (1 μM) for 48 h and were analyzed for NK cell-mediated cytotoxicity using LDH-based cytotoxicity. Relative NK cell-mediated cytotoxicity under indicated conditions. (*n* = 6). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**B**) Indicated TNBC cells were treated with DMSO, A366 (1 μM), or UNC0642 (1 μM) for 48 h and analyzed for the indicated proteins by immunoblotting. ACTINB was used as a loading control. (**C**) Indicated PDAC cells were treated with DMSO, UNC0642 (1 μM), A366 (1 μM) for 48 h and analyzed for NK cell-mediated cytotoxicity using LDH-based cytotoxicity. Relative NK cell-mediated cytotoxicity under indicated conditions. (*n* = 6). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**D**) Indicated PDAC cells were treated with DMSO, A366 (1 μM) or UNC0642 (1 μM) for 48 h and analyzed for the indicated proteins by immunoblotting. ACTINB was used as a loading control. (**E**) Firefly luciferase (*F-Luc*)-labeled EMT6 cells expressing either nonspecific (NS) shRNA or *Ehmt2* shRNA were orthotopically injected into the mammary fat pad of female BALB/c mice (*n* = 5). Bioluminescence images of mice at the indicated weeks after injection are shown. (**F**) Bioluminescence intensities of the mice at the indicated weeks from panel (**E**). (*n* = 5). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**G**) Measurement of tumor-infiltrated NK cells (%) in the EMT6-*F-Luc* tumors under the indicated conditions using FACS analysis. (*n* = 3). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**H**) *F-Luc*-labeled EMT6 cells expressing either NS shRNA or *Ehmt2* shRNA were orthotopically injected into the mammary fat pads of female NSG mice (*n* = 5). Bioluminescence images of mice at the indicated weeks after injections are shown. (**I**) Bioluminescence intensities of the mice at the indicated weeks from panel (**H**). (*n* = 5). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**J**) Panc02 cells expressing either NS shRNA or *Ehmt2* shRNA were injected subcutaneously into C57BL/6 mice. Tumor volumes at the indicated times. (*n* = 5). For the analysis of tumor progression in mice, the statistical assessment was performed using the area under the curve method, followed by unpaired two-tailed Student’s *t*-tests. (**K**) Tumor images for the experiment presented in panel (**J**) under the indicated conditions. (**L**) Measurement of tumor-infiltrated NK cells (%) in the Panc02 tumors under the indicated conditions using FACS analysis. (*n* = 3). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**M**) Panc02 cells expressing either NS shRNA or *Ehmt2* shRNA were injected subcutaneously into the flank of NSG mice. Average tumor volumes at the indicated times. (*n* = 5). For the analysis of tumor progression in mice, the statistical assessment was performed using the area under the curve method, followed by unpaired two-tailed Student’s *t*-tests. (**N**) Tumor images for the experiment presented in panel (**M**) under the indicated conditions. All quantitative data were shown as the mean ± SEM. Source data are available online for this figure.

### Loss of EHMT2 drives strong tumor suppression in immunocompetent but not in immunodeficient mouse models

Immunocompetent, syngeneic mouse models to study host immune response to UM are not available to evaluate the in vivo impact of EHMT2 inhibition. Therefore, we used the TNBC and pancreatic cancer-based syngeneic models; two cancer types in which, similar to UM, we found that EHMT2 inhibition resulted in increased NK cell-mediated cytotoxicity. We tested the EMT6 syngeneic model of TNBC, which has been used by several other groups to identify regulators of the host immune response (Kirchhammer et al, 2022; Piranlioglu et al, 2019). The expression of *Ehmt2* was knocked down in EMT6 cells (Fig. EV5A,B), and NS shRNA-expressing EMT6 cells were used as a negative control. EMT6 cells were orthotopically injected into the mammary fat pads of either immunocompetent syngeneic BALB/c mice or immunodeficient NSG mice. We found that *Ehmt2* knockdown enhanced EMT6-driven tumor clearance in syngeneic BALB/c mice (Fig. 6E,F). We then analyzed immune cell infiltration in EMT6 tumors expressing *Ehmt2* shRNA compared to those expressing NS shRNA. NK cell and T-cell infiltration was assessed, revealing that *Ehmt2* shRNA-expressing tumors exhibited significantly higher levels of infiltrated NK cells (Fig. 6G), with no significant difference in CD8^+^ effector T-cells and CD4^+^ T-cells, compared to tumors with NS shRNA (Fig. EV5C,D). Notably, although some reduction in EMT6 tumor burden was observed in immunodeficient NSG mice that lack T, B, and NK cells, this was less effective as compared to what was observed in syngeneic mice (Fig. 6H,I). Furthermore, consistent with strong tumor suppression, we noted reduced Ki-67 staining in EMT6 tumors expressing *Ehmt2* compared to those expressing NS shRNA from immunocompetent syngeneic BALB/c mice (Fig. EV5E,F).

Finally, we also analyzed ILC1 and effector NK cell populations in EMT6 tumors expressing *Ehmt2* shRNA or NS shRNA. We found that ILC1 (Lin^−^CD49a⁺CD49b^−^) were significantly reduced in the *Ehmt2* shRNA group compared to the NS shRNA group. Conversely, effector NK cells (Lin^−^CD49a^−^CD49b^+^) were significantly increased in the *Ehmt2* shRNA group relative to the NS shRNA group (Fig. EV5G).

We then tested the impact of *Ehmt2* knockdown using the pancreatic cancer cell line Panc02-based syngeneic mouse model. The Panc02 model has been used previously by various groups to study immune regulation (Bazhin et al, 2022; Kinkead et al, 2018). We knocked down the expression of *Ehmt2* using shRNA in Panc02 cells and used NS shRNA-expressing Panc02 cells as a negative control (Fig. EV6A,B). *Ehmt2* shRNA or NS shRNA-expressing cells were injected subcutaneously into the syngeneic C57BL/6 mice or into immunodeficient NSG mice. We found that *Ehmt2* knockdown in Panc02 resulted in reduced tumor growth in C57BL/6 mice (Fig. 6J,K). We also observed increased NK cells infiltration in tumors (Fig. 6L) but no significant change in CD8^+^ effector T-cells and CD4^+^ T-cells, in *Ehmt2* knockdown expressing Panc02 tumors compared to tumors with NS shRNA (Fig. EV6C,D). Furthermore, no tumor suppression was observed in immunodeficient NSG mice (Fig. 6M,N). Moreover, consistent with strong tumor suppression, we noted reduced Ki-67 staining in Panc02 tumors expressing *Ehmt2* compared to those expressing NS shRNA from immunocompetent syngeneic C57BL/6 mice (Fig. EV6E,F).

Furthermore, we also analyzed ILC1 and effector NK cell populations in EMT6 tumors expressing *Ehmt2* shRNA or NS shRNA. We found that ILC1 (Lin⁻CD49a⁺CD49b⁻) were significantly reduced in the *Ehmt2* shRNA group compared to the NS shRNA group. Conversely, effector NK cells (Lin⁻CD49a⁻CD49b⁺) were significantly increased in the *Ehmt2* shRNA group relative to the NS shRNA group (Fig. EV6G).

Since *Ehmt2* knockdown inhibited tumor growth, we also asked whether the differences in NK cell infiltration were due to the differences in tumor volumes or were driven by the loss of Ehmt2 expression. To test this, we injected Panc02 cells expressing either *Ehmt2* shRNA or, as a control, NS shRNA and collected tumors when volume differences were not significant (Fig. EV6H). We found that even before tumor volumes became significantly different, the *Ehmt2* shRNA tumor group showed a higher number of infiltrating NK cells compared to the NS shRNA tumor group (Fig. EV6I). Collectively, these results demonstrate that *Ehmt2* loss promotes tumor suppression in the presence of the host immune system.

### NK cells are essential for tumor suppression induced by EHMT2 knockdown in immunocompetent mouse models

Next, to determine the role of NK cells in mediating the Ehmt2 loss-induced tumor suppression in the EMT6 model, we depleted the NK cells in BALB/c mice using anti-Asialo-GM1 antibody. An isotype control IgG antibody was used as a control. These mice were then injected with EMT6 cells expressing *Ehmt2* shRNA or NS shRNA orthotopically into the mammary fat pad. We found that *Ehmt2* knockdown enhanced EMT6-driven tumor clearance in syngeneic BALB/c mice, which was rescued following NK cell depletion (Fig. EV7A,B). As expected, Ehmt2 loss promoted NK cell infiltration as observed by an increased number of NK cells in the *Ehmt2* shRNA tumor group compared to the NS shRNA-expressing tumor group (Fig. EV7C). Furthermore, as expected, anti-Asialo-GM1 antibody efficiently depleted NK cells in mice (Fig. EV7D).

To more fully establish the role of NK cells in *Ehmt2*-loss-mediated tumor suppression, we used a Panc02-based pancreatic cancer model propagated in C57BL/6 mice. In C57BL/6 mice, depletion using an anti-NK1.1 antibody typically results in minimal nonspecific immune modulation, allowing for more accurate interpretation of the role of NK cells in experimental models. C57BL/6 mice were injected subcutaneously with Panc02 cells, and an anti-NK1.1 antibody was used to immunodeplete the NK cells. An IgG isotype-matched antibody was injected into the control group of C57BL/6 mice. NK cell depletion restored the growth of Panc02 tumors expressing *Ehmt2* shRNAs (Fig. 7A,B). As expected, anti-NK1.1 antibody treatment resulted in NK cell depletion in mice (Fig. 7C). *Ehmt2* shRNA-expressing tumors exhibited significantly higher levels of infiltrated NK cells compared to tumors expressing NS shRNA (Fig. 7D). These results collectively demonstrate that NK cells play an essential role in Ehmt2 loss-driven tumor suppression.

**Figure 7:**
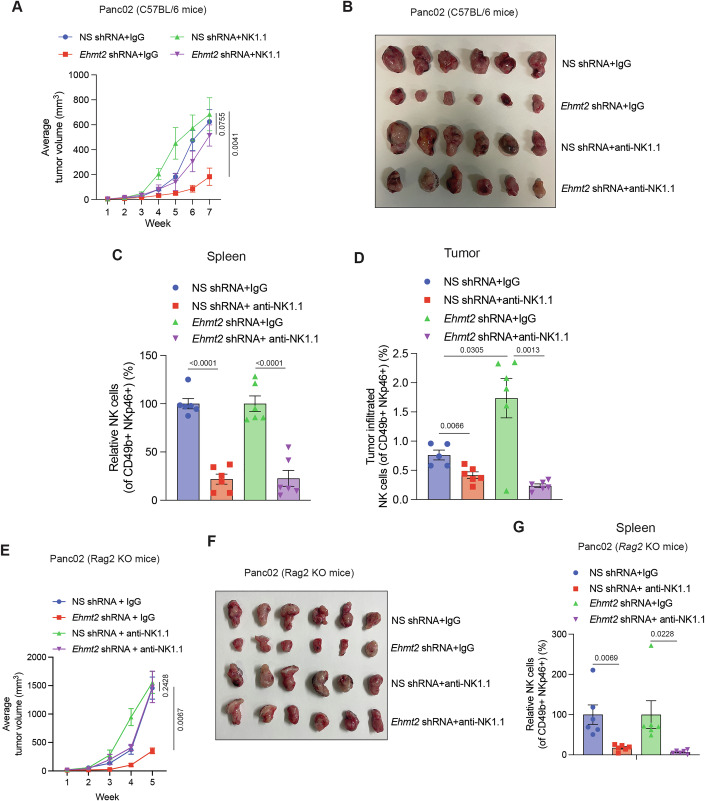
NK cells are necessary for EHMT2 inhibition-mediated tumor suppression in immunocompetent syngeneic mouse models. (**A**) Panc02 cells expressing either Non-specific (NS) shRNA or *Ehmt2* shRNA were injected subcutaneously into C57BL/6 mice and treated with either IgG isotype control or anti-NK1.1 antibodies. Average tumor volumes at the indicated time points. (*n* = 6). For the analysis of tumor progression in mice, the statistical assessment was performed using the area under the curve method, followed by unpaired two-tailed Student’s *t*-tests. (**B**) Tumor images for the experiment presented in panel (**A**) is shown under the indicated conditions. (**C**) Measurement of NK cells (%) in spleens from mice (*n* = 6) treated with IgG isotype control or anti-NK1.1 antibodies expressing either NS shRNA or *Ehmt2* shRNA using FACS analysis. (*n* = 6). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**D**) Measurement of tumor-infiltrated NK cells (%) in Panc02 tumors treated with IgG isotype control or anti-NK1.1 antibodies expressing either NS shRNA or *Ehmt2* shRNA using FACS analysis. [(*n* = 5 for NS shRNA + IgG and *n* = 6 for NS shRNA + anti-NK1.1, *Ehmt2* shRNA + IgG, and *Ehmt2* shRNA + anti-NK1.1)]. *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**E**) *Rag2* KO mice were injected with Panc02 cells expressing either NS shRNA or *Ehmt2* shRNA and were treated with either control IgG antibody or anti-NK1.1 antibody for NK cell depletion. Tumor volumes were measured at the indicated weeks. (*n* = 6). For the analysis of tumor progression in mice, the statistical assessment was performed using the area under the curve method, followed by unpaired two-tailed Student’s *t*-tests. (**F**) Representative tumor images for the experiment shown in panel (**E**) under the indicated conditions. (**G**) Measurement of NK cells (%) in spleens from mice treated with IgG isotype control or anti-NK1.1 antibodies expressing either NS shRNA or *Ehmt2* shRNA using FACS analysis. (*n* = 6). *P* values were calculated using unpaired two-tailed Student’s *t*-test. All quantitative data were shown as the mean ± SEM. Source data are available online for this figure.

Our data described above demonstrate that *Ehmt2* knockdown-mediated tumor suppression is dependent on NK cell activity. To further determine the importance of NK cells in *Ehmt2* knockdown-mediated tumor growth inhibition in vivo, we injected *Ehmt2* knockdown Panc02 cells into *Rag2* knockout (*Rag2* KO) mice, which lack T and B cells but have NK cells. *Rag2* KO mice were then treated with anti-NK1.1 or an isotype control IgG antibody as a control. We found that *Ehmt2* knockdown resulted in significantly reduced tumor growth inhibition in *Rag2 KO* mice (Fig. 7E,F). Furthermore, NK cell depletion in these mice restored tumor growth of Panc02 tumors expressing *Ehmt2* shRNAs (Fig. 7E–G). These results demonstrate that NK cells, even in the absence of T and B cells, can promote *Ehmt2* knockdown-driven tumor suppression.

### Pharmacological inhibition of EHMT2 or TGF-β1 promotes tumor eradication in syngeneic tumor models

Finally, we tested pharmacological inhibition of EHMT2 or TGF-β1 as an approach to enhance anti-tumor immunity against tumor cells. We found that both UNC0642 and A366 were less suitable for in vivo studies, resulting in significant toxicity in mice during the course of treatment. Therefore, we used the newly developed BRD4770 that showed no mortality in our pilot studies and demonstrated in vivo activity in a previously published study (Yuan et al, 2012). Similar to UNC0642 and A366, BRD4770 treatment of cancer cells enhanced their NK cell-mediated cytotoxicity (Fig. EV8A), stimulated the expression of AZGP1 (Fig. EV8B,C), and suppressed the expression of TGF-β1 (Fig. EV8D,E). Furthermore, the expression of NKG2D ligand MICB (Fig. EV8F,G) and chemokines CXCL10 and CCL27 (Fig. EV8H) was increased following treatment of cancer cells with BRD4770. Furthermore, consistent with our results from *Ehmt2* knockdown-based studies, we found that BRD4770 blocked the growth of Panc02 tumors in C57BL/6 mice (Fig. 8A,B). Furthermore, BRD4770-treated tumors also showed increased NK cell infiltration (Fig. 8C) and, as expected, a decrease in the level of H3K9me2 (Fig. 8D). To further establish the suitability of BRD4770, we performed a detailed toxicity analysis of BRD4770-treated mice and found no significant impact on the body weight of mice (Appendix Fig. S7A), serum levels of alanine aminotransferase (ALT), aspartate aminotransferase (AST) and creatinine (Appendix Fig. S7B–D) and major organ morphologies (Appendix Fig. S7E–G) in all three mouse stains (C57BL/6, BALB/c, and NSG) used in our studies. Moreover, neither *EHMT2* knockdown, *EHMT2* knockout, nor treatment with UNC0642, A366, or BRD4770 affected cancer cell growth in a clonogenic assay, indicating that the impact of EHMT2 on tumor growth is largely NK cell-driven (cancer cell-extrinsic) (Appendix Fig. S8A–C).

**Figure 8:**
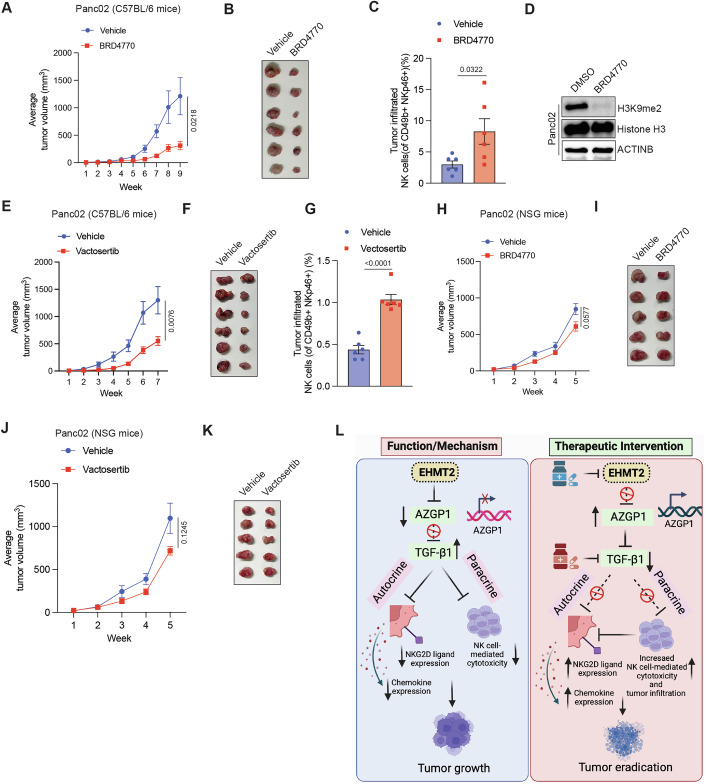
Pharmacological inhibition of EHMT2 and TGF-β1 induces tumor suppression in immunocompetent mice. (**A**) C57BL/6 mice were injected with Panc02 cells and treated with vehicle or BRD4770. Tumor volumes were measured at the indicated weeks. Average tumor volumes are plotted at the indicated time points. (*n* = 6). For the analysis of tumor progression in mice, the statistical assessment was performed using the area under the curve method, followed by unpaired two-tailed Student’s *t*-tests. (**B**) Representative tumor images under the indicated conditions for the experiment shown in panel (**A**) under indicated conditions. (**C**) Measurement of tumor-infiltrated NK cells (%) in Panc02 tumors treated with either vehicle or BRD4770 using FACS analysis and are plotted. (*n* = 6). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**D**) Panc02 cells were treated with BRD4770 (5 μM) for 48 h. Indicated proteins were analyzed using immunoblotting. ACTINB was used as a loading control. (**E**) C57BL/6 mice were injected with Panc02 cells and treated with vehicle or vactosertib. Tumor volumes were measured at the indicated weeks. Average tumor volumes are plotted at the indicated weeks. (*n* = 6). For the analysis of tumor progression in mice, the statistical assessment was performed using the area under the curve method, followed by unpaired two-tailed Student’s *t*-tests. (**F**) Representative tumor images for the experiment shown in panel (**E**) under the indicated conditions. (**G**) Measurement of tumor-infiltrated NK cells (%) in Panc02 tumors treated with either vehicle or vactosertib and are plotted. (*n* = 6). *P* values were calculated using unpaired two-tailed Student’s *t*-test. (**H**) NSG mice were injected with Panc02 cells and treated with vehicle or BRD4770. Tumor volumes were measured at the indicated weeks. Average tumor volumes are plotted at the indicated time points. (*n* = 5). For the analysis of tumor progression in mice, the statistical assessment was performed using the area under the curve method, followed by unpaired two-tailed Student’s *t*-tests. (**I**) Representative tumor images for the experiment shown in panel (**H**) under the indicated conditions. (**J**) NSG mice were injected with Panc02 cells and treated with vehicle or vactosertib. Tumor volumes were measured at the indicated weeks. Average tumor volumes are plotted at the indicated time points. (*n* = 5). For the analysis of tumor progression in mice, the statistical assessment was performed using the area under the curve method following by unpaired two-tailed Student’s *t*-tests. (**K**) Representative tumor images for the experiment shown in panel (**J**) under the indicated conditions. (**L**) Model showing the function and mechanism of EHMT2-driven suppression of NK cell-mediated anti-tumor immunity and nodes that can be therapeutically targeted for enhancing NK cell-mediated tumor clearance. All quantitative data are shown as the mean ± SEM. Source data are available online for this figure.

Based on this, we also asked if, similar to EHMT2 inhibition, inhibition of TGF-β1, could induce a similar phenotype. Therefore, we used the TGF-β1 inhibitor vactosertib. Vactosertib specifically binds to the kinase domain of TGF-βR1 (Jin et al, 2014; Son et al, 2014; Yoon et al, 2013). By doing so, it blocks the receptor’s phosphorylation and activation by TGF-βR2 (Jin et al, 2014; Son et al, 2014; Yoon et al, 2013). Vactosertib is undergoing multiple phase I and II clinical trials, often in combination with other treatments such as immune checkpoint inhibitors (e.g., PD-1/PD-L1 inhibitors) (Ahn et al, 2024; Malek et al, 2024). We found that the vactosertib blocked Panc02 tumor growth in C57BL/6 mice (Fig. 8E,F). Furthermore, vactosertib-treated tumors also showed increased NK cell infiltration (Fig. 8G). Finally, consistent with the important role of immune cells in the observed tumor suppression from EHMT2 inhibition and TGF-β1 inhibition in immunocompetent mice, treatment with either BRD4770 (Fig. 8H,I) or vactosertib (Fig. 8J,K) failed to inhibit tumor growth in immunodeficient NSG mice. Collectively, these results demonstrate that, similar to the genetic inhibition of EHMT2, pharmacological inhibition of EHMT2 and TGF-β1 results in tumor suppression and increased NK cell infiltration.

## Discussion

Cancer cells use complex, not fully understood mechanisms, to evade NK cell-mediated immunity. We found that the inhibition of EHMT2 in tumor cells increased AZGP1, which reduced TGF-β1 levels. TGF-β1 was both necessary and sufficient to suppress NK cell-mediated tumor eradication. TGF-β1 in an autocrine manner suppressed activating ligands MICB and ULBP3 on cancer cells, of which MICB was necessary for NK cell-induced cytotoxicity. While TGF-β1 in a paracrine manner also impaired NK cell migration by downregulating the expression of CXCL10 and CCL27 in cancer cells, and reduced NK cell-mediated cytotoxicity by inhibiting the expression of key transcription factors (e.g., Eomes, T-bet), cytokines (e.g., IFN-γ), and receptors like NKp30, NKG2D, and others in NK cells. In mouse models, EHMT2 loss suppressed tumors in immunocompetent and *Rag2* KO mice (NK cell-dependent, lacking B- and T-cells), but not in immunodeficient mice. Finally, EHMT2 and TGF-β1 inhibitors reduced tumor growth, identifying EHMT2 as a promising, druggable target that suppresses NK cell-mediated anti-tumor immunity via TGF-β1-mediated autocrine and paracrine effects (Fig. 8L).

EHMT2 is a histone methyltransferase that transfers the methyl group to the lysine residue of histone H3, specifically to lysine 9 of histone H3, which leads to transcriptional repression (Tachibana et al, 2001). Previous studies have shown the role of EHMT2 in a variety of cellular processes, including embryonic development and cell differentiation (Ciceri et al, 2024; Ideno et al, 2013), DNA repair and cell survival (Yang et al, 2017), immune regulation (Kato et al, 2020; Scheer and Zaph, 2017) and in cancer progression (Dutta et al, 2016; Kato et al, 2020; Kim et al, 2018; Wang et al, 2017; Yang et al, 2024).

In particular, EHMT2 has been shown to play important roles in a wide variety of cancer types. This includes a previous study that identified a role for the NKX3.1-EHMT2-KDM6C in prostate differentiation and showed that disruption of this network led to an increased predisposition to prostate cancer (Dutta et al, 2016). Additionally, other studies have identified the role of EHMT2 in promoting breast cancer (Kim et al, 2018; Wang et al, 2017). Similarly, EHMT2 has been reported to be mutated in cutaneous melanoma and shown to drive melanoma oncogenesis by regulating WNT signaling (Kato et al, 2020). Furthermore, the role of EHMT2 in neuroendocrine transformation in non-small cell lung cancer (Yang et al, 2024) and its role in controlling pluripotent-like identity and tumor-initiating function in human colorectal cancer (Bergin et al, 2021) has also been documented.

Some studies have also documented roles for EHMT2 in immune regulation. For example, in the case of bladder cancer, the EHMT2/DNMT network has been shown to trigger immune-mediated bladder cancer regression (Segovia et al, 2019). This study used the broad-spectrum inhibitor CM-272, which targets EHMT1 and 2, and DNA methyltransferases and showed that in combination with cisplatin or with anti-PD-L1-based therapies, this drug promoted apoptosis and immunogenic cell death and led to the conversion of immune non-responsive tumors to immune-responsive tumors (Segovia et al, 2019). Similarly, regulation of T-cell-mediated cytotoxicity by EHMT2 was also observed in the case of cutaneous melanoma (Kato et al, 2020). Additional studies have also shown the role of EHMT2 in regulating macrophage function (Chen et al, 2009; Yoshida et al, 2015) and have also documented its role in regulating T cell differentiation during murine intestinal inflammation (Antignano et al, 2014). However, the role of EHMT2 in the regulation of NK cells-mediated anti-tumor immunity has remained unexplored. Here, we show that EHMT2 inhibition in uveal melanoma, breast cancer and pancreatic cancer cells promoted their NK cell-mediated tumor suppression. These results identify EHMT2 as a key suppressor of NK cell function.

The TGF-β pathway is known for its role in immune suppression, including its ability to suppress NK cell function (Batlle and Massague, 2019; Massague and Sheppard, 2023). We found that the loss of EHMT2 led to increased expression of AZGP1, culminating in the attenuation of TGF-β1, thereby facilitating an enhanced NK cell-mediated eradication of cancer cells. Interestingly, we found that the impact of the EHMT2-AZGP1-TGF-β1 axis was both autocrine and paracrine. Specifically, the inhibition of EHMT2 and TGF-β1 resulted in increased expression of NKG2D ligands (ULBP3 and MICB) on cancer cells in an autocrine manner, resulting in enhanced NK cell-mediated cytotoxicity. While TGF-β1 caused paracrine regulation of NK cell-mediated cytotoxicity by suppressing NK cell receptors NKG2D and NKp30, NK cell-specific transcriptional factors such as Eomes, T-Bet and cytokines such as IFN-γ and upregulating the ILC1 markers such as CD49a, CD56, and CXCR6. This is consistent with previous reports that TGF-β1 can induce epigenetic regulation in NK cells (Castriconi et al, 2003; Cortez et al, 2017; Regis et al, 2020; Viel et al, 2016). TGF-β has been shown to induce epigenetic remodeling in natural killer (NK) cells, notably by repressing the expression of activating receptors such as NKG2D through histone modifications and DNA methylation (Viel et al, 2016). This immunosuppressive cytokine also diminishes NK cell-mediated cytotoxicity and cytokine secretion via SMAD-dependent transcriptional repression pathways (Viel et al, 2016). Prolonged exposure to TGF-β can lead to the establishment of a stably dysfunctional NK cell phenotype, suggesting the involvement of heritable epigenetic silencing mechanisms (Cortez et al, 2017). Furthermore, previous studies have implicated TGF-β signaling in promoting active cytotoxic NK cells to transition to non-cytotoxic ILC1 cells (Cortez et al, 2017; Gao et al, 2017; Lopes et al, 2022). We found that treatment of NK cells with TGF-β1 showed increased expression of the markers of ILC1. Furthermore, Ehmt2 loss resulted in reduced ILC1 cell population and showed an increased number of infiltrated active cytotoxic NK cells in syngeneic tumors.

We also found increased expression of NK cell migration-promoting chemokines, such as CCL27 and CXCL10, following the inhibition of EHMT2 and TGF-β1. More importantly, using a variety of mouse models, including immunocompetent mice, *Rag2* KO mice (lacking T- and B cells) and immunodeficient NSG mice (lacking NK-, T-, and B cells), we demonstrated that EHMT2 loss promoted NK cell-mediated tumor suppression, regardless of the presence or absence of T- and B cells. Consistent with this, NK cell depletion reversed the Ehmt2 loss induced tumor suppression in both breast and pancreatic cancer syngeneic tumors in mice. These results highlight that NK cells are central regulators of EHMT2 loss-induced tumor suppression. Furthermore, in all the cancer cell line models that we tested in the immunodeficient mice, Ehmt2 loss alone was either less effective or not sufficient to induce tumor suppression, indicating that anti-tumor immunity, particularly NK cell-mediated cytotoxicity triggered by Ehmt2 loss, was key to in vivo tumor suppression.

We also demonstrated that small-molecule inhibitors of EHMT2 and TGF-β1 can be used as a strategy for unleashing the immune response against cancer cells. The implication of EHMT2 in suppressing NK cell-mediated cytotoxicity across various cancer types broadens the potential therapeutic applications of EHMT2 and TGF-β1 inhibitors. Our data demonstrate that targeting EHMT2 could serve as a promising strategy to enhance the efficacy of NK cell-based immunotherapies. Furthermore, the association between increased AZGP1 expression and improved overall patient survival in UM patients highlights the potential of AZGP1 as a prognostic marker.

In conclusion, our study identifies EHMT2 as a cell-extrinsic driver of tumor growth that largely works via suppressing NK cell-mediated anti-tumor immunity, primarily through the repression of AZGP1 and activation of the TGF-β1. The findings offer previously undocumented insights into the epigenetic regulation of NK cell-mediated cytotoxicity and pave the way for the translation of EHMT2 and TGF-β1-targeted therapies alone or in combination with other cancer immunotherapeutic agents for cancer treatment in the clinic.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
Mouse: NSG	Jackson Laboratory	Stock No. 005557
Mouse: C57BL/6	Jackson Laboratory	Stock No. 000664
Mouse: BALB/c	Jackson Laboratory	Stock No. 000651
Mouse: *Rag2* KO	Jackson Laboratory	Stock No. 008449
**Cell Lines**		
MP46	ATCC	CRL-3298
MP41	ATCC	CRL-3297
Mel92.1	Sigma-Aldrich	13012458
HEK-293T	ATCC	CRL-3216
NK92MI	ATCC	CRL-2408
EMT6	ATCC	CRL-2755
PANC10.05	ATCC	CRL-2547
HCC70	ATCC	CRL-2315
SU.86.86	ATCC	CRL-1837
MDA-MB-231	ATCC	HTB-26
Panc02	Cytion	300501
**Recombinant DNA**		
pLX304-V5	Horizon Discovery	25890 RRID: Addgene_25890
pLX304-AZGP1-V5	Horizon Discovery	OHS6085-213578414
pLX307-TGFB1-V5	Addgene	98377 RRID: Addgene_98377
pLX307-V5	Addgene	41392 RRID: Addgene_41392
Plasmid: piggyBac GFP-Luc	Ding et al, 2005 (PMID:16096065)	N/A
Plasmid: Act-PBase	Ding et al, 2005 (PMID:16096065)	N/A
Plasmid: psPAX2	Addgene	12260, RRID: Addgene_12260
Plasmid: pMD2.G	Addgene	12259, RRID: Addgene_12259
Plasmid: lentiCRISPR v2	Addgene	52961 RRID: Addgene_52961
**shRNAs**		
*EHMT2* shRNA#1	TRCN0000115667	RHS3979-98058501
*EHMT2* shRNA#2	TRCN0000115668	RHS3979-98058509
*EHMT1* shRNA#1	V3LHS_319788	RHS4430-101513560
*EHMT1* shRNA#2	V3LHS_319785	RHS4430-101519966
*AZGP1* shRNA#1	TRCN0000061360	RHS3979-9628544
*AZGP1* shRNA#2	TRCN0000061362	RHS3979-9628546
*MICB* shRNA#1	TRCN0000061334	RHS3979-9628518
*MICB* shRNA#2	TRCN0000061336	RHS3979-9628520
*ULBP3* shRNA#1	V3LHS_340503	RHS4430-100989651
*ULBP3* shRNA#2	V3LHS_340501	RHS4430-100992303
*TGFB1* shRNA#1	TRCN0000003316	RHS3979-9571962
*TGFB1* shRNA#2	TRCN0000003319	RHS3979-9571965
*Ehmt2* shRNA#1	TRCN0000054546	RMM3981-9621745
**Antibodies**		
EHMT2 (Diluted at 1:1000 for Western Blot (WB), 1:100 for Immunoprecipitation, 1:50 for CUT& RUN)	Cell Signaling Technology	68851 RRID: AB_2799755
EHMT1 (Diluted at 1:1000 for WB)	Cell Signaling Technology	35005 RRID: AB_2799068
H3K9me2 (Diluted at 1:1000 for WB, 1:50 for CUT&RUN)	Cell Signaling Technology	4658 RRID: AB_10544405
Histone H3 (Diluted at 1:2000 for WB)	Cell Signaling Technology	9715 RRID: AB_331563
MICB (Diluted at 1:1000 for WB)	Cell Signaling Technology	77296 RRID: NA
ULBP3 (Diluted at 1:1000 for WB)	Proteintech	30058-1-AP RRID: AB_3086222
AZGP1 (Diluted at 1:500 for WB)	Proteintech	66178-1-Ig RRID: AB_2881573
TGF-β (Diluted at 1:1000 for WB)	Cell Signaling Technology	3711 RRID: RRID: AB_2063354
β-Actin (D6A8) (Diluted at 1:2000 for WB)	Cell Signaling Technology	8457 RRID: AB_10950489
V5-Tag (Diluted at 1:1000 for WB)	Cell Signaling Technology	13202 RRID: AB_2687461
Anti-Mouse Asialo-GM1 (Injected 100 μg/mouse, once a week)	Biolegend	146002 RRID: AB_2562206
Anti-Mouse NK1.1 (Injected 200 μg/mouse twice a week)	BioXcell	BE0036 RRID: AB_1107737
In Vivo MAb mouse IgG2a isotype control (Injected 200 μg/mouse twice a week)	BioXcell	BE0085 RRID: NA
PE-anti-mouse NKp46 (5 μl/sample for FACS)	Biolegend	137604 RRID: AB_2235755
APC-anti-mouse CD49b (5 μl/sample for FACS)	Biolegend	103516 RRID: AB_2566101
PE-anti-mouse CD49a (5 μl/sample for FACS)	Biolegend	142604 RRID: AB_10945158
APC-anti-mouse CD8a (5 μl/sample for FACS)	Biolegend	100712 RRID: AB_312751
PE-anti-mouse CD4 (5 μl/sample for FACS)	Biolegend	100408 RRID: AB_312693
Brilliant Violet 650 Anti-mouse CD45 (5 μl/sample for FACS)	Biolegend	109836 RRID: AB_2563065
Anti-mouse CD16/32 (Diluted 1:100 for FACS)	Biolegend	101302 RRID: AB_312801
APC-anti-MICB (5 μl/sample for FACS)	R&D systems	FAB1599A RRID: AB_2297703
APC-anti-ULBP3 (5 μl/sample for FACS)	R&D systems	FAB1517A RRID: AB_3083730
APC-mouse IgG2B isotype (5 μl/sample for FACS)	R&D systems	IC0041A RRID: AB_357246
TGF-beta-1,2,3 Mab(1D11) (2 µg/ml for Neutralization)	Thermo Fisher Scientific	MA5-23795 RRID: AB_2609812
T-bet/TBX21 (Diluted at 1:1000 for WB)	Cell Signaling Technology	13232 RRID: AB_2616022
NCR3/NKp30 (Diluted at 1:1000 for WB)	Cell Signaling Technology	87214 RRID: NA
EOMES (Diluted at 1:1000 for WB)	Cell Signaling Technology	81493 RRID: AB_2799974
CD49a (Diluted at 1:1000 for WB)	Cell Signaling Technology	71747 RRID: NA
CD103 (Diluted at 1:1000 for WB)	Novus Biologicals	NBP3-03545 RRID: AB_3532135
NKG2D (Diluted 1 µg/mL for WB)	R&D systems	MAB1391-SP RRID: AB_2133263
CD56 (Diluted at 1:1000 for WB)	Cell Signaling Technology	99746 RRID: AB_2868490
CXCR6 (Diluted 0.5 µg/mL for WB)	Thermo Fisher Scientific	PA5-19936 RRID: AB_11154796
CD69 (Diluted at 1:1000 for WB)	Cell Signaling Technology	39275 RRID: NA
Ki-67 (Diluted at 1:300 for IHC)	Abcam	ab15580 RRID: AB_443209
**Oligonucleotides and other sequence-based reagents**		
Primers	This study	Table EV2
CUT& RUN Primers	This study	Table EV2
sgRNAs	This study	Table EV2
**Chemicals, enzymes and other reagents**		
A366	Cayman chemicals	16081
UNC0642	Selleckchem	S7230
BRD4770	Selleckchem	S7591
Vactosertib (TEW-7197)	Selleckchem	S7530
Calcein-AM	Sigma-Aldrich	206700
DMEM	Sigma-Aldrich	D5796
RPMI-1640	Sigma-Aldrich	R8758
MEM	Sigma-Aldrich	M4526
Opti-MEM	GIBCO	31985070
Fetal Bovine Serum	GIBCO	10437-028
Horse serum	Sigma-Aldrich	H1138
Trypsin-EDTA	GIBCO	25200-056
Penicillin-Streptomycin	GIBCO	15140-122
Effectene Transfection Reagent	QIAGEN	301427
CountBright™ Absolute Counting Beads, for flow cytometry	Thermo Fisher Scientific	C36950
Transwell 24-well plates	Costar	3421
**Software**		
Prism 10.0	GraphPad	www.graphpad.com/scientific software/prism
ImageJ	ImageJ	https://imagej.net/ij/
**Other**		
Invitrogen™ CyQUANT™ LDH Cytotoxicity Assay	Invitrogen	C20301
CUT&RUN Assay Kit	Cell Signaling Technology	86652
Structural Genome Consortium’s epigenetic chemical probe inhibitor library	Cayman chemicals	17525
Chemokine array	RayBiotech	AAH-CHE-1
Recombinant Human TGF-beta-1 (Human Cell-expressed) Protein	R&D Systems	7754-BH-005/CF
Human IFN-gamma Quantikine QuicKit ELISA	R&D Systems	QK285
Tumor Dissociation Kit	Miltenyi Biotec	130-096-730
Spleen Dissociation Kit	Miltenyi Biotec	130-095-926
Alanine Transaminase (ALT) Assay Kit	Cayman chemicals	700260
Aspartate Aminotransferase (AST) Assay Kit	Cayman chemicals	701640
Creatinine (serum) Assay Kit	Cayman chemicals	700460

### Cell lines and cell culture

The human uveal melanoma cell lines (MP46 and MP41 cells), breast cancer cell lines (MDA-MB-231, HCC70, and EMT6 cells), and pancreatic cancer cell lines (PANC10.05, SU.86.86, and Panc02 cells), NK92MI and 293T cells were purchased from the American Type Culture Collection (ATCC). Mel92.1 cells were purchased from Sigma-Aldrich. OMM2.5 cells were kindly provided by Hans Grossniklaus’ laboratory (Emory University). MP46 and MP41 cells were cultured in RPMI-1640 media supplemented with 25% FBS and 1% penicillin-streptomycin. The HCC70, PANC10.05, SU.86.86, OMM2.5, and Mel92.1 cells were cultured in RPMI-1640 media supplemented with 10% FBS and 1% penicillin-streptomycin. MDA-MB-231, SU.86.86, Panc02, EMT6, and 293T cells were grown in DMEM supplemented with 10% FBS and 1% penicillin-streptomycin. The NK92MI cells were grown in Alpha Minimum Essential Medium without ribonucleosides and deoxyribonucleosides with 2 mM L-glutamine, 1.5 g/L sodium bicarbonate, 0.2 mM myo-inositol, 0.1 mM 2-mercaptoethanol, 0.02 mM folic acid, 12.5% horse serum, 12.5% FBS, and 1% penicillin-streptomycin. All provided cell lines were confirmed via STR profiling status by respective vendors or confirmed as needed. Mycoplasma-negative status of all cell lines was ensured using the universal mycoplasma detection kit from ATCC (Cat# 30-1012 K). Details of the cell lines are presented in the Reagents and tools table.

### Chemical genetics screen using small-molecule inhibitors targeting specific epigenetic regulators

The chemical genetics screen was performed using the Structural Genome Consortium’s (SGC) epigenetic chemical probe inhibitor library containing 36 small-molecule inhibitors targeting epigenetic regulators (Cayman Chemical; Cat. No. 17525). All inhibitors were dissolved in DMSO to prepare 10 mM stocks. The inhibitors and their targets are listed in Table EV1. MP46 cells were seeded in six-well plates (3 × 10^5^/well) and treated were with the indicated concentrations of small-molecule inhibitors as listed in Table EV1 or DMSO as a negative control. After 48 h of treatment with the inhibitors, MP46 cells were co-cultured with NK92MI cells with 1:10 ratio [Target (Cancer cells): Effector (NK cells)] for 3 h followed by measurement of NK cell-mediated cytotoxicity using LDH cytotoxicity assay as described below in this Methods section.

### LDH cytotoxicity assay

The LDH cytotoxicity assay was performed using the CyQUANT LDH Cytotoxicity Assay Kit (Thermo Fisher Scientific, USA; Cat. No. C20301), as previously described (Chava et al, 2020). NK92MI cells (0.5 × 10^5^, 1 × 10^5^, 2 × 10^5^, and 4 × 10^5^ cells; volume 100 μL) served as effector cells and were incubated with nonspecific sgRNA-expressing, gene-specific sgRNA-expressing, nonspecific shRNA-expressing, gene specific shRNA-expressing or DMSO– or inhibitor-treated “target” cancer cells (1 × 10^4^ cells; volume 100 μL) in 96-well ultra-low attachment tissue culture plates in different cancer cell:NK cell ratios (1:5, 1:10, 1:20, and 1:40). The plates were incubated at 37 °C in a CO_2_ incubator for 3 h followed by centrifuging the 96-well plates at 1500 rpm for 5 min. The supernatants were then collected from each well into a fresh 96-well plate, and 50 μL of LDH substrate mixture was added to each well. The plate was incubated for 10–20 min at room temperature in the dark, and absorbance at 490 and 680 nm was measured using the Biotek Synergy MX Multi Format Microplate Reader (Biotek, USA). The absorbance at 680 nm was subtracted from the absorbance at 490 nm to calculate the percent (%) cytotoxicity using the formula below.

We used the following controls for all the LDH cytotoxicity assays: (1) NK cells alone. (2) Cancer cells alone. (3) NK cell medium alone. (4) Cancer cells medium alone. (5) NK cell medium + cancer cell medium. To calculate the percent (%) cytotoxicity using the formula below and converted to fold changes and plotted in the graphs.

$$\frac{{{{\rm{LDH}}}}\; {{{\rm{experimental}}}}-{{{\rm{LDH}}}}\; {{{\rm{effector}}}}\; {{{\rm{cells}}}}-{{{\rm{LDH}}}}\; {{{\rm{spontaneous}}}}\times 100}{{{{\rm{LDH}}}}\; {{{\rm{maximal}}}}}$$

### Calcein-AM cytotoxicity assay

Mel92.1 and MP41 cells expressing either nonspecific shRNA or *EHMT2* shRNA or treated with vehicle or EHMT2 inhibitors were labeled with 1 µM of Calcein-AM (Sigma-Aldrich, Cat. No. C1359) in 1x PBS and incubated for 30 min at room temperature. Calcein-AM-labeled cells were washed twice with 1× PBS and resuspended in complete DMEM medium. NK92MI cells (1 × 10^5^ cells; volume 100 μL) served as effector cells and were incubated with Calcein-AM-labeled target cancer cells (1 × 10^4^ cells; volume 100 μL) in a 1:10 cancer cell:NK cell ratio in 96-well ultra-low attachment tissue culture plates, and as a maximum release control 2% Triton X-100 in culture medium were used. The plates were incubated at 37 °C in CO_2_ for 4 h. After incubation, 96-well tissue culture plates were centrifuged at 1000 rpm for 3 min. About 100 μL supernatants were then collected from each well and transferred into new plates. Samples' absorbance was measured using the Biotek Synergy MX Multi Format Microplate Reader (Biotek, USA) using GFP filter (Ex/Em:485 nm/520 nm). To calculate the percent (%) cytotoxicity using the formula below and converted to fold changes and plotted in the graphs.

$$\frac{{{{\rm{Test}}}}\; {{{\rm{release}}}}-{{{\rm{Spontaneous}}}}\; {{{\rm{release}}}}.\times 100}{{{{\rm{Maximal}}}}\; {{{\rm{release}}}}-{{{\rm{Spontaneous}}}}\; {{{\rm{release}}}}}$$

### Plasmids and preparation of the lentiviral and retroviral stable cell lines

Gene-specific lentiviral shRNAs were obtained from Open Biosystems, and ORF constructs were obtained from Horizon Discovery. The catalog numbers for the shRNAs and ORF constructs are provided in the Reagents and Tools Table. Gene-specific lentiviral sgRNAs were cloned into the pLenti-CRISPR-V2 vector (Clone ID. 52961) obtained from Addgene; the sgRNA sequences are provided in the Reagents and Tools Table. For lentivirus production, plasmids were transfected into 293 T cells along with the PDM2.G and psPAX2 packaging plasmids were transfected using Effectene Transfection Reagent (Qiagen, USA) per the manufacturer’s instructions. After 48 h, the lentivirus-containing supernatants were harvested, filtered, and used for infections. Lentiviral shRNA-infected Mel92.1 and MP41 cells were selected using 0.5 μg/mL puromycin. Lentiviral shRNA-infected EMT6 and Panc02 cells are selected using 2 μg/mL puromycin. For the pLX304-Blast-V5-based lentivirus, 4 μg/mL blasticidin (Thermo Fisher Scientific, USA) was used to select successfully transduced Mel92.1 and MP41 cells.

### RNA preparation, complementary DNA (cDNA) preparation, reverse transcription (RT), and quantitative PCR (qPCR) analysis

Total RNA was extracted with TRIzol® (Invitrogen, USA) and purified with RNeasy mini columns (Qiagen, USA) for the mRNA expression analyses. The cDNA was generated using the M-MuLV first-strand cDNA synthesis kit (New England Biolabs, USA) according to the manufacturer’s instructions. Quantitative reverse transcription polymerase chain reaction (RT-qPCR) was performed using the Power SYBR® Green kit (Applied Biosystems, USA) according to the manufacturer’s instructions. Beta actin (*ACTINB*) was used as a normalization control. Primer sequences used in the study are provided in Table EV2.

### Immunoblot analysis

Immunoblot analysis was performed as described previously (Santra et al, 2009). Briefly, protein extracts were prepared in RIPA lysis buffer (Thermo Fisher Scientific, USA; Cat. No. 89901) supplemented with protease inhibitors (Roche, USA)) and phosphatase inhibitors (Sigma-Aldrich, USA). Protein concentrations were estimated using Bradford Protein Assay Reagent (Bio-Rad Laboratories, USA) according to the manufacturer’s instructions. Protein extracts were separated using 8, 10, 12, or 15% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) gels and were transferred onto a polyvinylidene difluoride (PVDF) membrane using a wet-transfer apparatus (Bio-Rad). Membranes were blocked in 5% non-fat dry milk prepared in Tris-buffered saline containing 0.1% Tween-20 and were probed with primary antibodies. After washing, the membranes were incubated with the appropriate horseradish peroxidase-conjugated secondary antibodies (1:5000) (GE Healthcare Life Sciences, USA). The blots were developed using SuperSignal West Pico or Femto Chemiluminescent Substrate (Thermo Fisher Scientific, USA). All antibodies used for immunoblotting are listed in the Reagents and Tools Table.

### Immunohistochemistry (IHC) for Ki-67 staining

Panc02 and EMT6 tumor tissues collected from experimental mice were fixed overnight in 10% formalin, embedded in paraffin, and cut into 5 µm sections. Briefly, following deparaffinization of formalin-fixed, paraffin-embedded slides containing tumor tissue sections, antigen retrieval was performed in citrate buffer (pH 6.0) at 97 °C for 20 min using the Lab Vision PT Module (Thermo Scientific, USA). Endogenous peroxides were blocked using hydrogen peroxide for 30 min. The slides were then washed with 1× Tris-buffered saline (TBS), and proteins were blocked using 0.3% bovine serum albumin (BSA) for 30 min. Slides were incubated in Ki-67 antibody (dilution 1:300), followed by incubation with secondary anti-rabbit HRP-conjugated antibody (Dako, Germany). Slides were then stained using the Dako Liquid DAB+ Substrate Chromogen System and counterstained with Automation Hematoxylin Histological Staining Reagent (Thermo Fisher Scientific, USA). 20× images were captured using light microscope, and Ki-67 quantification was performed using ImageJ software (NIH; https://imagej.nih.gov/ij/). The Ki-67 antibody used for immunohistochemistry analysis is listed in the Reagents and tools table.

### RNA-sequencing (RNA-seq) and data analysis

Mel92.1 and MP41 cells treated with EHMT2 inhibitors A366 (1 μM) and UNC0642 (1 μM) for 48 h were used to prepare total RNA and which was then used for gene expression analysis on an Illumina HiSeq 2500 system. Total RNA was extracted using Trizol reagent (Invitrogen) according to the manufacturer’s instructions and then purified on RNAeasy Mini Columns (Qiagen) according to the manufacturer’s instructions. mRNA was purified from ~500 ng total RNA using oligo-dT beads and then sheared by incubation at 94 °C. Following first-strand synthesis with random primers, second-strand synthesis was performed with dUTP to generate strand-specific sequencing libraries. The cDNA library was then end-repaired and A-tailed. Adapters were then ligated, and second-strand digestion was performed using uracil-DNA-glycosylase. Indexed libraries that met appropriate cut-offs for both were quantified by RT-qPCR using a commercially available kit (KAPA Biosystems). The insert size distribution was determined using LabChip GX or an Agilent Bioanalyzer. Samples with a yield ≥0.5 ng/μl were used for sequencing on the Illumina HiSeq 2500 system. Images generated by the sequencers were converted into nucleotide sequences by the base-calling pipeline RTA 1.18.64.0 and stored in FASTQ format. The raw sequencing data in the FASTQ files were subjected to a quality check (FastQC), removal of adapter content, and quality thresholding (removal of reads with Phred score <30). Reads that passed the quality thresholds were mapped to the latest stable version of the Mouse reference genome mm10 (GRCm38/mm10, Ensembl) using Bowtie2 and Tophat 2.1.1. The expression of the assembled transcriptomes was estimated using Cufflinks 2.2.1 (Trapnell et al, 2012). Briefly, the quality of the assemblies was assessed, and the normalized gene and transcript expression profiles were computed for each sample. The normalization was performed using the classic fragments per kilobases per million fragments (FPKM) method followed by Log2 transformation. The gene-level differential expression between conditions was estimated using the Log2-transformed FPKM values of transcripts sharing each gene ID. The uncorrected *p* value of the test statistic and the false discovery rate (FDR)-adjusted *p* value of the test statistic (*q* value) were estimated for differentially expressed genes (DEGs). Any gene with a *p* value greater than the FDR after Benjamini-Hochberg correction for multiple testing was deemed to be differentially expressed between the test condition and control condition. The RNA-seq data have been submitted to GEO (Accession No. GSE196624).

### Survival analysis using uveal melanoma TCGA data

TCGA data for uveal melanoma has been previously published (Robertson et al, 2017). The R package curatedTCGAData was used to download the gene expression and associated clinical data from the TCGA database. The multiAssayExperiment object was retrieved using the curatedTCGAData function in the package. We retrieved the expression data of AZGP1 mRNA and survival-related clinical features from this multiAssayExperiment object to perform the survival analysis. The survival analysis was performed using the R package survminer. The coxph function in the package was used to calculate the hazard ratios and the *p* value. The ggsurvplot function was used for the Kaplan–Meier survival plot.

### Cleavage under targets and release using nuclease (CUT&RUN) assay

CUT&RUN assays were performed in Mel92.1 cells using the CUT&RUN Assay Kit (Cell Signaling Technology, USA; Cat No. 86652) according to the manufacturer’s instructions. Briefly, 5 × 10^5^ cells were harvested, washed, bound to activated Concanavalin A-coated magnetic beads, and permeabilized. The bead–cell complexes were incubated overnight with the appropriate antibody at 4 °C. Then, the complexes were washed three times, and the cells were resuspended in 100 μl protein A and G/micrococcal nuclease (pAG/MNase) and incubated for 1 h at room temperature. The samples were then washed three times with digitonin buffer with protease inhibitors, resuspended in 150 μL digitonin buffer, and incubated for 5 min on ice. pAG/MNase was activated by adding calcium chloride, and the samples were incubated at 4 °C for 30 min. The reaction was stopped by adding 150 μL stop buffer, and the samples were incubated at 37 °C for 10 min to release the DNA fragments. The DNA was extracted using the DNA purification columns included in the CUT&RUN Assay Kit. Quantitative PCR was then performed using *AZGP1* promoter-specific primers, and relative fold change was calculated as the ratio of EHMT2– or H3K9me2-immunoprecipitated DNA to IgG-precipitated DNA. The primer sequences and antibodies used for the CUT&RUN assays are listed in Table EV2.

### Mouse studies

Details of individual animal studies are presented below. All mouse strains were obtained from Jackson Laboratory (see Reagents and Tools Table). All mouse studies were performed in accordance with protocols and guidelines approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Alabama at Birmingham (UAB) (IACUC protocol number: IACUC-21856). Animals were housed in a temperature-controlled environment (22 °C, 30–70% humidity) with a 12-h light/dark cycle. Food and water were available ad libitum.

### Orthotopic mammary fat pad-based breast tumorigenesis experiments

EMT6 cells stably expressing firefly luciferase under the control of a cytomegalovirus promoter were generated by co-transfection of the transposon vector piggyBac GFP-Luc and the helper plasmid Act-PBase as described previously (Ding et al, 2005). Cells with stable transposon integration were selected using blasticidin S (Thermo Fisher Scientific). EMT6 cells expressing nonspecific (NS) shRNA or *Ehmt2* shRNA-expressing (0.5 × 10^6^ cells in 5–6-week-old female BALB/c (stock no. 000651, Jackson Laboratory) and 2.5 × 10^4^ cells in 5–6-week-old female NSG mice (stock no. 005557, Jackson Laboratory) murine breast cancer cells were orthotopically injected into the mouse mammary fat pads. The mice were imaged weekly by In Vivo Imaging System (PerkinElmer, Waltham, MA, USA). Total luminescence counts of the tumor-bearing areas were measured using the Living Image in vivo imaging software (PerkinElmer). At the end of the experiment, the mice were sacrificed. For NK cell depletion, of Ultra-LEAF™ Purified anti-Asialo-GM1 clone Poly21460 (BioLegend, USA) antibodies were injected intraperitoneally (100 μg/mouse) into BALB/c mice once a week for 3 weeks. As a control, 100 μg of Ultra-LEAF purified mouse IgG1, κ-isotype control antibody (clone MG1-45, BioLegend, USA) were administrated intraperitoneally (100 μg/mouse) once a week for 3 weeks. At the end of the experiment, the mice were sacrificed, the spleens were collected, and the NK cell quantitation was performed by FACS analysis. All the antibodies used for this experiment are listed in the Reagents and tools table.

### Mouse subcutaneous tumorigenesis experiments

Panc02 cells (5 × 10^6^) expressing NS shRNA control and *Ehmt2* shRNA were injected subcutaneously into 5–6-week-old male NSG mice (stock no. 005557, Jackson Laboratory) or 5–6-week-old male C57BL/6 mice (stock no. 000664, Jackson Laboratory) or 5–6-week-old male B6.Cg-*Rag2*^*tm1.1Cgn*^/J (Rag2 KO mice; stock no. 008449, Jackson Laboratory). Tumor volume was measured every week and plotted, and tumor size was calculated using the following formula: length × width^2^ × 0.5. Subcutaneous tumors from individual groups were harvested and imaged. For NK cell depletion, monoclonal purified in vivo anti-NK1.1 clone PK136 (Bioxcell, USA) antibodies were injected intraperitoneally into 5–6-week-old male C57BL/6 mice twice every week for 6 weeks. As a control, 200 μg of Ultra-LEAF purified mouse IgG1, κ-isotype control antibody (BioLegend; clone MG1-45) were administrated intraperitoneally (200 μg/mouse) twice every week for 6 weeks. At the end of the experiment, the spleens were collected and analyzed the NK cell quantitation by FACS analysis. All the antibodies used for this experiment are listed in the Reagents and tools table.

### Mouse subcutaneous tumorigenesis experiments with EHMT2 inhibitor and TGF-β1 inhibitor

Panc02 cells (5 × 10^6^) were injected subcutaneously into 5–6-week-old male C57BL/6 mice (stock no. 000664, Jackson Laboratory) or 5–6-week-old male NSG mice (stock no. 005557, Jackson Laboratory). Mice were treated with EHMT2 inhibitor (BRD4770) 15 mg/kg body weight or vehicle (corn oil) intraperitoneally, or with TGFβ1 inhibitor (Vactosertib, also known as TEW-7197) 50 mg/kg body weight or vehicle (artificial gastric fluid formulation: 900 mL ddH_2_O containing 7 mL of conc. HCl, 2.0 g NaCl, and 3.2 g pepsin) via oral gavage. Tumor volume was measured every week and plotted, and tumor size was calculated using the following formula: length × width^2^ × 0.5. Subcutaneous tumors from individual groups were harvested and imaged.

### Measurement of NK cells, ILC1, and T cells in spleen and tumors using flow cytometry

Tumor or spleen dissociation was performed using the Tumor Dissociation Kit, Mouse (Miltenyi Biotec, USA; Cat. No. 130-096-730), according to the manufacturer’s instructions. Briefly, tumors were excised, and necrotic areas were trimmed and excluded from the analysis. Tumors were cut into 3 mm × 3 mm pieces, and those from different areas of the tumor were added to MACS C tubes, containing RPMI-1640 medium with enzyme mix. Tissues were dissociated using a gentleMACS Octo dissociator with heaters. Cell suspensions were passed through a MACS SmartStrainer (70 μm) that was placed on a 15-mL tube to collect the single-cell suspensions. After washing with FACS buffer (PBS with 2% FBS), cells were used for flow cytometry analysis. In brief, washed cells were incubated with Fc block (anti-mouse CD16/32 antibody) at a dilution of 1:100 for 10 min. Cells were then stained with anti-mouse CD49b and anti-mouse CD335 (NKp46) for NK cells; anti-mouse CD45 Antibody, anti-mouse CD8a antibody and anti-mouse CD4 antibody used for measurement of T-cells; anti-mouse CD45, anti-mouse CD49a and CD49b for ILC1 cells and active NK cells for 30 min, followed by washing and then subjected to flow cytometry analysis. CD49b and CD335 (NKp46) double-positive NK cells were measured in mouse tumors and Spleen. CD45 and CD49b double-positive infiltrated NK cells were measured as active cytotoxic NK cells, and CD45 and CD49a double-positive infiltrated NK cells were measured as ILC1 cells. CD45 and CD8a double-positive infiltrated T cells were cytotoxic T cells, and CD45 and CD4 double-positive infiltrated T cells were Helper T cells. FACS analyses were performed using a BD LSRFortessa (BD Biosciences). All FACS data were analyzed using FlowJo software. All the antibodies used for these analyses are listed in the Reagents and tools table.

### Flow cytometry for measuring MICB and ULBP3 cell surface expression

Mel92.1 and MP41 cells were plated (3 × 10^5^ per well) and after 24 h cells were treated with EHMT2 inhibitors indicated concentrations, after 72 h incubation period, surface expression of ULBP3 and MICB proteins was analyzed by flow cytometry with APC-labeled ULBP3 and APC-labeled MICB antibodies. DMSO control and cells stained with nonspecific isotype-matched antibody control were used as negative controls. Data were analyzed using FlowJo software. Antibodies used for this experiment are listed in the Reagents and tools table.

### Conditioned medium preparation from cancer cells and measurement of NK cell-mediated cytotoxicity

Uveal melanoma cells were cultured at a density of 3 × 10^5^ cells/well in six-well plates in RPMI-1640 medium supplemented with 10% FBS. Once the cells reached ~80% confluence, the cells were gently washed twice with 1× PBS, the complete medium was replaced with 3 ml/well of Opti-MEM along with DMSO or EHMT2 inhibitor, and the conditioned medium was harvested following 72 h of incubation. The conditioned medium was passed through 0.45 μm filters to remove cell debris. In selected experiments, conditioned medium was concentrated ~50-fold by centrifugation using Amicon Ultra-15 centrifugal filters with 3 kDa molecular weight cut-off (Millipore, USA). Total conditioned medium was used to treat NK92MI cell lines. For the TGF-β1 neutralization experiment, conditional media containing anti-TGF-β1 (1D11) antibody (2 µg/ml) or anti-mice IgG (2 µg/ml) treated to the NK cells. In parallel, Mel92.1 and MP41 cells were grown, and after 24 h of TGF-β1 neutralization, the LDH cytotoxicity assay was performed using the LDH cytotoxicity assay kit from Thermo Fisher Scientific (Cat. No. C20301), as described above.

### Human chemokine expression analysis using a human chemokine array

Human Chemokine Array C1 kits (Cat. No. AAH-CHE-1) were purchased from RayBiotech, and these were performed according to the manufacturer’s instructions. Briefly, 2 × 10^5^ Mel92.1 cells per well were plated into six-well plates in Opti-MEM Reduced-Serum Medium (Invitrogen). After 36 h, cells were treated with either DMSO or EHMT2 inhibitor UNC0642 (1 μM) for 72 h. Conditioned media were then collected from DMSO or UNC0642 (1 μM)-treated cells and concentrated using Centricon tubes (3-kDa cutoff). Array membranes were blocked in blocking buffer at room temperature (RT) for 1 h and were incubated overnight at 4 °C with 1.5 mL of concentrated conditioned media collected from DMSO- or UNC0642 (1 μM) treated cells. The next day, membranes were washed and incubated with 1 mL of primary biotin-conjugated antibody mixture provided by the kit at 4 °C overnight. Membranes were then washed and incubated with 2 mL of a 1:1000 dilution of horseradish peroxidase (HRP)–conjugated streptavidin at room temperature for 2 h. After incubation, array membrane signals were detected using the SuperSignal West Pico or Femto Chemiluminescent Substrate Kit (Thermo Fisher Scientific, USA). Spot signal intensities were quantified using ImageJ software (NIH; https://imagej.nih.gov/ij/). Positive controls on each array membrane were used to normalize spot intensities across different array membranes.

### NK cell migration assay

Mel92.1 and MP41 cells were treated with EHMT2 inhibitors DMSO or A366 (3 µM) or UNC0642 (3 µM) or TGF-β1 inhibitor vactosertib (1 µM) for 72 h in Opti-MEM Reduced-Serum Medium (Gibco, USA). Cell culture supernatants (conditioned media) were collected and concentrated using Amicon Ultra-15 centrifugal filters with 3 kDa molecular weight cut-off (Millipore-Sigma, USA). Concentrated conditioned media were collected, and 600 µl of it was added to the bottom chamber of a Corning Transwell system (6.5-mm diameter inserts and 5.0 µm pore size; Cat. No. 3421. Millipore-Sigma, USA). In parallel, NK cells (NK92MI) (2.5 × 10^5^) were seeded in the upper Transwell chamber in serum-free medium. Cells were incubated at 37 °C for 4 h, after which 500 µl of non-adherent cells from the bottom chamber were collected in fluorescence-activated cell sorting (FACS) tubes. A known number of fluorescent CountBright Absolute Counting Beads (Invitrogen, USA; Cat. No. C36950) in a volume of 50 µL were added to the migrated NK cells in each tube, cells were analyzed by flow cytometry. The absolute number of NK cells in 500 μL was calculated using the following formula: A*(B/C), where A = number of NK cell events, B = the number of beads added to each culture, and C = number of bead events. All neutralizing antibodies used for these experiments are listed in the Reagents and tools table.

### Clonogenic assays

Clonogenic assays were performed in Mel92.1 (2.5 × 10^3^ cells/well), MP41 (5 × 10^3^ cells/well), SU.86.86 (2.5 × 10^3^ cells/well), PANC10.05 (2.5 × 10^3^ cells/well), MDA-MB-231(2.5 × 10^3^ cells/well), HCC70 (2.5 × 10^3^ cells/well) EMT6 (1 × 10^3^ cells), and Panc02 (1 × 10^3^ cells) or *EHMT2* knockdown or knockout cell lines were seeded in a 6-well plate for clonogenic assay. For EHMT2 inhibitor treatment conditions, after 48 h of plating, the cells were treated with DMSO or EHMT2 inhibitors and the medium containing inhibitors was changed every 3 days. The cells were allowed to grow for up to two weeks. Surviving colonies were fixed and stained with a solution containing a solution of 40% methanol, 10% acetic acid, and 0.005% Coomassie Brilliant Blue R-250 (Sigma-Aldrich), and the plates were scanned with an Epson Perfection V850 Pro Photo Scanner (USA).

### IFN-γ measurement using ELISA

IFN-γ protein levels were measured in NK92MI cells using Human IFN-gamma Quantikine ELISA Kit (Cat. No. QK285) from R&D Systems (Bio-Techne, USA) as per the manufacturer’s instructions. Briefly, 5 × 10^6^ NK92MI cells were plated in 100-mm cell culture dishes in Opti-MEM Reduced-Serum Medium in the presence or absence of TGF-β1 (10 ng/ml) for 24 h. Thereafter, conditioned medium was collected. Next, 50 μL of each of the samples, standards, and controls per well were added to the 96-well microplate strips provided. Then, 50 μL Antibody Cocktail was added to each well, and the plate was incubated for 1 h at room temperature on a horizontal orbital microplate shaker. Next, each well was aspirated and was washed, repeating the process twice for a total of three washes with Wash Buffer (400 μL each wash). Further, 100 μL of Substrate Solution was added to each well, and incubated for 30 min at room temperature on the benchtop, protected from light. Then, 50 μL of Stop Solution was added to each well. Optical density was determined at 450 and 540 nm using the Biotek Synergy MX Multi Format Microplate Reader (Biotek, USA), and the readings at 540 nm were subtracted from readings at 450 nm, followed by calculating IFN-γ protein levels in the samples was calculated using the equation obtained from the linear regression of the standard curve.

### Toxicity assessment in BRD4770-treated mice

To evaluate if BRD4770 exerts any generalized- or organ-specific toxicity, vehicle- or BRD4770-treated mice (C57BL/6, BALB/c, and NSG) were subjected to weekly measurement of body weight. The body weights were recorded until the end of the experimental period.

At the end of the experiment, blood was collected by retro-orbital sinus puncture, centrifuged at 6000 rpm for 15 min at room temperature, and the serum was transferred to fresh microcentrifuge tubes. Thereafter, mice were euthanized, their lungs, liver, heart and kidney were collected and fixed in 10% formalin overnight at room temperature. Next, fine sections (5 μm) from tissue/organ samples were prepared and stained with hematoxylin and eosin (H&E). 4× and 20× images were captured using a light microscope.

Creatinine levels in serum collected from vehicle- or BRD4770-treated mice were measured using Creatinine Colorimetric Assay Kit (Cat. No. 700460) from Cayman Chemical, USA, as per the manufacturer’s instructions. Briefly, blood was collected by retro-orbital sinus puncture, centrifuged at 6000 rpm for 15 min at room temperature, and the serum was transferred to fresh microcentrifuge tubes. Next, 15 μL of each of the samples, and standards per well were added to a 96-well microplate. Then, 100 μL of Creatinine Reaction Buffer to each well, followed by the addition of 100 μL of Creatinine (serum) Color Reagent to each well and immediately started timing the reaction. Immediately, the absorbance was read and recorded (0 min) at 490 nm using the Biotek Synergy MX Multi Format Microplate Reader (Biotek, USA). The plate was continued incubating at room temperature. At 7 min, the absorbance was read and recorded at 490 nm. The initial (0 min) readings were subtracted from the final (7 min) readings. The creatinine concentration in the samples was calculated using the equation obtained from the linear regression of the standard curve.

Alanine transaminase (ALT) levels in serum collected from vehicle- or BRD4770-treated mice were measured using Alanine Transaminase Colorimetric Activity Assay Kit (Catalog No. 700260) from Cayman Chemical (MI, USA) as per the manufacturer’s instructions. Briefly, blood was collected by retro-orbital sinus puncture, centrifuged at 6000 rpm for 15 min at room temperature, and the serum was transferred to fresh microcentrifuge tubes. Next, 150 μL of ALT Substrate, 20 μL of ALT Cofactor, and 20 μL of sample (or ALT positive control) were added to the designated wells on the 96-well microplate. The plate was covered and was incubated at 37 °C for 15 min. The plate cover was removed and quickly initiated the reactions by adding 20 μL of ALT Initiator to all the wells being used. Immediately, the absorbance was measured at 340 nm once every minute for 20 min at 37 °C. The change in absorbance (ΔA_340_) per minute was determined, and the ALT activity in the samples was calculated.

Aspartate aminotransferase (AST) levels in serum collected from vehicle- or BRD4770-treated mice were measured using Aspartate Aminotransferase Colorimetric Activity Assay Kit (Catalog No. 701640) from Cayman Chemical (MI, USA) as per the manufacturer’s instructions. Briefly, blood was collected by retro-orbital sinus puncture, centrifuged at 6000 rpm for 15 min at room temperature, and the serum was transferred to fresh microcentrifuge tubes. Next, 150 μL of AST Substrate, 20 μL of AST Cofactor, and 20 μL of sample (or AST positive control) were added to the designated wells on the 96-well microplate. The plate was covered and was incubated at 37 °C for 15 min. The plate cover was removed and quickly initiated the reactions by adding 20 μL of AST Initiator to all the wells being used. Immediately the absorbance was measured at 340 nm once every minute for 10 min at 37 °C. The change in absorbance (ΔA_340_) per minute was determined, and the AST activity in the samples was calculated.

### Quantification and statistical analysis

No animal, sample, or data were excluded from the analysis. Experimental animal groups were assigned randomly to vehicle or treatment groups. No blinding was performed. The number of samples included in each experiment is indicated in the figure legends. All experiments were conducted with at least three biological replicates. Results for individual experiments are expressed as mean ± standard error of the mean (SEM). For the analysis of tumor progression in mice, the statistical assessment was performed using the area under the curve method followed by unpaired two-tailed Student’s *t*-tests on GraphPad Prism, version 10.0, for Macintosh (GraphPad Software, San Diego, CA, USA;www.graphpad.com). For the survival analysis in Fig. 2H, the log-rank test was used to calculate the *P* value of comparing Kaplan–Meier curves and the Wald test was used to calculate the *p* value of Cox proportional hazards regression analysis. The *P* values for the other experiments were calculated using unpaired two-tailed Student’s *t*-tests in GraphPad Prism software, version 10.0, for Macintosh. A *P* value ≤0.05 was considered statistically significant.

## Supplementary information

Appendix

Table EV1

Table EV2

Peer Review File

Dataset EV1

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Source data Fig. 8

Expanded View Figures

## Data Availability

RNA-seq data of this study have been submitted to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), http://www.ncbi.nlm.nih.gov/geo/ (Accession No. GSE196624, URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE196624). The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44321-025-00357-6.

# Supplementary material for: Loss of EHMT2 enhances NK cell-driven anti-tumor immunity through TGF-β1 suppression
**Source:** EMBO Mol Med. 2025 Dec 9;18(1):232–74. doi: 10.1038/s44321-025-00357-6
**Supplement:** Supplementary file 1 — Appendix

## Appendix

**Appendix Figure S1.** Role for EHMT1 in suppressing NK cell-mediated cytotoxicity in uveal melanoma. Page 2

**Appendix Figure S2.** Validation of *EHMT2* and *AZGP1* knockdown in UM cells. Page 3-4

**Appendix Figure S3.** Monitoring the cell surface expression of NKG2D ligands ULBP3 and MICB on UM cells under EHMT2 inhibition and *TGF- $\beta$ 1* knockdown using flow cytometry. Page 5-6

**Appendix Figure S4.** Monitoring the cell surface expression of NKG2D ligands ULBP3 and MICB under EHMT2 inhibition and *TGF- $\beta$ 1* overexpression using flow cytometry. Page 7

**Appendix Figure S5.** ULBP3 is partly necessary for EHMT2 inhibition-induced NK cell-mediated cytotoxicity. Page 8

**Appendix Figure S6.** TGF- $\beta$ 1 downregulates NK cell receptors expression. Page 9

**Appendix Figure S7.** Analysis of BRD4770 induced toxicity in mice. Page 10-11

**Appendix Figure S8.** Clonogenic assays for measuring the impact of pharmacological and genetic inhibition of EHMT2 on the indicated cancer cell lines. Page 12-13

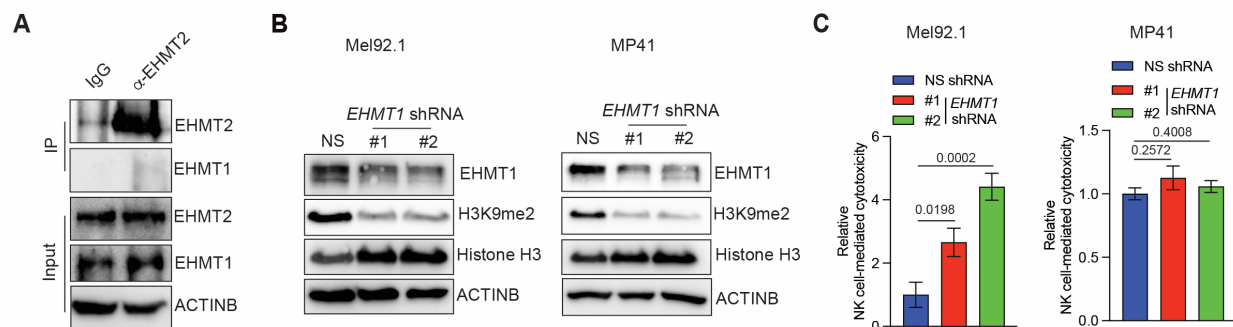

**Appendix Figure S1. Role for EHMT1 in suppressing NK cell-mediated cytotoxicity in uveal melanoma.** **A.** Lysates of Mel92.1 cells were immunoprecipitated using control IgG or anti-EHMT2 antibodies and analyzed by immunoblotting for the indicated proteins in immunoprecipitated (IP) and input samples. ACTINB was used as a loading control for input. **B.** Mel92.1 and MP41 cells expressing either non-specific (NS) shRNA or *EHMT1* shRNAs were analyzed for indicated proteins using immunoblotting. Histone H3 and ACTINB were used as loading controls. **C.** Mel92.1 and MP41 cells expressing either NS shRNA or *EHMT1* shRNAs were analyzed for NK cell-mediated cytotoxicity using LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity is plotted. (n=6). P-values were calculated using unpaired two-tailed Student's t-test. All quantitative data are shown as the mean  $\pm$  SEM.

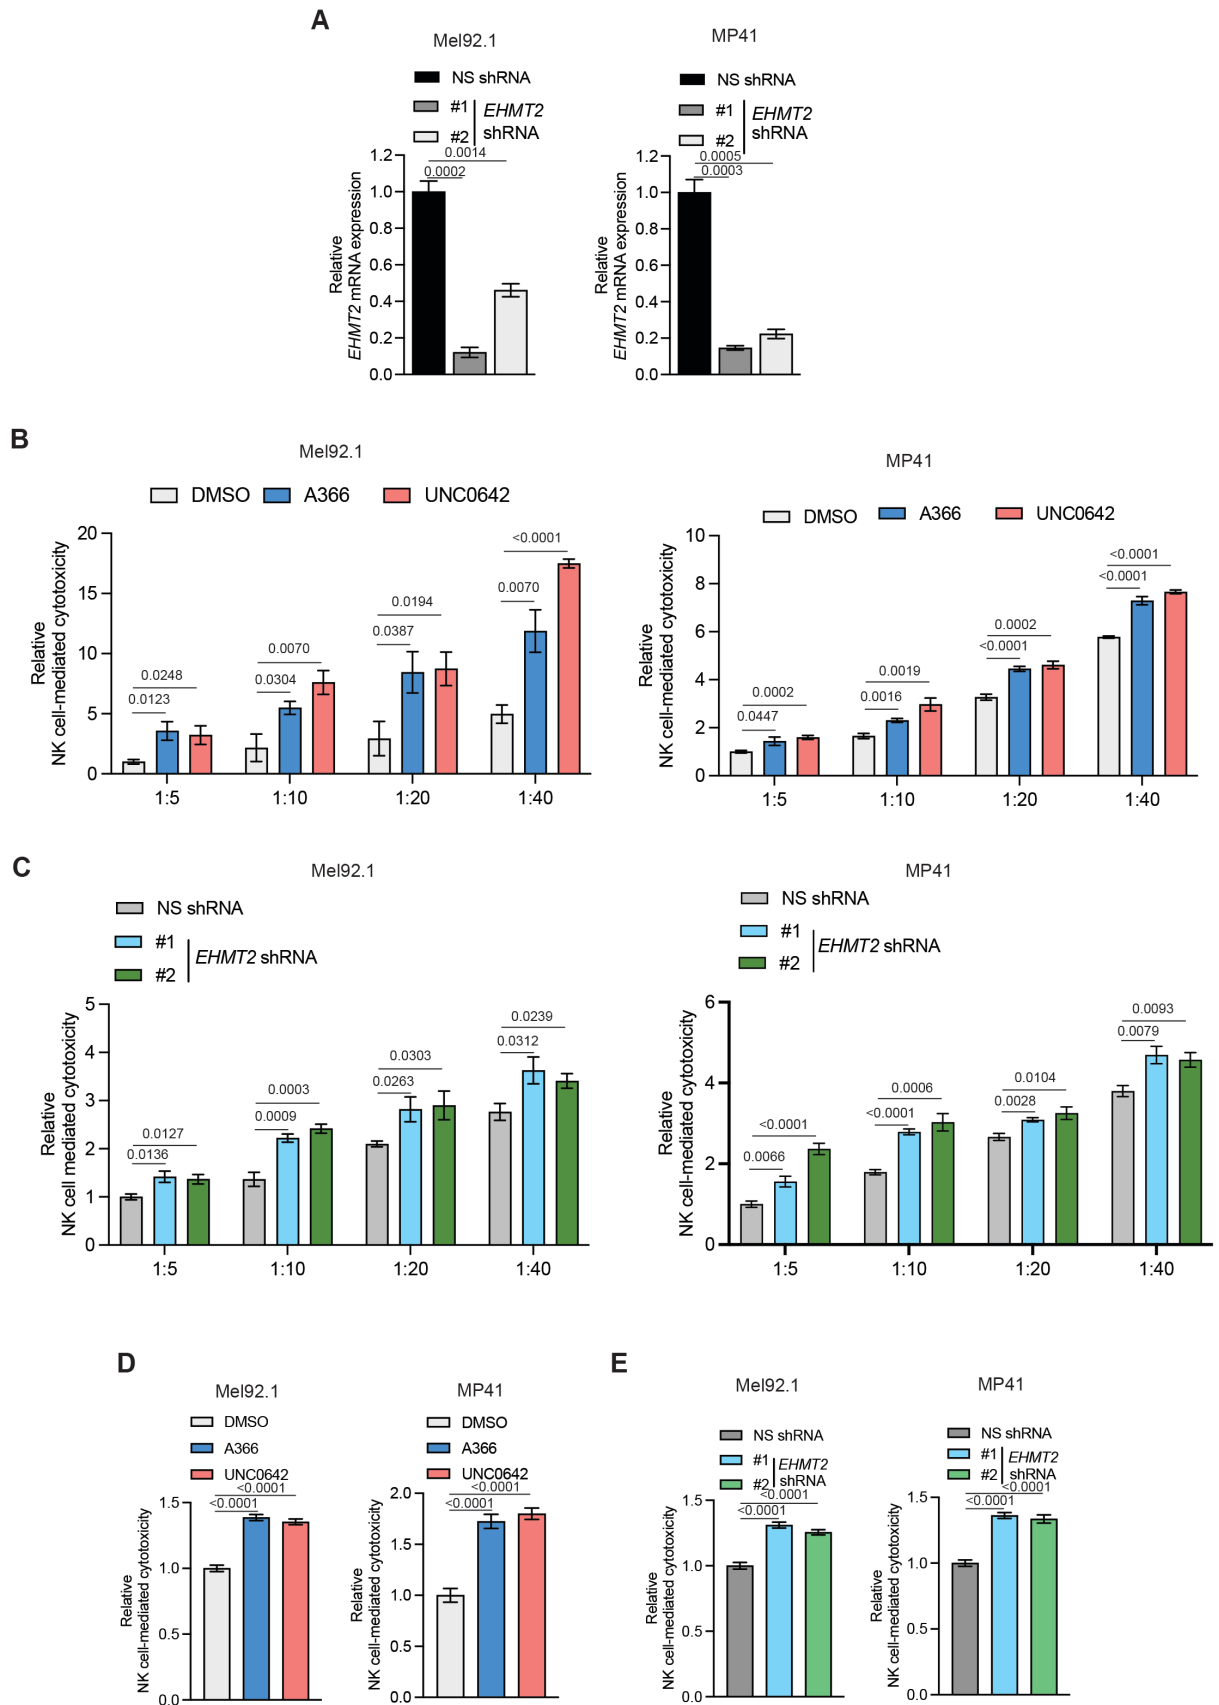

**Appendix Figure S2. Validation of *EHMT2* and *AZGP1* knockdown in UM cells.** **A.** Mel92.1 and MP41 cells expressing either non-specific (NS) shRNA or *EHMT2* shRNAs were analyzed for mRNA expression for *EHMT2* mRNA were analyzed using RT-qPCR analysis. Relative mRNA expression for indicated genes are plotted. *ACTINB* was used for normalization. (n=3). P-values were calculated using unpaired two-tailed Student's t-test. **B.** Mel92.1 and MP41 cells were analyzed for NK cell-mediated cytotoxicity using LDH-based cytotoxicity assay at indicated cancer cell:NK cell ratios (1:5, 1:10, 1:20 or 1:40) after treatment with DMSO or indicated small molecule inhibitors of EHMT2 for 48 hr. NK cell-mediated cytotoxicity under indicated conditions is plotted relative to DMSO treatment at 1:5 cancer cell:NK cell ratio. (n=5). P-values were calculated using unpaired two-tailed Student's t-test. **C.** Mel92.1 and MP41 cells expressing either NS shRNA or *EHMT2* shRNA were analyzed for NK cell-mediated cytotoxicity using a LDH-based cytotoxicity assay at indicated cancer cell:NK cell ratios (1:5, 1:10, 1:20 or 1:40). Relative NK cell-mediated cytotoxicity for under indicated conditions is plotted. (n=5). P-values were calculated using unpaired two-tailed Student's t-test. **D.** Mel92.1 and MP41 cells were analyzed for NK cell-mediated cytotoxicity using a calcein-AM-based quantitative assay after treatment with DMSO or indicated inhibitors of EHMT2 for 48 hr. NK cell-mediated cytotoxicity under indicated conditions is plotted relative to DMSO treatment at 1:5 cancer cell:NK cell ratio. (n=5). P-values were calculated using unpaired two-tailed Student's t-test. **E.** Mel92.1 and MP41 cells expressing either NS shRNA or *EHMT2* shRNA were analyzed for NK cell-mediated cytotoxicity using a calcein-AM-based quantitative assay. Relative NK cell-mediated cytotoxicity for under indicated conditions is plotted. (n=5). P-values were calculated using unpaired two-tailed Student's t-test. All quantitative data are shown as the mean  $\pm$  SEM.

**A**

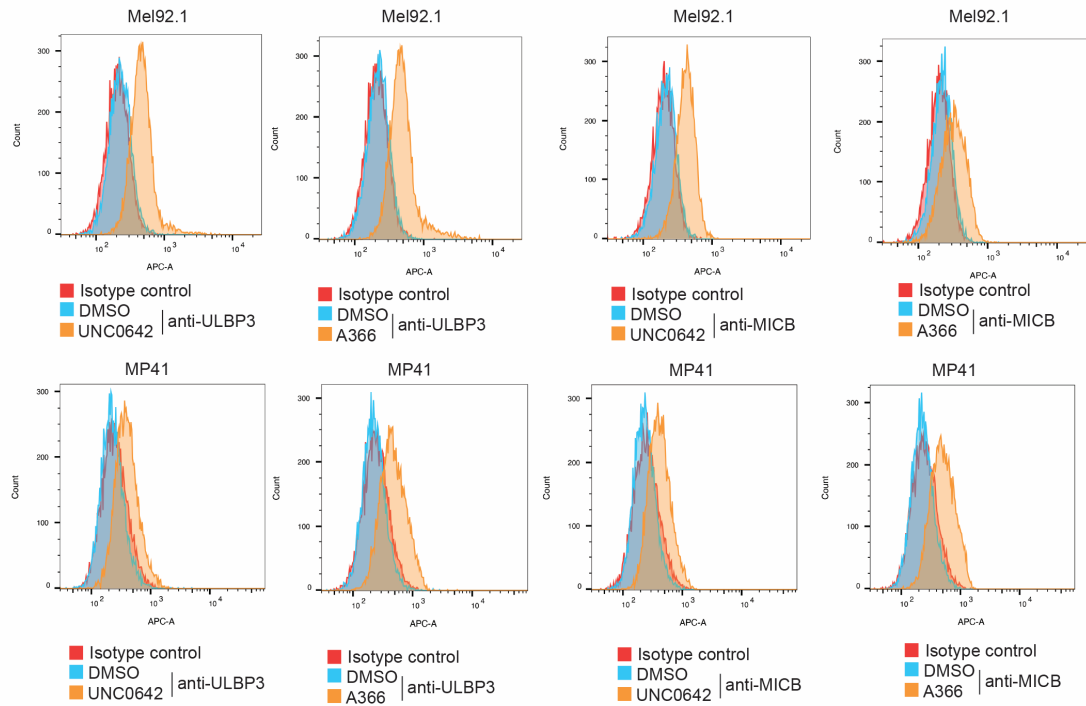

**B**

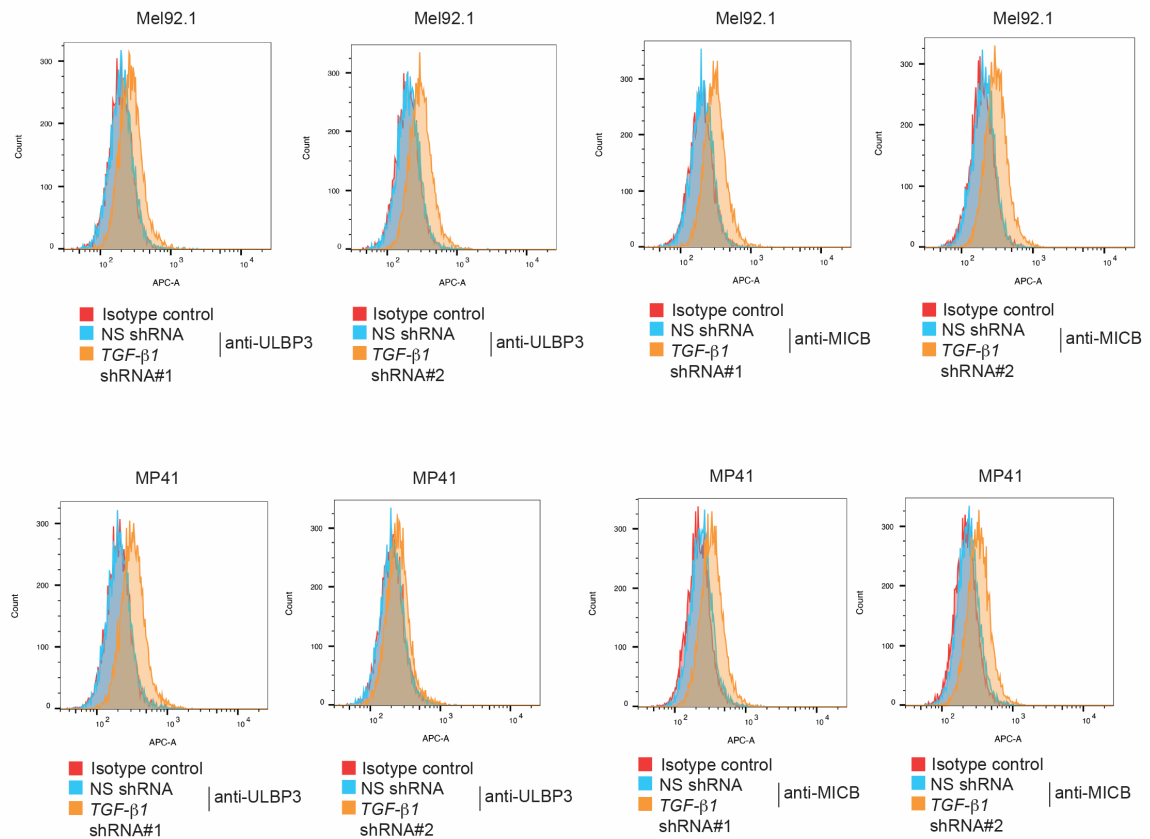

**Appendix Figure S3. Monitoring the cell surface expression of NKG2D ligands ULBP3 and MICB on UM cells under EHMT2 inhibition and *TGF- $\beta$ 1* knockdown using flow cytometry.**

**A.** Mel92.1 and MP41 cells were treated with DMSO, UNC0642 (3  $\mu$ M) or A366 (3  $\mu$ M) for 72 hr and were analyzed for the cell surface expression of ULBP3 and MICB using flow cytometry. The representative histograms under the indicated conditions are shown. **B.** Mel92.1 and MP41 cells expressing non-specific (NS) shRNA or *TGF- $\beta$ 1* shRNA were analyzed for the cell surface expression of ULBP3 and MICB using flow cytometry. The representative histograms under the indicated conditions are shown.

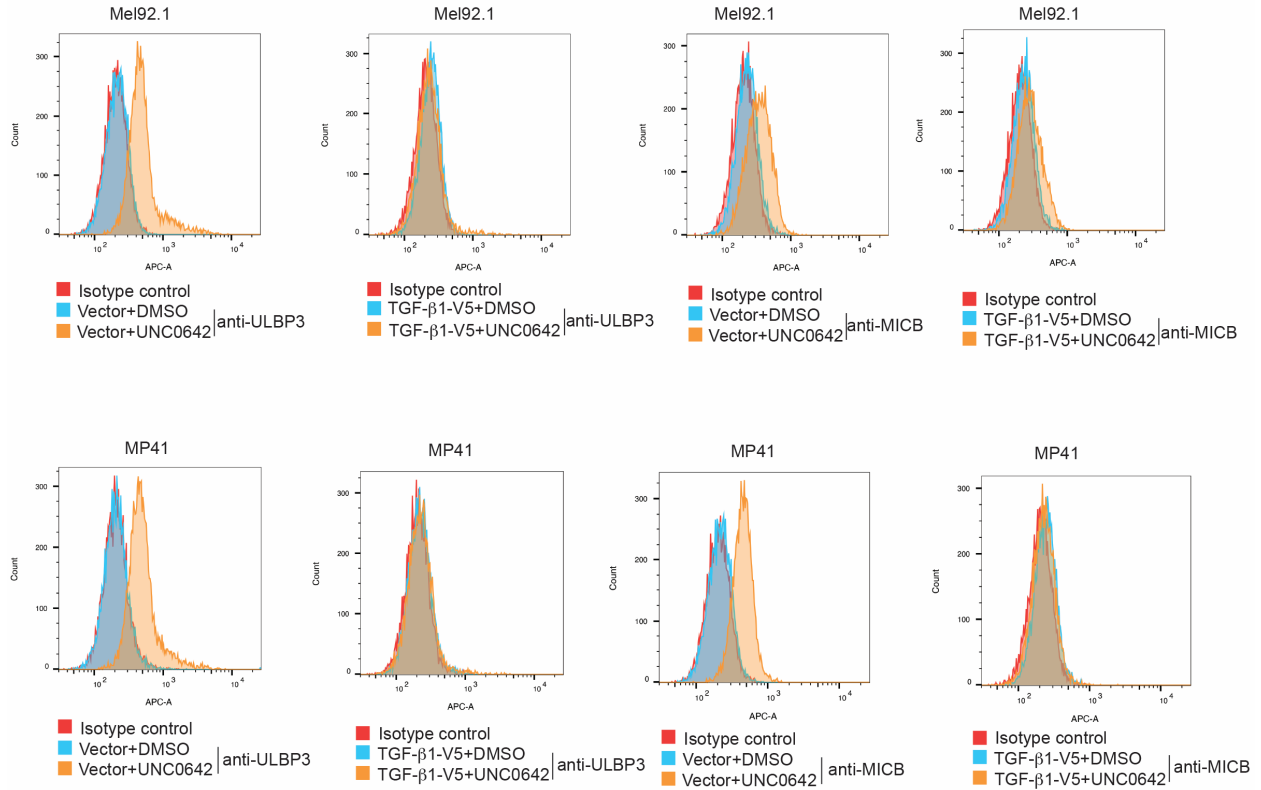

**Appendix Figure S4. Monitoring the cell surface expression of NKG2D ligands ULBP3 and MICB under EHMT2 inhibition and *TGF- $\beta$ 1* overexpression using flow cytometry.** Mel92.1 and MP41 cells expressing either an empty vector or V5-tagged *TGF- $\beta$ 1* ORF were treated with DMSO or UNC0642 (3  $\mu$ M) for 72 hr and analyzed for the cell surface expression of ULBP3 and MICB using flow cytometry. The representative histograms under the indicated conditions are shown.

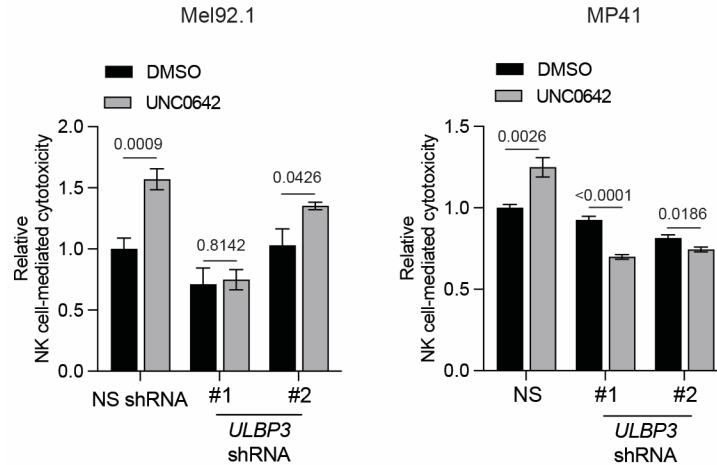

**Appendix Figure S5. ULBP3 is partly necessary for EHMT2 inhibition-induced NK cell-mediated cytotoxicity.** Mel92.1 and MP41 cells expressing non-specific (NS) shRNA or *ULBP3* shRNAs were treated with DMSO or EHMT2 inhibitor UNC0642 (1  $\mu$ M) for 48 hr and were analyzed for NK cell-mediated cytotoxicity using LDH-based assay. Relative NK cells-mediated cytotoxicity is plotted under indicated conditions. (n=6). P-values were calculated using unpaired two-tailed Student's t-test. All quantitative data are shown as the mean  $\pm$  SEM.

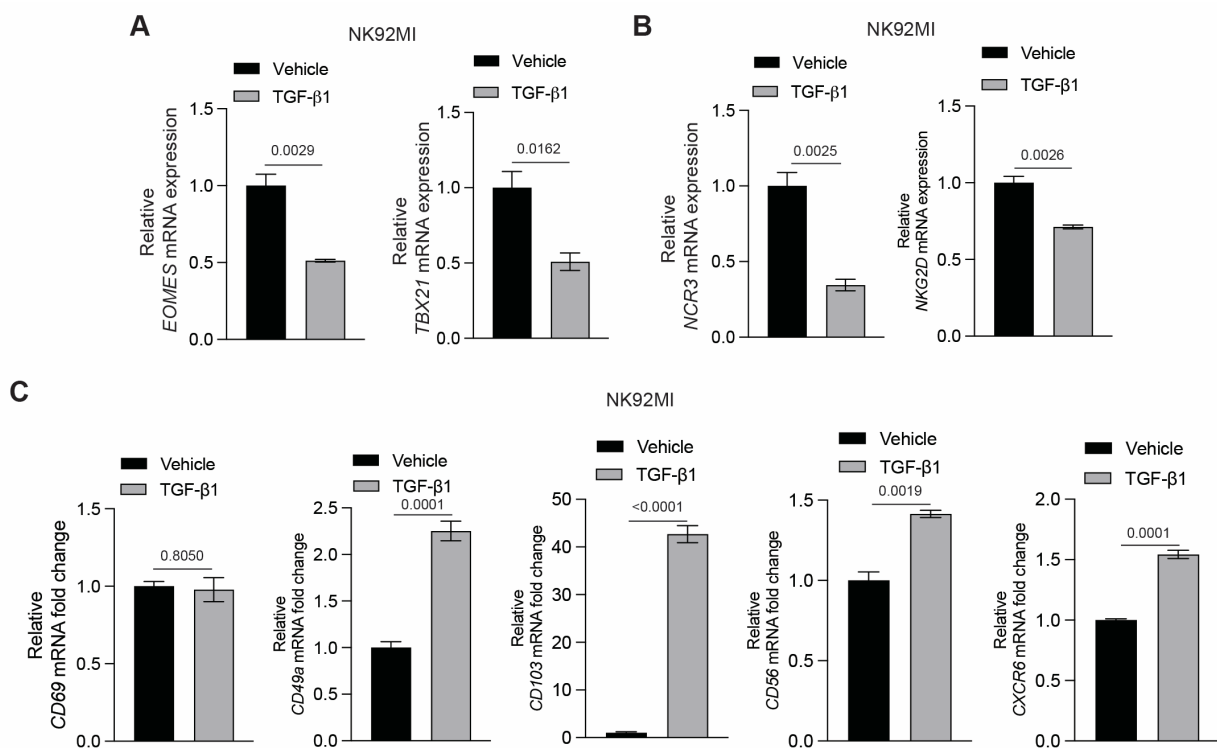

**Appendix Figure S6. TGF-β1 downregulates NK cell receptors expression.** **A.** NK92MI cells were treated with TGF-β1 (10 ng/ml) for 24 hr and analyzed for *EOMES* and *TBX21* mRNA levels using RT-qPCR. Relative mRNA levels are presented under indicated conditions. *ACTINB* was used for normalization. (n=3). P-values were calculated using unpaired two-tailed Student's t-test. **B.** NK92MI cells were treated with TGF-β1 (10 ng/ml) for 24 hr and analyzed for *NCR3* and *NKG2D* mRNA levels using RT-qPCR. Relative mRNA levels are presented under the indicated conditions. *ACTINB* was used for normalization. (n=3). P-values were calculated using unpaired two-tailed Student's t-test. **C.** NK92MI cells were treated with TGF-β1 (10 ng/ml) for 24 hr and analyzed for *CD69*, *CD49a*, *CD103*, *CD56* and *CXCR6* mRNA levels using RT-qPCR. Relative mRNA levels are presented under the indicated conditions. *ACTINB* was used for normalization. (n=3). P-values were calculated using unpaired two-tailed Student's t-test. All quantitative data are shown as the mean ± SEM.

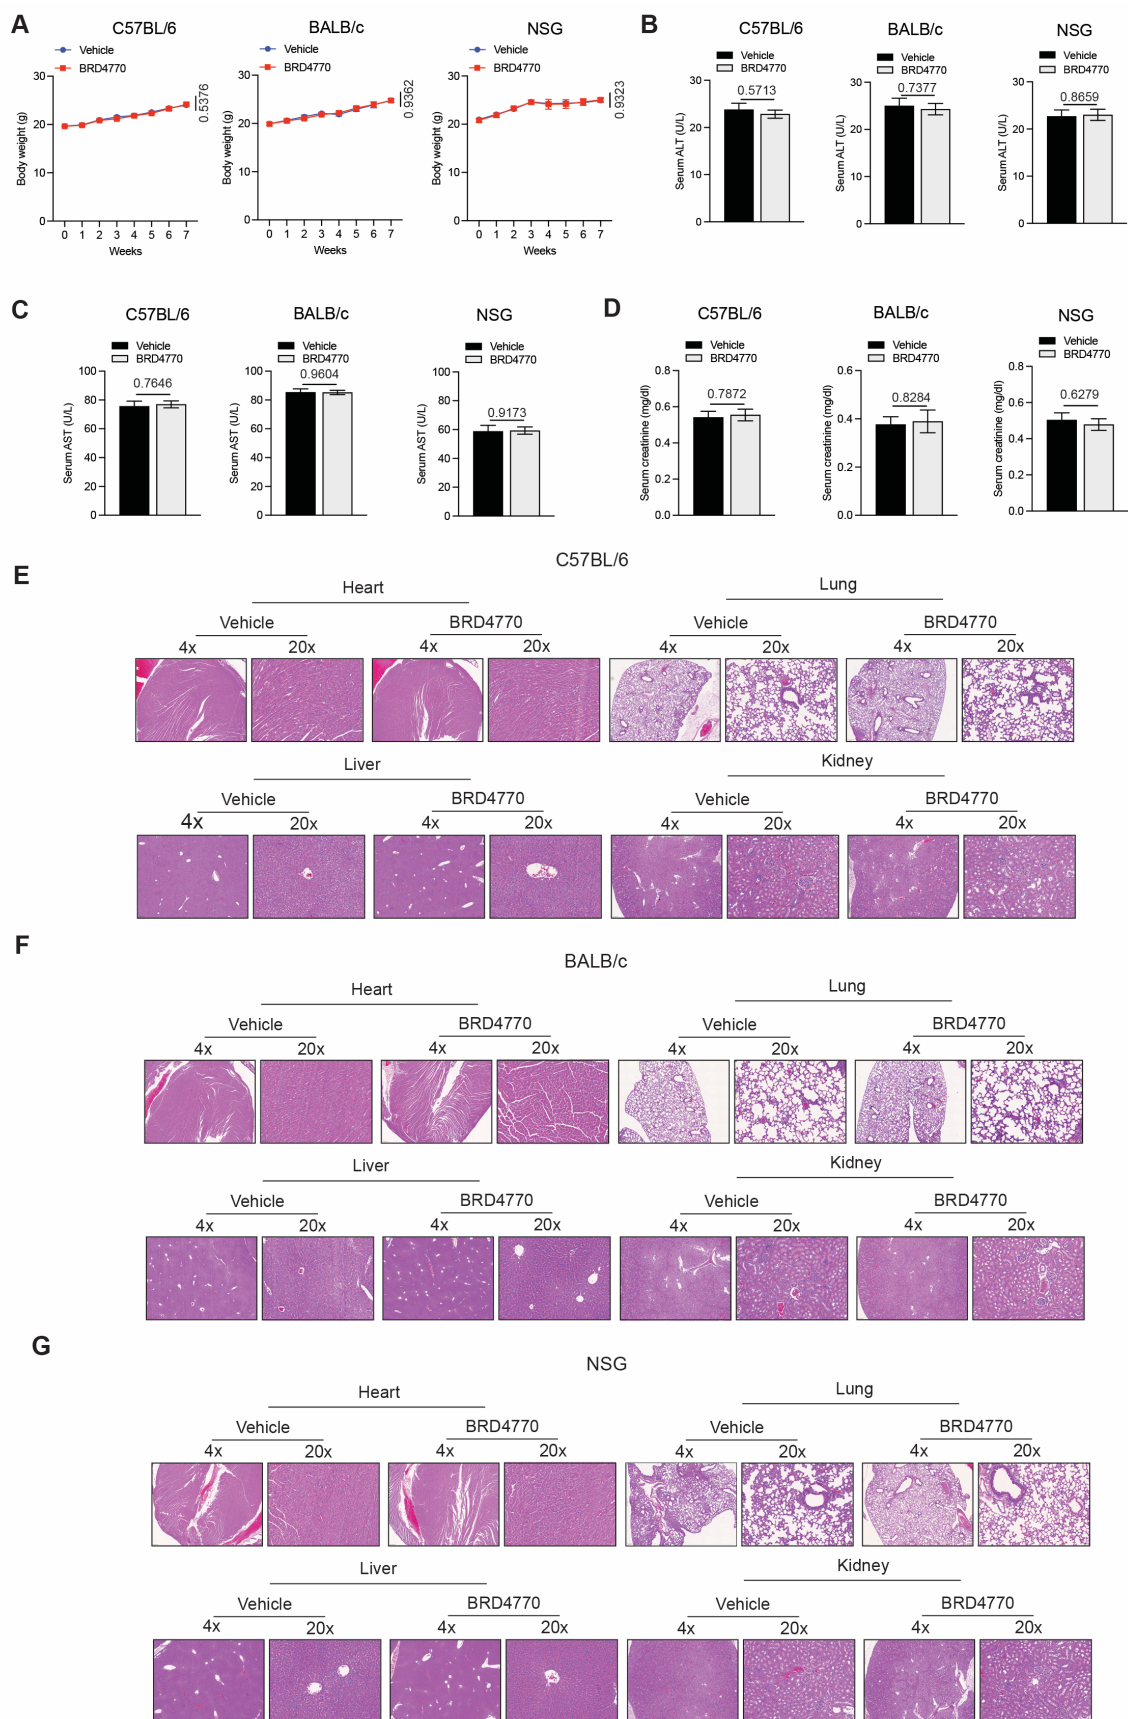

**Appendix Figure S7. Analysis of BRD4770 induced toxicity in mice.** **A.** C57BL/6, BALB/c and NSG mice were treated with vehicle or BRD4770 (15 mg/kg body weight) for 7 weeks. Body weights were measured at the indicated weeks. Average body weights are plotted at the indicated time points. (n=6). For the body weight measurements in mice, the statistical assessment was performed using the area under the curve method followed by unpaired two-tailed Student's *t*-tests. **B.** C57BL/6, BALB/c and NSG mice were treated with vehicle or BRD4770 (15 mg/kg body weight). Serum ALT levels were measured at the end of the experiment and is plotted under the indicated conditions. (n=6). P-values were calculated using unpaired two-tailed Student's *t*-test. **C.** C57BL/6, BALB/c and NSG mice were treated with vehicle or BRD4770 (15 mg/kg body weight). Serum AST levels were measured at the end of the experiment and is plotted under the indicated conditions. (n=6). P-values were calculated using unpaired two-tailed Student's *t*-test. **D.** C57BL/6, BALB/c and NSG mice were treated with vehicle or BRD4770 (15 mg/kg body weight). Serum creatinine levels were measured at the end of the experiment and is plotted under the indicated conditions. (n=6). P-values were calculated using unpaired two-tailed Student's *t*-test. **E.** Histopathological examination of vital organs (heart, lung, liver, and kidney) from C57BL/6 mice treated with vehicle or BRD4770 (15 mg/kg body weight) as shown by H&E staining images (Scale bar, 4×: 250  $\mu$ m, 20×: 50  $\mu$ m). **F.** Histopathological examination of vital organs (heart, lung, liver, and kidney) from BALB/c mice treated with vehicle or BRD4770 (15 mg/kg body weight) shown by H&E staining images (Scale bar, 4×: 250  $\mu$ m, 20×: 50  $\mu$ m). **G.** Histopathological examination of vital organs (heart, lung, liver, and kidney) from NSG mice treated with vehicle or BRD4770 (15 mg/kg body weight) shown by H&E staining images (Scale bar, 4×: 250  $\mu$ m, 20×: 50  $\mu$ m). All quantitative data are presented as the mean  $\pm$  SEM.

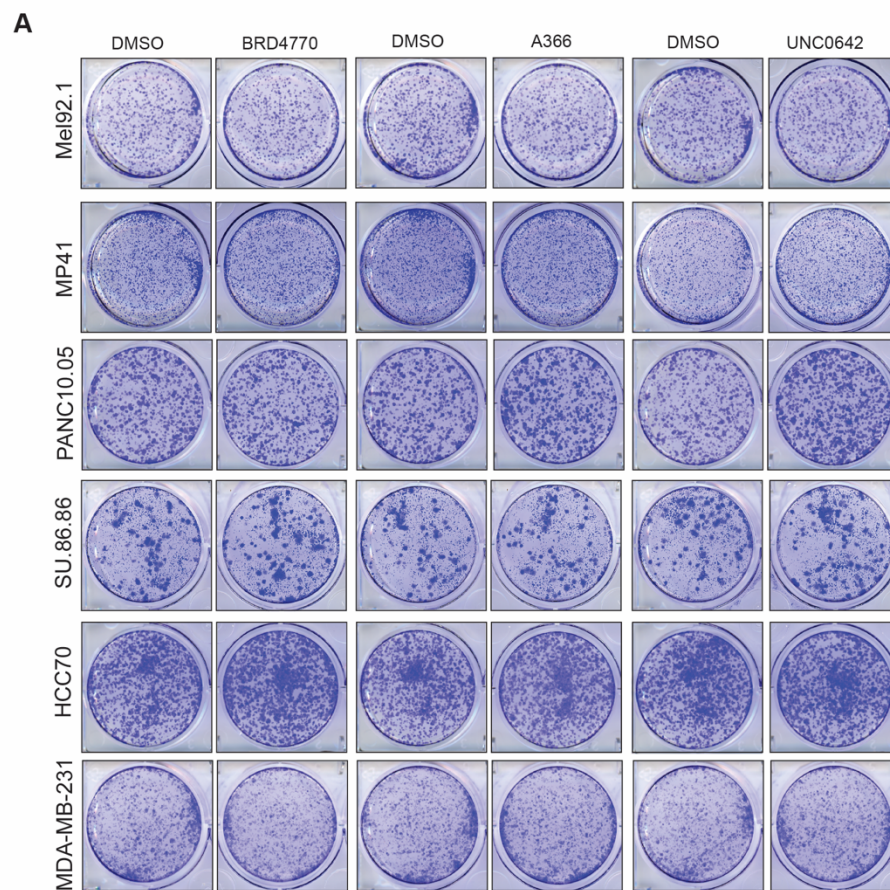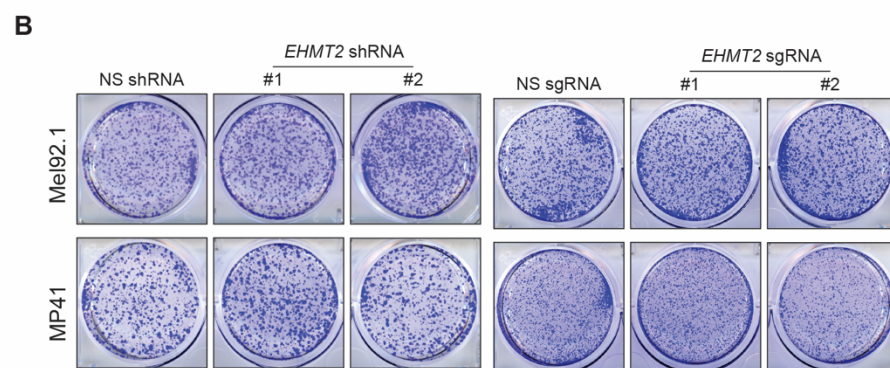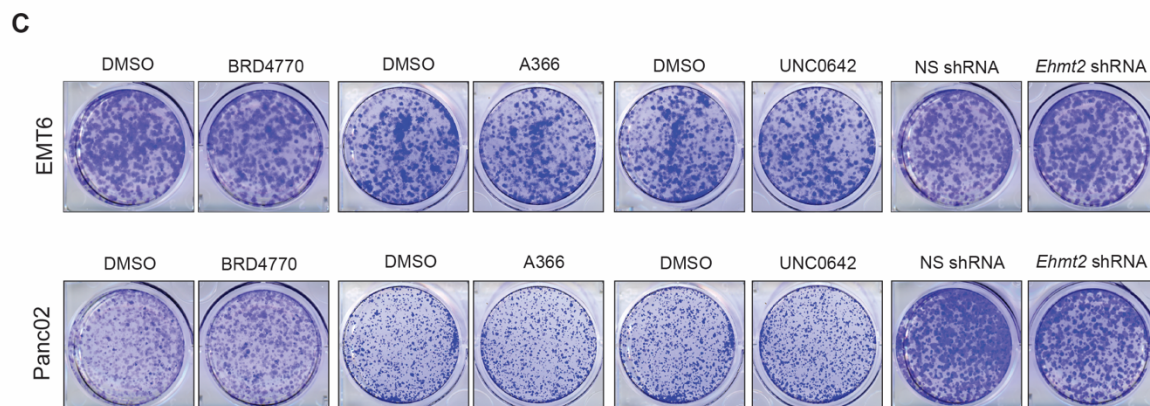

**Appendix Figure S8. Clonogenic assays for measuring the impact of pharmacological and genetic inhibition of EHMT2 on the indicated cancer cell lines.** **A.** Indicated human cancer cell lines were treated with DMSO or EHMT2 inhibitors UNC0642 (1  $\mu$ M) and A366 (1  $\mu$ M) and were analyzed by clonogenic assay. Representative images of clonogenic assays for the indicated human cancer cell lines under the indicated conditions are shown. **B.** Indicated uveal melanoma cell lines expressing either non-specific (NS) shRNA or *EHMT2* shRNAs, or non-specific (NS) sgRNAs or *EHMT2*-targeting sgRNAs were analyzed by clonogenic assay. Representative images of clonogenic assays for the indicated uveal melanoma cell lines under the indicated conditions are shown. **C.** Indicated mouse cancer cell lines were treated with DMSO or indicated EHMT2 inhibitors BRD4770 (1  $\mu$ M), UNC0642 (1  $\mu$ M) and A366 (1  $\mu$ M) or expressing NS shRNA or *Ehmt2* shRNA were analyzed by clonogenic assay. Representative images of clonogenic assays for the indicated mouse cancer cell lines under the indicated conditions are shown.

# Supplementary material for: Loss of EHMT2 enhances NK cell-driven anti-tumor immunity through TGF-β1 suppression
**Source:** EMBO Mol Med. 2025 Dec 9;18(1):232–74. doi: 10.1038/s44321-025-00357-6
**Supplement:** Supplementary file 2 — Table EV1

**Table EV1.** List of inhibitors targeting indicated chromatin modifiers and the concentrations at which they were used in the chemical genetic screen.

| **S.No.** | **Target protein** | **Inhibitors** | **Inhibitor**  **concentrations (µm)** |
| --- | --- | --- | --- |
| 1 | BAZ2A/2B | BAZ2-ICR | 1 |
| 2 | BAZ2A/2B | GSK2801 | 1 |
| 3 | BET family | JQ1 | 1 |
| 4 | BRD9/7 | BI-9564 | 1 |
| 5 | BRD9/7 | TP-472 | 1 |
| 6 | BRD9 | I-BRD9 | 1 |
| 7 | BRPF1/2/3; BRPF1B | NI-57 | 1 |
| 8 | BRPF1/2/3; BRPF1B | OF1 | 1 |
| 9 | BRPF1/2/3; BRPF1B | PFI-4 | 1 |
| 10 | CECR2 | NVS-CECR2-1 | 1 |
| 11 | CREBBP, EP300 | I-CBP112 | 1 |
| 12 | CREBBP, EP300 | SGC-CBP30 | 1 |
| 13 | DOT1L | SGC0946 | 1 |
| 14 | EED | A-395 | 1 |
| 15 | EZH2/H1 | GSK343 | 3 |
| 16 | G9a (EHMT2)/GLP | A-366 | 1 |
| 17 | G9a (EHMT2)/GLP | UNC0638 | 1 |
| 18 | G9a (EHMT2)/GLP | UNCO642 | 1 |
| 19 | IDH1 mutant | GSK864 | 1 |
| 20 | JMJD3/UTX (KDM6A/B) | GSK-J4 | 5 |
| 21 | LSD1 (KDM1A) | GSK-LSD1 | 1 |
| 22 | PAD4 (PADI4) | GSK484 | 10 |
| 23 | PRMT Type I | MS023 | 1 |
| 24 | PRMT3 | SGC707 | 1 |
| 25 | PRMT4 | TP-064 | 1 |
| 26 | PRMT4/6 | MS049 | 5 |
| 27 | PRMT5 | GSK591 | 1 |
| 28 | SETD7 | (R)-PFI-2 | 1 |
| 29 | SMARCA2/4, PB1 | PFI-3 | 1 |
| 30 | SMYD2 | BAY-598 | 1 |
| 31 | SUV420H1/H2 (KMT5B/C) | A-196 | 1 |
| 32 | WDR5 | OICR-9429 | 3 |

# Supplementary material for: Loss of EHMT2 enhances NK cell-driven anti-tumor immunity through TGF-β1 suppression
**Source:** EMBO Mol Med. 2025 Dec 9;18(1):232–74. doi: 10.1038/s44321-025-00357-6
**Supplement:** Supplementary file 3 — Table EV2

**Table EV2.** Oligonucleotides, and other sequence-based reagents

# Supplementary material for: Loss of EHMT2 enhances NK cell-driven anti-tumor immunity through TGF-β1 suppression
**Source:** EMBO Mol Med. 2025 Dec 9;18(1):232–74. doi: 10.1038/s44321-025-00357-6
**Supplement:** Supplementary file 14 — Expanded View Figures

## Expanded View Figures

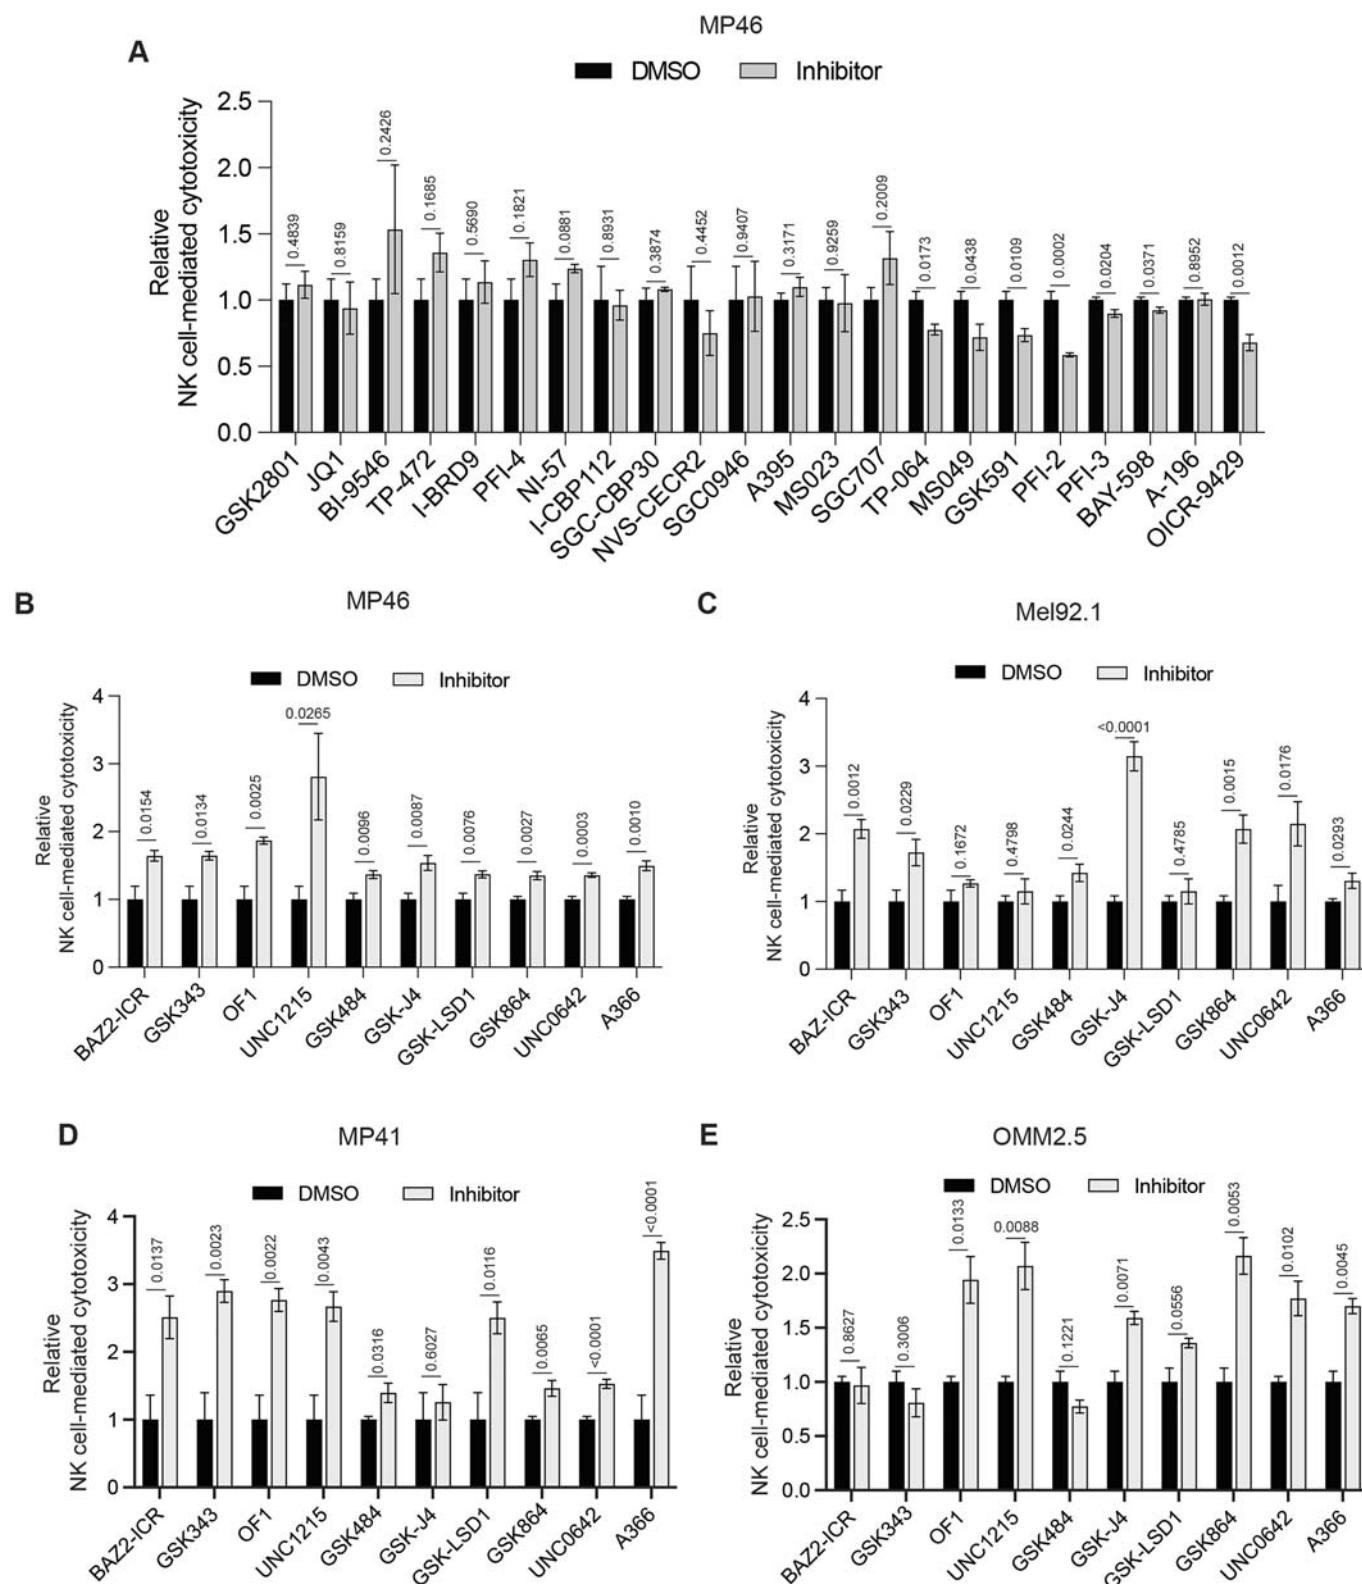

◀ **Figure EV1. An epigenetic regulator inhibitor screen identifies suppressors of NK cell-mediated cytotoxicity.**

(A) MP46 cells were analyzed for NK cell-mediated cytotoxicity using an LDH-based cytotoxicity assay after treatment with DMSO or indicated small-molecule epigenetic inhibitors for 48 h. Relative NK cell-mediated cytotoxicity for the indicated inhibitors is plotted. ( $n = 5$  for DMSO and  $n = 3$  for BI-9546;  $n = 4$  for DMSO and  $n = 3$  for TP-472;  $n = 4$  DMSO and  $n = 4$  for I-BRD9,  $n = 4$  PFI-1,  $n = 4$  for I-CBP112,  $n = 4$  for NVS-CECR2,  $n = 4$  for SGC0946,  $n = 4$  for MS023,  $n = 4$  for SGC707;  $n = 4$  DMSO and  $n = 5$  A395; for all other sample DMSO and inhibitors conditions ( $n = 5$  each).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (B) MP46 cells were analyzed for NK cell-mediated cytotoxicity using an LDH-based cytotoxicity assay after treatment with DMSO or indicated small-molecule epigenetic inhibitors for 48 h. Relative NK cell-mediated cytotoxicity for the indicated inhibitors is plotted. ( $n = 5$  for DMSO and BAZ2-ICR,  $n = 5$  for GSK343,  $n = 5$  for OF-1 and  $n = 5$  UNC1215; for all other samples DMSO  $n = 4$  and inhibitors  $n = 5$ )  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (C) Mel92.1 cells were analyzed for NK cell-mediated cytotoxicity using an LDH-based cytotoxicity assay after treatment with indicated DMSO or small-molecule epigenetic inhibitors for 48 h. Relative NK cell-mediated cytotoxicity for the indicated inhibitors is plotted. ( $n = 6$  for DMSO,  $n = 6$  UNC0642 and  $n = 6$  A366; for all other samples  $n = 5$  for DMSO and  $n = 5$  for inhibitors).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (D) MP41 cells were analyzed for NK cell-mediated cytotoxicity using an LDH-based cytotoxicity assay after treatment with DMSO or indicated small-molecule epigenetic inhibitors for 48 h. Relative NK cell-mediated cytotoxicity for the indicated inhibitors is plotted. ( $n = 6$  for DMSO,  $n = 6$  UNC0642 and  $n = 6$  A366; for all other samples  $n = 5$  for DMSO and  $n = 5$  for inhibitors).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (E) OMM2.5 cells were analyzed for NK cell-mediated cytotoxicity using an LDH-based cytotoxicity assay after treatment with indicated DMSO or small-molecule epigenetic inhibitors for 48 h. Relative NK cell-mediated cytotoxicity for the indicated inhibitors is plotted. ( $n = 3$  for DMSO and  $n = 3$  for inhibitors).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. All quantitative data were shown as the mean  $\pm$  SEM.

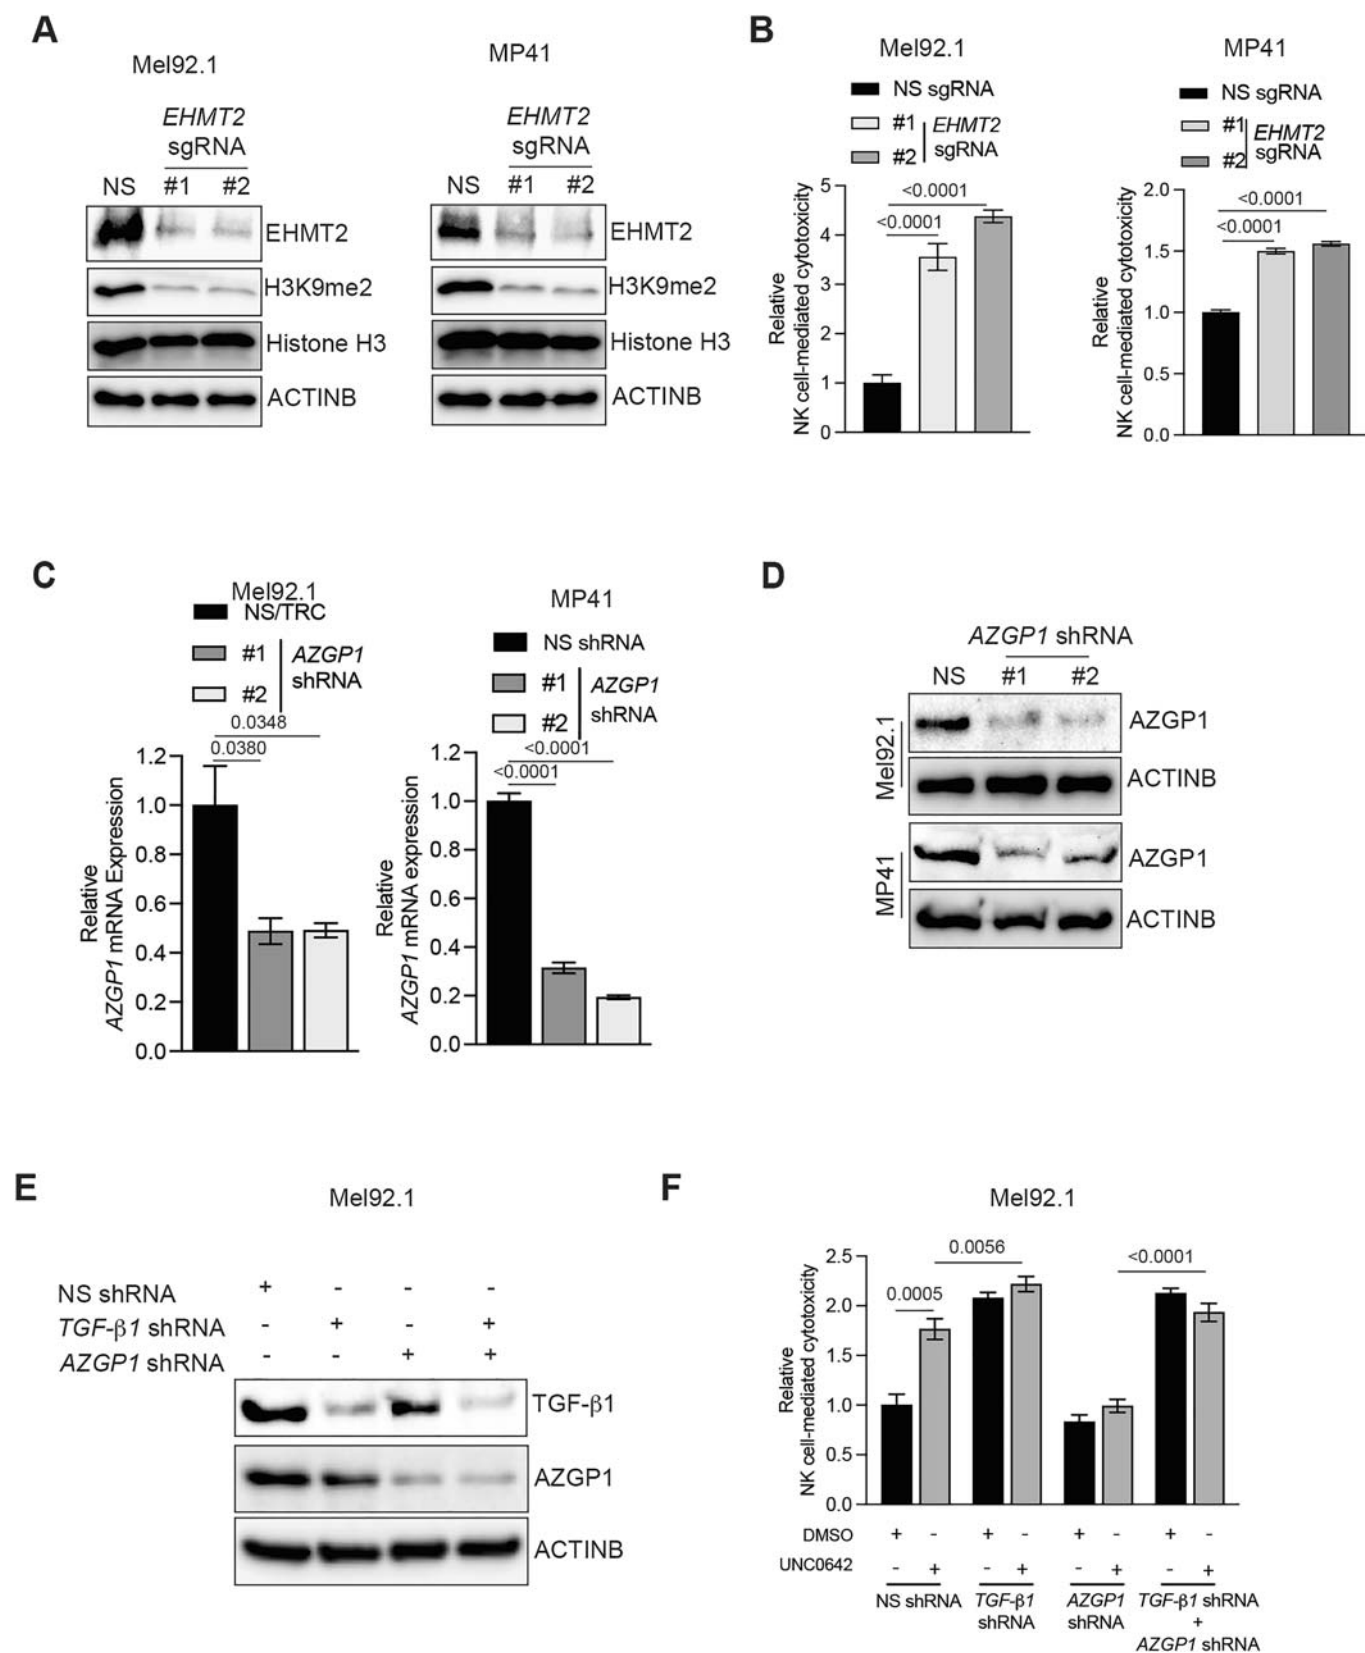

**Figure EV2. Analysis of EHMT2 knockout cancer cells in NK cell-mediated cytotoxicity assay and validation of AZGP1 knockdown.**

(A) Mel92.1 and MP41 cells expressing either nonspecific single-guide RNA (NS sgRNA) or *EHMT2* sgRNAs were analyzed for the indicated proteins using immunoblotting. Histone H3 and ACTINB were used as loading controls. (B) Mel92.1 and MP41 cells expressing either NS sgRNA or *EHMT2* sgRNAs were analyzed for NK cell-mediated cytotoxicity using an LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity under indicated conditions are plotted. ( $n = 6$ ). *P* values were calculated using unpaired two-tailed Student's *t*-test. (C) Mel92.1 and MP41 cells expressing either nonspecific (NS) shRNA or *AZGP1* shRNAs were analyzed for mRNA expression for *AZGP1* mRNA were analyzed using RT-qPCR analysis. Relative mRNA expression for indicated genes are plotted. *ACTINB* was used for normalization. ( $n = 3$ ). *P* values were calculated using unpaired two-tailed Student's *t*-test. (D) Mel92.1 and MP41 cells expressing either NS shRNA or *AZGP1* shRNAs were analyzed for the expression of *AZGP1* by immunoblotting. *ACTINB* was used as a loading control. (E) Mel92.1 cells expressing nonspecific NS shRNA, *AZGP1* shRNA, *TGF- $\beta$ 1* shRNA or both *AZGP1* shRNA and *TGF- $\beta$ 1* shRNA were analyzed by immunoblotting for the indicated proteins. *ACTINB* was used as a loading control. (F) Mel92.1 cells expressing either NS shRNA, *AZGP1* shRNA, *TGF- $\beta$ 1* shRNA or both *AZGP1* shRNA and *TGF- $\beta$ 1* shRNA were treated with DMSO or EHMT2 inhibitor UNC0642 (1  $\mu$ M) for 48 h and were analyzed for NK cell-mediated cytotoxicity using an LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity under the indicated conditions is plotted. ( $n = 6$ ). *P* values were calculated using unpaired two-tailed Student's *t*-test. All quantitative data were presented as the mean  $\pm$  SEM.

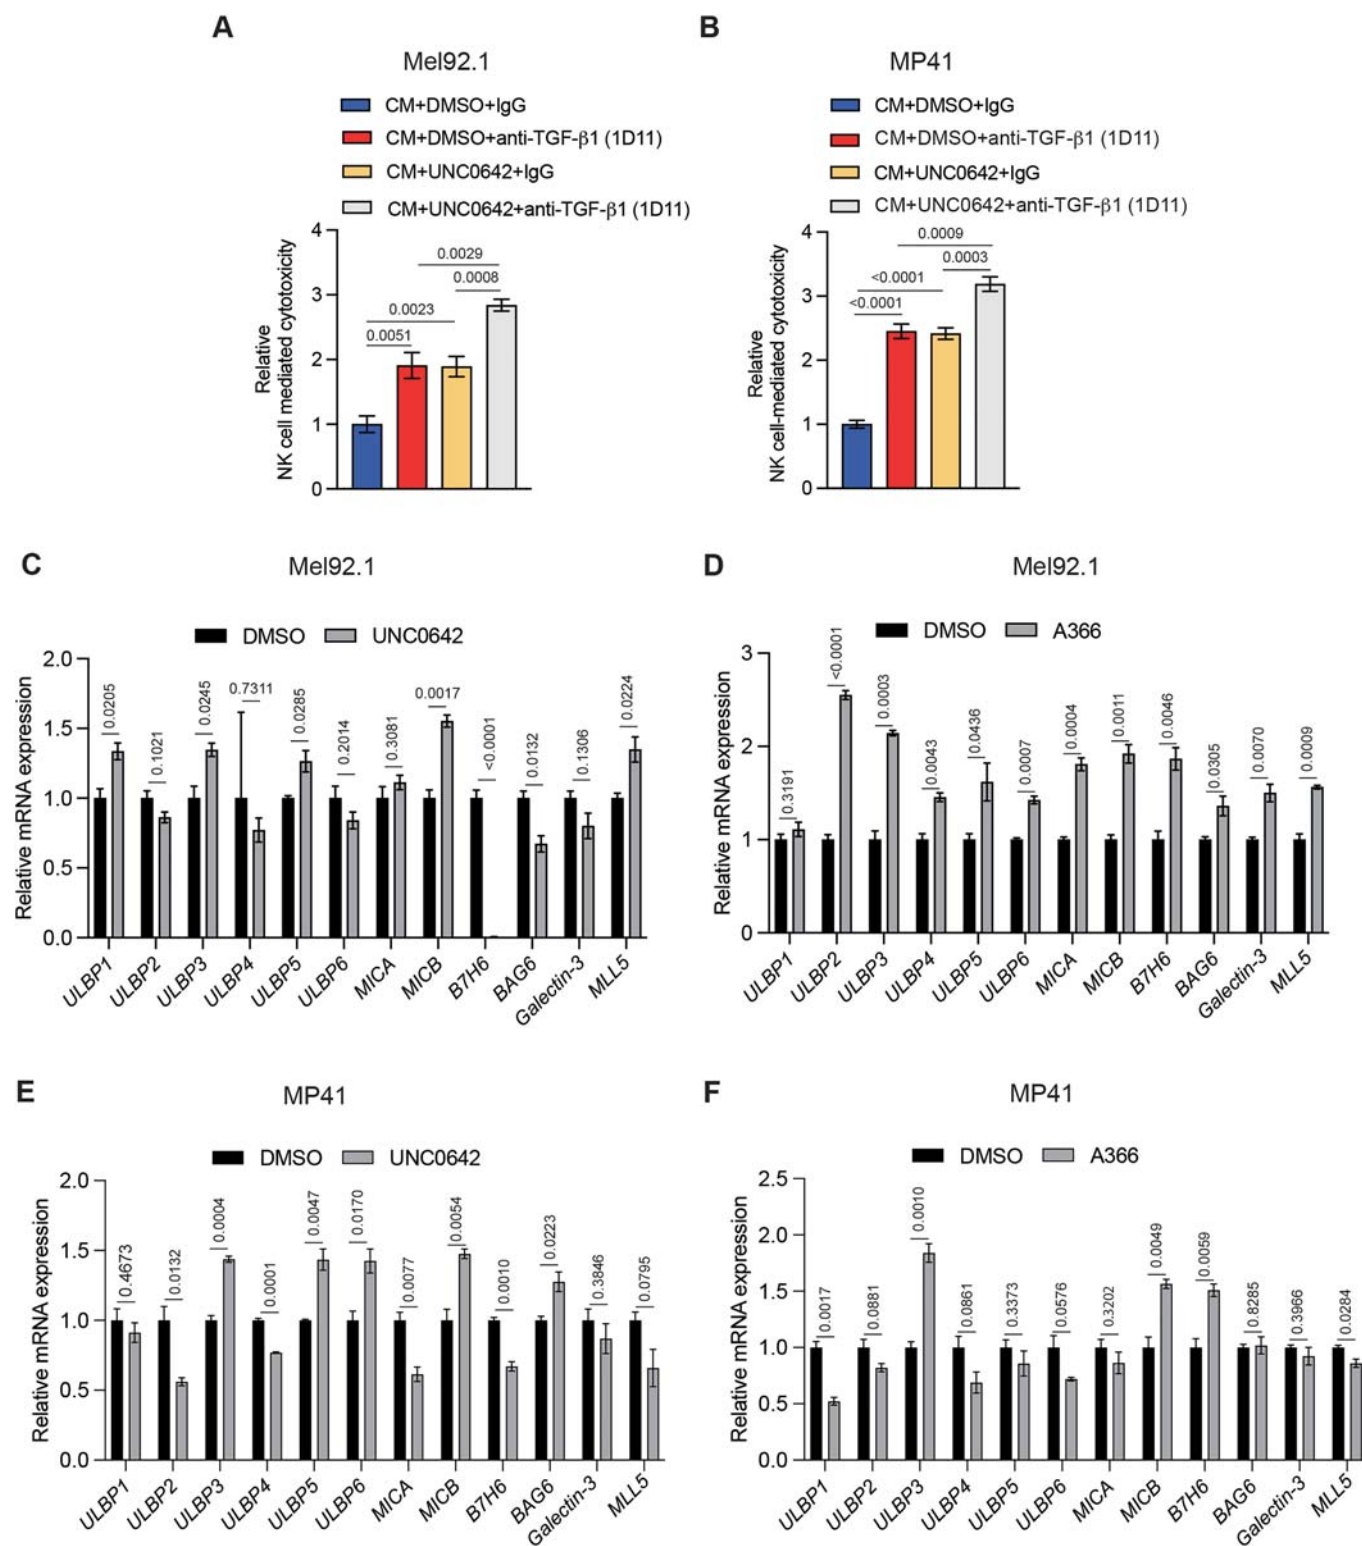

**Figure EV3. Simultaneous inhibition of EHMT2 and neutralization of TGF- $\beta$ 1 augments NK cell-mediated cytotoxicity, and analysis of NK cell ligands in UM cell lines following EHMT2 inhibition.**

(A) Mel92.1 cells were treated with the EHMT2 inhibitor UNC0642 (1  $\mu$ M) or DMSO for 72 h in Opti-MEM. Following this, conditioned media (CM) was then collected, concentrated, and used to treat NK cells for 24 h in the presence of either control IgG or a TGF- $\beta$ 1-neutralizing antibody (1D11). NK cells were then assessed for cytotoxic activity against Mel92.1 cells using an LDH-based cytotoxicity assay. The relative NK cell-mediated cytotoxicity under the indicated conditions is shown. ( $n = 5$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (B) MP41 cells were treated with the EHMT2 inhibitor UNC0642 (1  $\mu$ M) or DMSO for 72 h in Opti-MEM. Following this, conditioned media (CM) was then collected, concentrated, and used to treat NK cells for 24 h in the presence of either control IgG or a TGF- $\beta$ 1-neutralizing antibody (1D11). NK cells were then assessed for cytotoxic activity against MP41 cells using an LDH-based cytotoxicity assay. The relative NK cell-mediated cytotoxicity under the indicated conditions is shown. ( $n = 6$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (C) Mel92.1 cells treated with DMSO or UNC0642 (3  $\mu$ M) for 48 h were analyzed for the indicated mRNAs using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. *ACT1NB* was used for normalization. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (D) Mel92.1 cells treated with DMSO or A366 (3  $\mu$ M) for 48 h were analyzed for the indicated mRNAs using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. *ACT1NB* was used for normalization. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (E) MP41 cells treated with DMSO or UNC0642 (3  $\mu$ M) for 48 h were analyzed for the indicated mRNAs using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. *ACT1NB* was used for normalization. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (F) MP41 cells treated with DMSO or A366 (3  $\mu$ M) for 48 h were analyzed for the indicated mRNAs using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. *ACT1NB* was used for normalization. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. All quantitative data were presented as mean  $\pm$  SEM.

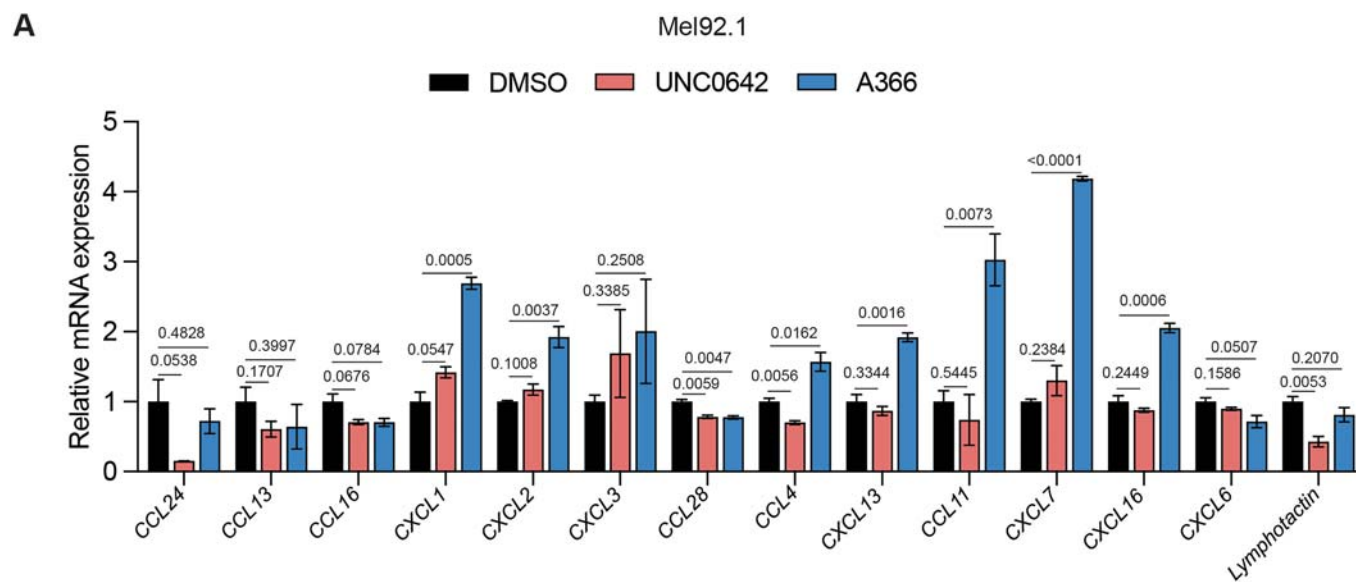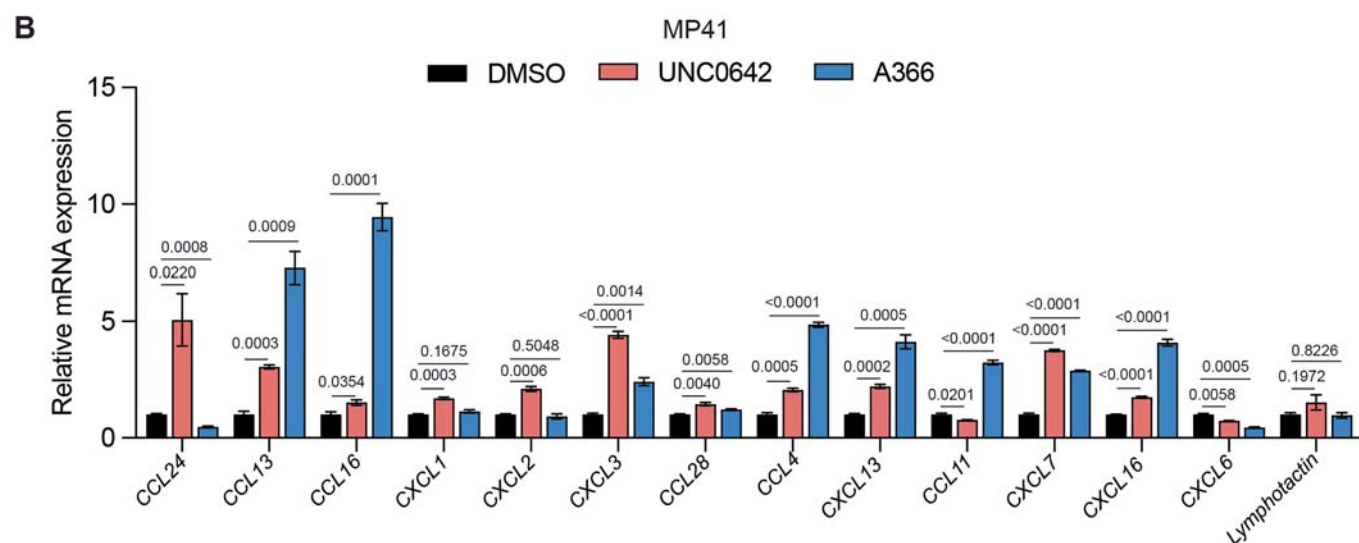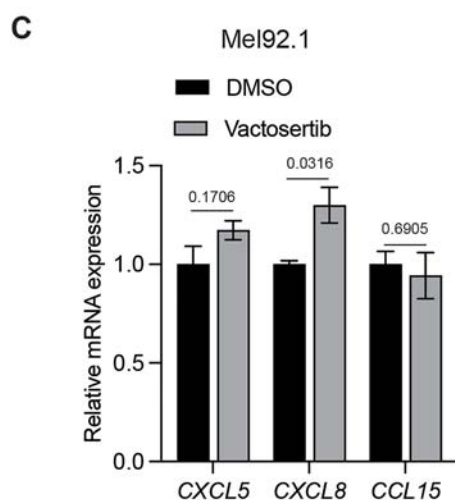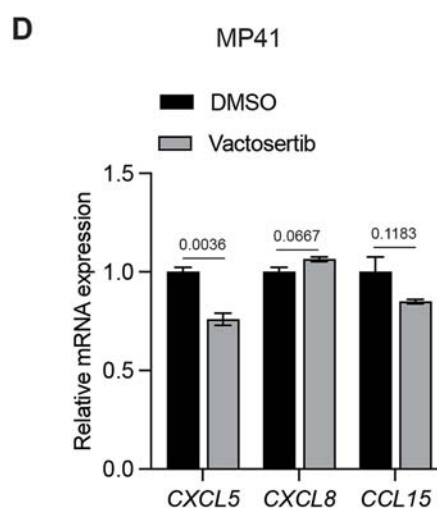

**Figure EV4. Analysis of human chemokines expression in uveal melanoma cell lines following EHMT2 inhibitor treatment.**

(A) Mel92.1 cells treated with DMSO, or UNC0642 (1  $\mu$ M), A366 (1  $\mu$ M) for 72 h were analyzed for indicated mRNAs using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. *ACT1NB* was used for normalization. ( $n = 3$ ). *P* values were calculated using unpaired two-tailed Student's *t*-test. (B) MP41 cells treated with DMSO, or UNC0642 (1  $\mu$ M), A366 (1  $\mu$ M) for 72 h were analyzed for indicated mRNAs using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. *ACT1NB* was used for normalization. ( $n = 3$ ). *P* values were calculated using unpaired two-tailed Student's *t*-test. (C) Mel92.1 cells treated with vacotosertib (1  $\mu$ M) for 48 h were analyzed for indicated mRNAs using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. *ACT1NB* was used for normalization. ( $n = 3$ ). *P* values were calculated using unpaired two-tailed Student's *t*-test. (D) MP41 cells were treated with vacotosertib (1  $\mu$ M) for 48 h were analyzed for the indicated mRNAs using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. *ACT1NB* was used for normalization. ( $n = 3$ ). *P* values were calculated using unpaired two-tailed Student's *t*-test. All quantitative data were shown as the mean  $\pm$  SEM.

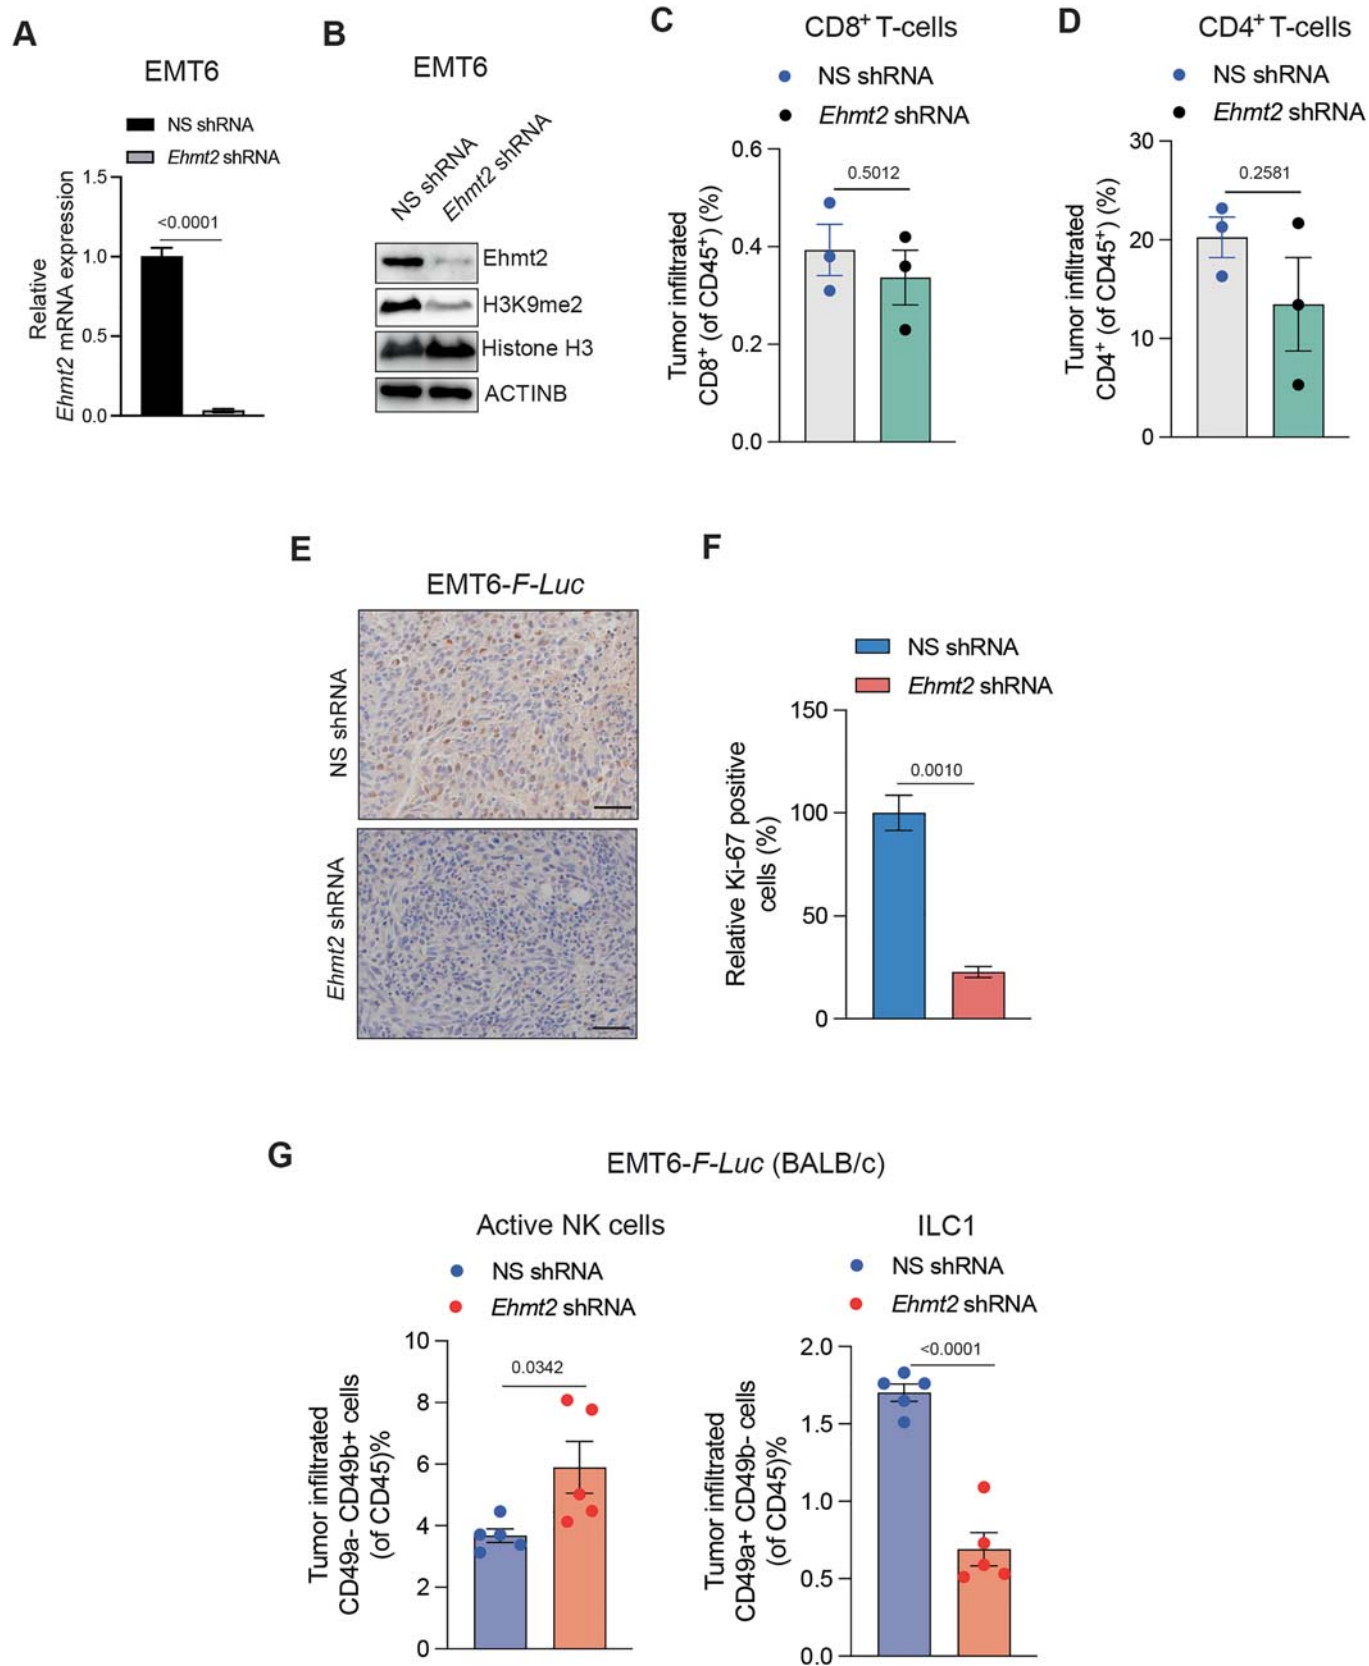

◀ **Figure EV5. Analysis of EMT6 tumors.**

(A) EMT6 cells expressing either nonspecific (NS) shRNA or *Ehmt2* shRNA were analyzed for mRNA expression for *Ehmt2* mRNA were analyzed using RT-qPCR analysis. Relative mRNA expression is plotted as the mean  $\pm$  SEM. *Actinb* was used for normalization. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (B) EMT6 cells expressing either NS shRNA or *Ehmt2* shRNA were analyzed for the expression of the indicated proteins by immunoblotting. Histone H3 and ACTINB were used as loading controls. (C) Firefly luciferase (*F-Luc*)-labeled EMT6 cells expressing either NS shRNA or *Ehmt2* shRNA were orthotopically injected into the mammary fat pad of female BALB/c mice. Measurement of tumor-infiltrated CD8<sup>+</sup> T-cells (%) in the EMT6 tumors under indicated conditions using FACS analysis. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (D) Firefly luciferase (*F-Luc*)-labeled EMT6 cells expressing either NS shRNA or *Ehmt2* shRNA were orthotopically injected into the mammary fat pad of female BALB/c mice. Measurement of tumor-infiltrated CD4<sup>+</sup> T-cells (%) in the EMT6 tumors under indicated conditions using FACS analysis and plotted. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (E) Ki-67 expression was analyzed by immunohistochemistry (IHC) in EMT6 tumor sections expressing NS shRNA and *Ehmt2* shRNA. Representative Ki-67 staining images of EMT6 tumor sections expressing NS shRNA and *Ehmt2* shRNA at 20 $\times$  magnifications are shown. Scale bar, 50  $\mu$ m. (F) Quantitation of Ki-67 staining for the experiment presented in panel (E). ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (G) EMT6 cells expressing NS shRNA or *Ehmt2* shRNAs were injected subcutaneously into BALB/c mice. Measurement of tumor-infiltrated NK cells (Lin<sup>-</sup>CD49a<sup>+</sup>CD49b<sup>+</sup>) and ILC1 (Lin<sup>-</sup>CD49a<sup>+</sup>CD49b<sup>+</sup>) in the EMT6 tumors under the indicated conditions using FACS analysis and plotted. ( $n = 5$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. All quantitative data were shown as the mean  $\pm$  SEM.

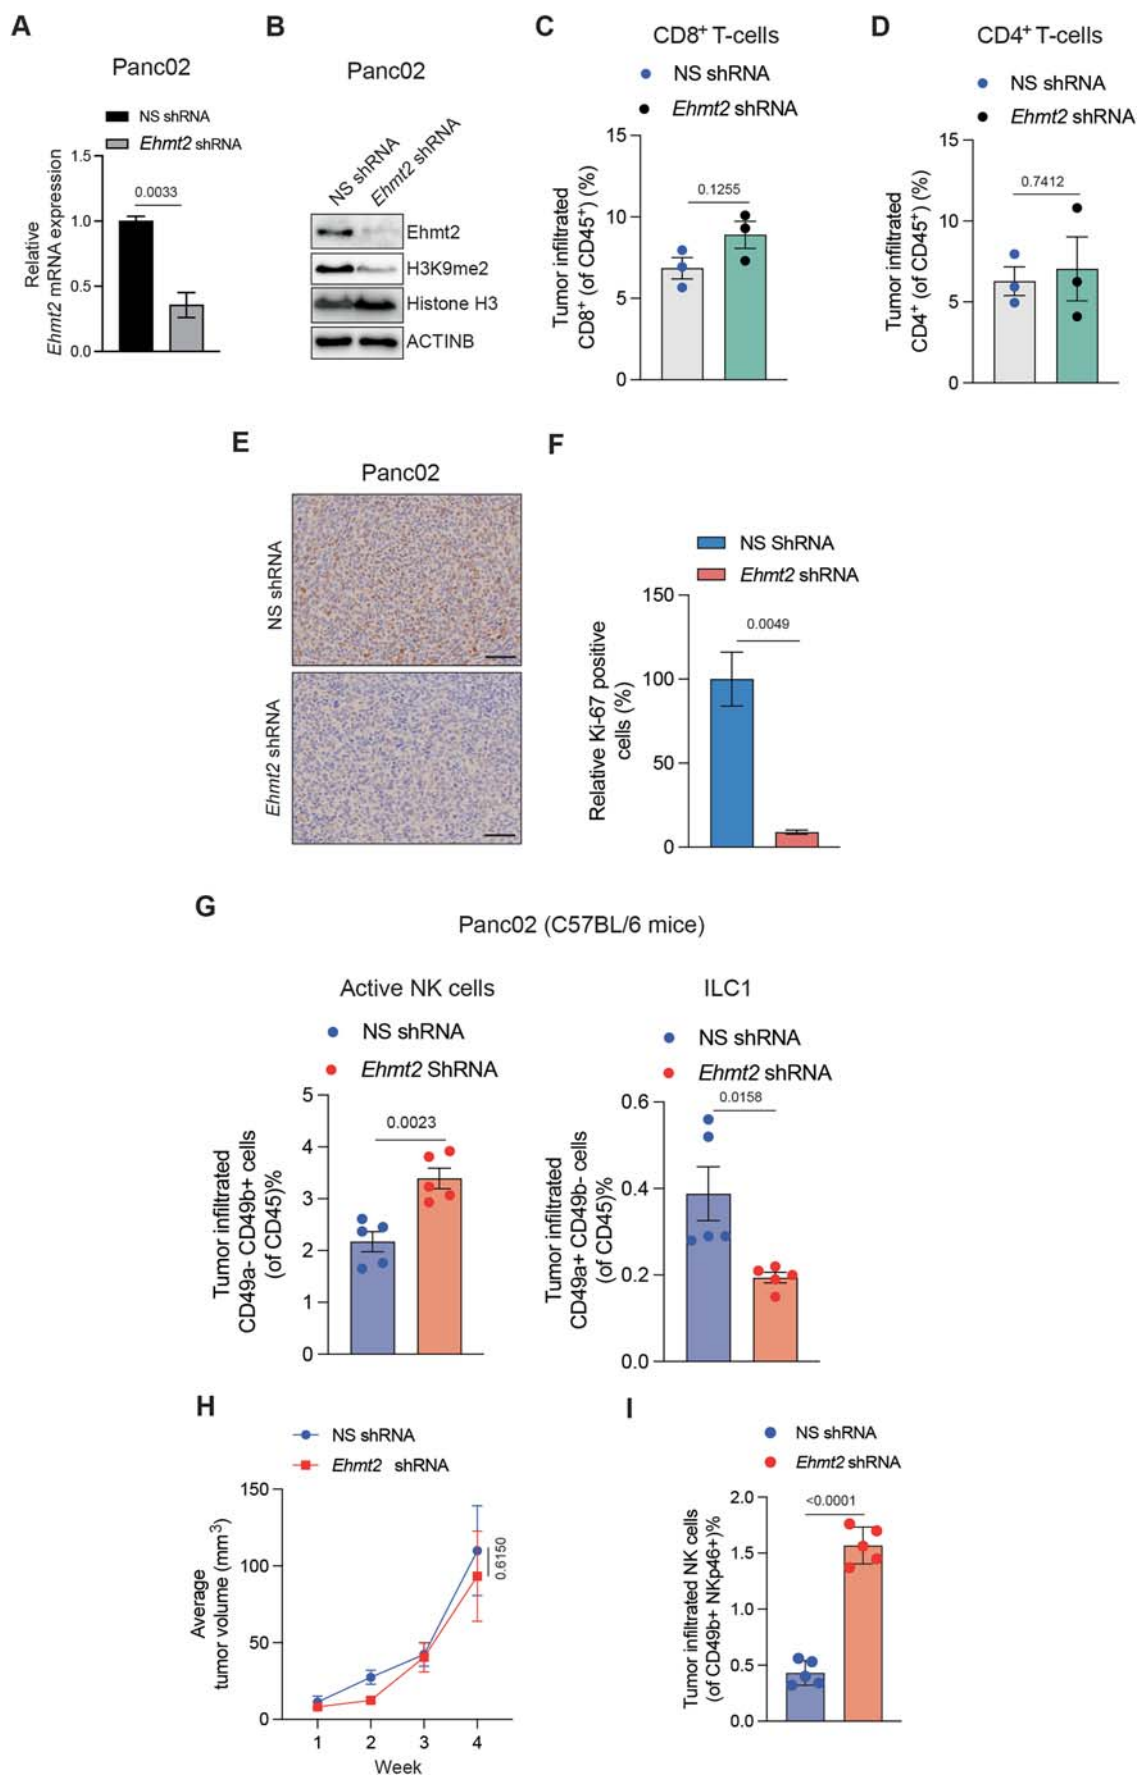

# Figure EV6. Analysis of Panc02 tumors.

(A) Panc02 cells expressing either nonspecific (NS) shRNA or *Ehmt2* shRNA were analyzed for mRNA expression for *Ehmt2* mRNA were analyzed using RT-qPCR analysis. Relative mRNA expression is plotted. *Actinb* was used for normalization. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (B) Panc02 cells expressing either NS shRNA or *Ehmt2* shRNA were analyzed for the expression of the indicated proteins by immunoblotting. Histone H3 and ACTINB were used as loading controls. (C) Panc02 cells expressing NS shRNA or *Ehmt2* shRNAs were injected subcutaneously into C57BL/6 mice. Measurement of tumor-infiltrated CD8<sup>+</sup> T-cells (%) in the Panc02 tumors under indicated conditions using FACS analysis and plotted. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (D) Panc02 cells expressing NS shRNA or *Ehmt2* shRNAs were injected subcutaneously into C57BL/6 mice. Measurement of tumor-infiltrated CD4<sup>+</sup> T-cells cells (%) in the Panc02 tumors under indicated conditions using FACS analysis and plotted. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (E) Ki-67 expression was analyzed by immunohistochemistry (IHC) in Panc02 tumor sections expressing NS shRNA and *Ehmt2* shRNA. Representative Ki-67 staining images of Panc02 tumor sections expressing NS shRNA and *Ehmt2* shRNA at 20 $\times$  magnifications are shown. Scale bar, 50  $\mu$ m. (F) Quantitation of Ki-67 staining for the experiment presented in panel (E) and plotted. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (G) Panc02 cells expressing NS shRNA or *Ehmt2* shRNAs were injected subcutaneously into C57BL/6 mice. Measurement of tumor-infiltrated NK cells (Lin<sup>-</sup>CD49a<sup>+</sup>CD49b<sup>+</sup>), and ILC1 (Lin<sup>-</sup>CD49a<sup>+</sup>CD49b<sup>-</sup>) in the Panc02 tumors under the indicated conditions using FACS analysis and plotted. ( $n = 5$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (H) Panc02 cells expressing either NS shRNA or *Ehmt2* shRNA were injected subcutaneously into C57BL/6 mice. Tumor volumes at the indicated times are plotted. ( $n = 5$ ). For the analysis of tumor progression in mice, the statistical assessment was performed using the area under the curve method, followed by unpaired two-tailed Student's  $t$ -tests. (I) Measurement of tumor-infiltrated NK cells (%) in the Panc02 tumors under the indicated conditions using FACS analysis and plotted. ( $n = 5$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. All quantitative data were shown as the mean  $\pm$  SEM.

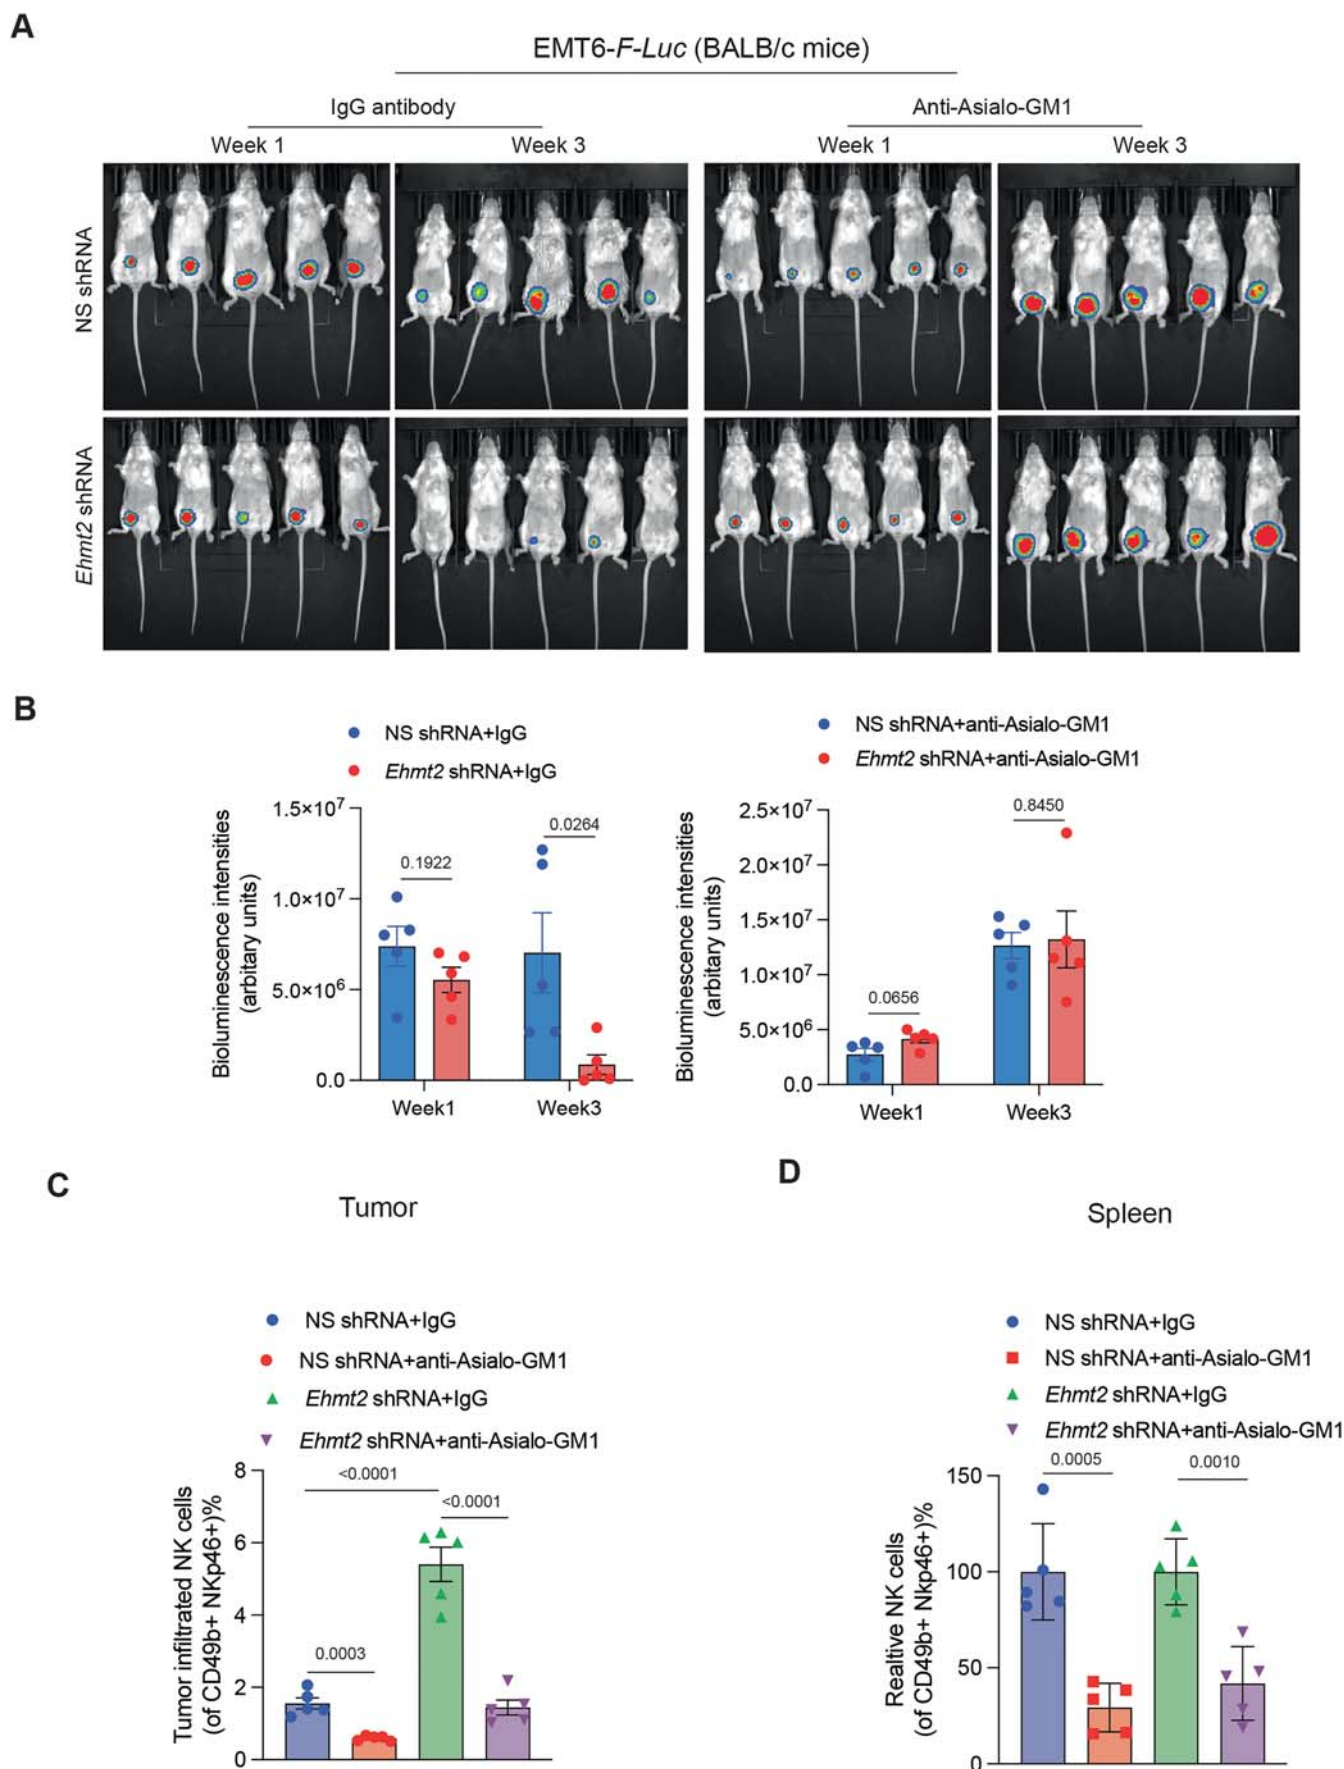

**Figure EV7. NK cells are necessary for *Ehmt2* knockdown-mediated tumor suppression in the immunocompetent syngeneic mouse model of EMT6.**

(A) Firefly luciferase (*F-Luc*)-labeled EMT6 cells expressing either nonspecific (NS) shRNA or *Ehmt2* shRNA were injected orthotopically into the mammary fat pad of female BALB/c mice ( $n = 5$ ) and treated with either IgG isotype control antibody (100  $\mu\text{g}/\text{mouse}$ ) or anti-Asialo-GM1 antibody (100  $\mu\text{g}/\text{mouse}$ ) one day before EMT6 cell line injections and then once a week during the course of the experiment. Bioluminescence images of mice at the indicated weeks after injection are shown. (B) Bioluminescence intensities of the mice at the indicated weeks under the indicated conditions for the experiment presented in panel (A) are plotted. ( $n = 5$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (C) Measurement of tumor-infiltrated NK cells (%) in EMT6 tumors expressing either NS shRNA or *Ehmt2* shRNA from BALB/c mice treated with IgG isotype control or anti-Asialo-GM1 antibodies using FACS analysis. ( $n = 5$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (D) Measurement of relative NK cells (%) in spleens from mice harboring EMT6 tumors expressing either NS shRNA or *Ehmt2* shRNA from mice treated with IgG isotype control or anti-Asialo-GM1 antibodies using FACS analysis. ( $n = 5$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. All quantitative data were shown as the mean  $\pm$  SEM.

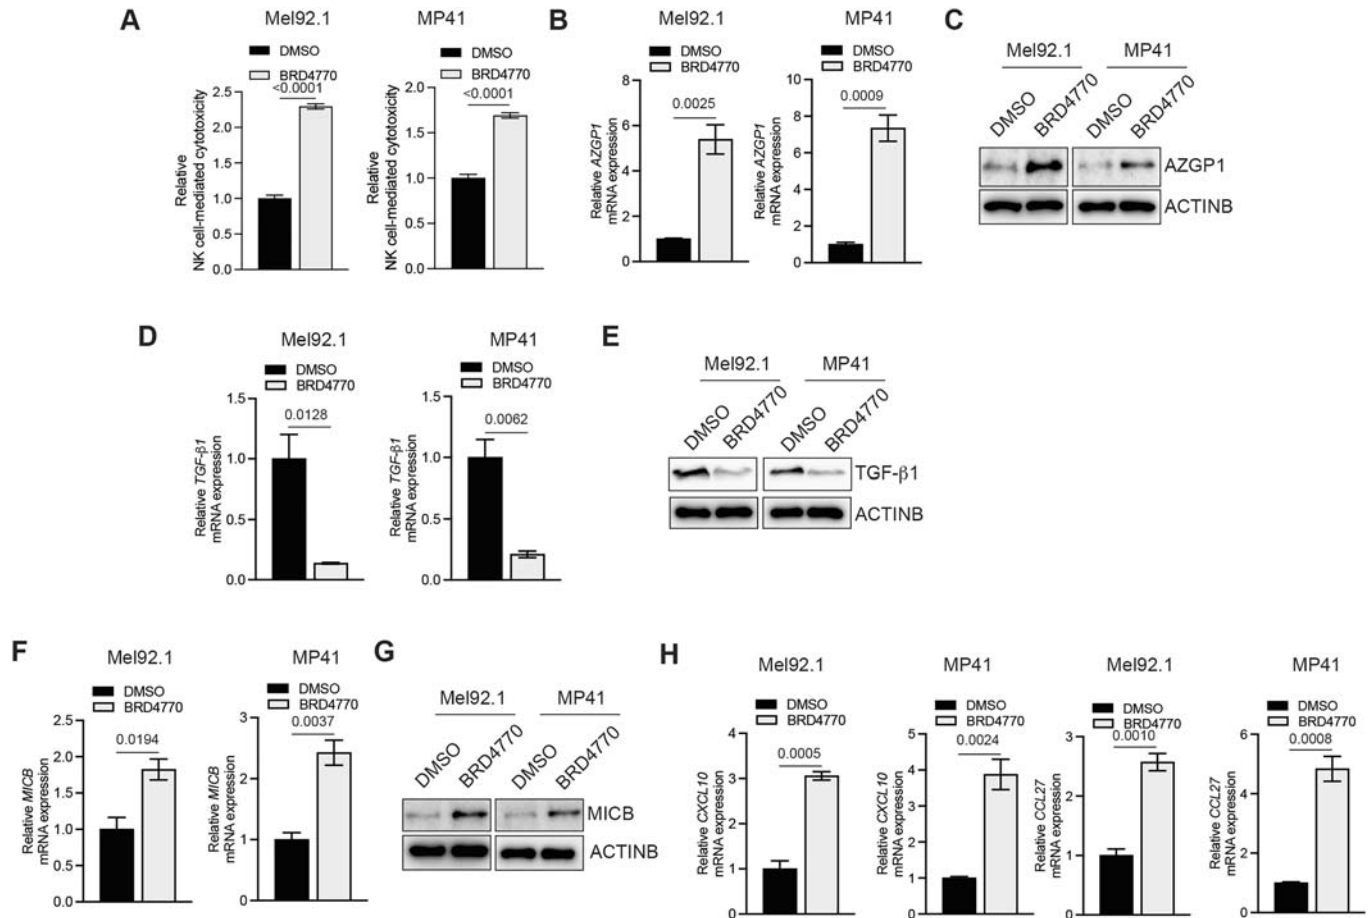

**Figure EV8. The EHMT2 inhibitor BRD4770 enhances NK cell-mediated cytotoxicity, upregulates AZGP1, suppresses TGF-β1, and induces CXCL10 and CCL27 expression.**

(A) Mel92.1 and MP41 cells were treated with DMSO or BRD4770 (5  $\mu$ M) for 48 h and NK cell-mediated cytotoxicity was measured using an LDH-based cytotoxicity assay. Relative NK cell-mediated cytotoxicity under the indicated conditions for indicated UM cell lines is plotted. ( $n = 5$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (B) Mel92.1 and MP41 cells treated with DMSO or BRD4770 (5  $\mu$ M) for 48 h and were analyzed for AZGP1 mRNA using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. ACTINB was used for normalization. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (C) Mel92.1 and MP41 cells were treated with DMSO or BRD4770 (5  $\mu$ M) for 48 h and were analyzed for AZGP1 expression by immunoblotting. ACTINB was used as a loading control. (D) Mel92.1 and MP41 cells were treated with DMSO or BRD4770 (5  $\mu$ M) for 48 h and were analyzed for TGF- $\beta$ 1 mRNA using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. ACTINB was used for normalization. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (E) Mel92.1 and MP41 cells were treated with DMSO or BRD4770 (5  $\mu$ M) for 48 h and were analyzed for TGF- $\beta$ 1 expression by immunoblotting. ACTINB was used as a loading control. (F) Mel92.1 and MP41 cells were treated with DMSO or BRD4770 (5  $\mu$ M) for 48 h and were analyzed for MICB mRNA using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. ACTINB was used for normalization. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. (G) Mel92.1 and MP41 cells were treated with DMSO or BRD4770 (5  $\mu$ M) for 48 h and were analyzed for MICB expression by immunoblotting. ACTINB was used as a loading control. (H) Mel92.1 and MP41 cells were treated with DMSO or BRD4770 (5  $\mu$ M) for 48 h and were analyzed for CXCL10 and CCL27 mRNAs using RT-qPCR. mRNA expression relative to DMSO-treated cells is plotted. ACTINB was used for normalization. ( $n = 3$ ).  $P$  values were calculated using unpaired two-tailed Student's  $t$ -test. All quantitative data were shown as the mean  $\pm$  SEM.

How the deposited data were processed for this re-analysis (not part of the article)

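RNA-seq was measured in the uveal melanoma cell lines Mel92.1 and MP41 after 48 h with DMSO, UNC0642 (1 μM) or A366 (1 μM), with 3 replicates per group and 18 libraries. The authors describe removal of adapters and of bases of low quality, alignment with Bowtie2 and TopHat to the mm10 build of the mouse, FPKM values from Cufflinks, and Benjamini-Hochberg adjustment. The table the authors deposited holds expected counts per gene from RSEM, not normalized for library size, for 26475 human gene symbols. Between 5.85% and 13.4% of the values in a library are not whole numbers. The aligner, annotation and genome build behind the table are not stated with it. The methods name an Illumina HiSeq instrument and oligo-dT selection. The deposited extraction protocol names oligo-dT selection too, and the deposited series text names an Illumina NextSeq instrument and removal of ribosomal RNA. All columns of the table that hold a library were used, and 0 were left out.

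Libraries were assigned to a condition and replicate by their labels alone. A check against Dataset EV1 showed that it lists 14 libraries under their labelled condition and 4 under the other cell line, the ones labelled A366 replicates 2 and 3 of either line. Results are therefore given as labelled, as set before the data were examined, and again with the placement of Dataset EV1, which was chosen after seeing the data together with every alternative run within it.

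Expected counts were rounded to whole numbers. In each cell line, the 9 libraries were fitted together with edgeR 4.0.16 in R 4.3.3, with filterByExpr, TMM factors, glmQLFit and glmQLFTest, and with Benjamini-Hochberg adjustment and a threshold of 0.05. Each inhibitor was compared with DMSO, and A366 with UNC0642. A difference in response between the cell lines was tested as an interaction (the change in Mel92.1 minus that in MP41) in 1 fit of the 18 libraries, over 15799 genes. Gene lists were tested with camera at a preset correlation of 0.01, for the mean of both inhibitors against DMSO, adjusted over the 8 tests of list and line. The lists were ZNF genes (symbols of ZNF with a number), TGF-β response genes, interferon response genes and integrated stress response genes. The ZNF and stress lists were prompted by genes that Dataset EV1 names for Mel92.1, so they are independent of the study only in MP41. CPM values are scaled by the TMM factors. Differences of the log2 CPM used a prior count of 0.5. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 made the tables and plots.

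The genes named were set by a rule: the 8 listed genes, TGFB1, EHMT2 and EHMT1, the ligands of NKG2D, the chemokines of Fig. 5, up to 5 genes in each direction past the threshold the same way in all 4 comparisons, and the 3 largest rises and falls of each comparison. The genes of the single comparisons had to be past the threshold, with at least 1 CPM on average in 1 of the groups and no overlap between the replicates of inhibitor and DMSO. A fold against a group whose libraries all hold 3 counts or fewer was computed against 3 counts and is given as a lower bound.

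The alternatives were DESeq2 1.42.0 with its Wald test, RLE factors, library size without a composition factor, no filter on low counts, a filter at a mean of 1 CPM, the replicate number as a block, and an offset for GC content without and with that block. Further ones were limma 3.58.1 on log2(CPM + 1), limma voom with sample quality weights, fits of only the 6 libraries compared or of all 18, thresholds with a fold change of at least 1.5 on the adjusted or the unadjusted p, fry and an estimated correlation for the lists, and leaving out each library in turn. An offset for GC content and transcript length was added after seeing the data. It used the median transcript length of a gene at first and the longest transcript in the form reported. GC content and length came from GENCODE release 29 (GRCh38), where 23899 symbols were found by name, 1149 through a RefSeq synonym and 26 through an older symbol, and 1401 were not found.

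On data simulated from the fits under the placement of Dataset EV1, with 200 changed genes at a log2 change of 1.5, the test of each line recovered 196 in Mel92.1 (11 false calls) and 200 in MP41 (11 false calls), and the interaction recovered 193 (15 false calls). The DESeq2 Wald test made 57 and 19 false calls on the same simulated lines. On data simulated from the fits of the libraries as labelled, where the variation is wider, the main test recovered 121 of 200 in Mel92.1 (5 false calls) and 142 of 200 in MP41 (9 false calls). Total counts ran from 23601156 to 62941462 per library, with a median of 41955693. The ligands ULBP1, RAET1G and RAET1L and the chemokines CXCL5 and CCL27 were below the filter in both lines, and a change in them was not detectable at this depth.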

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

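The tests of the share of the other line's genes, of the labels in Dataset EV1, of the direction of the called genes, of GC content and length, and of other groupings of the A366 and DMSO libraries for the stress genes were chosen only after the results they bear on were seen; the tests of library size, of ribosomal RNA genes, of a difference between the inhibitors and of all remaining groupings were set beforehand, as was the correlation with the difference between the lines.

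With the libraries as labelled, the response to A366 differed between the cell lines for 7801 of 15799 genes, by edgeR's quasi-likelihood test of the interaction with Benjamini-Hochberg adjustment (3745 with a higher change in Mel92.1, 4056 with a lower one, and 9080 at an unadjusted p under 0.05). The test of the difference itself marks the result out. In 50 relabellings of the 9 libraries within each line, the real one included, only the real one gave as many genes. The next highest gave 6623. The tables argue against a mixture of cells in the 4 libraries labelled A366 replicates 2 and 3, since the genes specific to the labelled line reached at most 0.0384% of their DMSO level there. They also argue against a response to A366 that would bring in the genes of the other line, which stayed at or below 0.0212% in A366 replicate 1 of either line. The 4 libraries hold cells of the line they are not labelled with: their counts correlated across 10389 genes at 0.937 to 0.993 with the DMSO libraries of the other line and at 0.741 to 0.785 with those of the labelled one (Spearman's rho). A candidate explanation that the values leave standing is an exchange of samples or of labels between the lines. Dataset EV1 carries the 4 libraries under the other line, and the log2 fold changes for A366 in MP41 as labelled correlate across genes with the difference between the DMSO libraries of the lines (Spearman's rho 0.93, where genes are not independent replicates). Of the 4951 genes called for A366 in MP41 as labelled, 99.2% moved toward their level in the DMSO libraries of Mel92.1, so an exchange is a candidate explanation for these calls too. With the placement of Dataset EV1 the share was 68.9% of 6884 genes, so the direction alone does not part an exchange from other sources. At which step the exchange took place remains open, since the counts carry no record of it. The inhibitor can be judged from single genes only, with the placement of Dataset EV1. CHAC1 in MP41 stood at 59.2 to 72.2 CPM with A366, against 7.46 to 8.14 with UNC0642 and 15.6 to 18.0 with DMSO. BANCR in Mel92.1 stood at 8.07 to 9.39 CPM, against 2.04 to 3.22 and 0.441 to 0.852. For these genes the values argue against UNC0642 or DMSO in the 4 libraries. Other named genes, such as AZGP1 in Mel92.1, overlapped between the inhibitors. A difference between the lines in their response to A366 stays open too and was tested under the other placement.

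With the 4 libraries placed as in Dataset EV1, the response differed between the lines for 95 genes with UNC0642 (76 with a higher change in Mel92.1, 19 with a lower one, 1546 unadjusted) and for 2179 genes with A366 (810 higher, 1369 lower, 4802 unadjusted). In 50 relabellings within the lines, 3 gave as many genes as the real one for UNC0642 and 2 did for A366, the real one included in each, so for UNC0642 other groupings are not argued against. With an offset for GC content and length the counts were 176 and 875, so a trend of these kinds is argued against as the whole source of either count. It may hold part of the A366 count, which was lower with the offset. Without Mel92.1 DMSO replicate 3, 621 genes passed for A366, and without Mel92.1 DMSO replicate 1, 3874. Without Mel92.1 UNC0642 replicate 2, 176 genes passed for UNC0642. A biological difference between the lines stays open and was not tested apart from the lines themselves.

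Integrated stress response genes moved in opposite directions in the lines with A366 under the placement of Dataset EV1. Their median difference (Mel92.1 minus MP41, 35 genes) was -0.84 on the log2 scale, with an adjusted p of 8.08e-46 by camera on edgeR's fit and 9.04e-07 with the correlation between genes estimated, adjusted over 8 tests. The median log2 fold change in Mel92.1 was -0.15 with UNC0642 and -0.21 with A366, and in MP41 it was -0.18 with UNC0642 and 0.58 with A366. The direction thus parted the lines with 1 of the 2 inhibitors, which argues against a difference between the inhibitors alone, as they moved the list the same way in Mel92.1. For the mean of both inhibitors in MP41, GC content and length are argued against as the source of the rise, as the median stayed at 0.188 with the offset, against 0.24 without it. For that mean, however, 40 of the 84 splits of the 9 libraries into 3 and 6, the test set beforehand, gave a p as small in MP41, so other groupings are not argued against there, while 1 of 84 did in Mel92.1. The inhibitors move the list apart in MP41, so their mean says little of A366 alone. For A366 against DMSO, 1 of the 10 splits of the 6 libraries, the real one, gave a p as small in MP41 and 1 of 10 did in Mel92.1, which is the lowest share that 3 against 3 can give, so chance and A366 cannot be told apart by these splits. CHAC1, of the list, changed by -1.96 and -1.95 in Mel92.1 and by -1.12 in MP41 with UNC0642, and by 1.94 with A366 in MP41. With A366, DDIT4 changed by -1.57 in Mel92.1 and 0.45 in MP41, and SESN2 by -0.75 and 0.68. Genes of this list in Dataset EV1 for Mel92.1 prompted the list, so the value for MP41 is the independent one. With the libraries as labelled, the medians for the mean of both inhibitors were 0.037 in Mel92.1 and 0.0049 in MP41, and all 84 splits in each line gave a p as small. A response of MP41 to A366 stays open, and it was not tested apart from these libraries.

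Of the 6884 genes that passed for A366 in MP41 under the placement of Dataset EV1, 6761 are absent from Dataset EV1. It lists only genes changed with both inhibitors, so most genes that change with A366 alone are bound to be absent, and the number marks a comparison for which the paper gives no list. Library size is argued against, as 6781 genes passed with all 9 libraries drawn down to a total of 37531524 counts, and so are the ribosomal RNA genes, as 6889 passed without them. The log2 fold changes followed transcript length (Spearman's rho -0.53 across 13453 genes) and GC content (0.51). They correlated at 0.66 across 13767 genes with a difference between untreated libraries of the other line, Mel92.1 DMSO replicates 2 and 3 against replicate 1, which followed length (-0.62) and GC content (0.44) as well. The correlation was 0.63 with Mel92.1 A366 replicate 3 against replicate 2, and 0.056 with the response to A366 in Mel92.1. A technical difference between libraries is therefore a candidate explanation for the trend. GC content and length are argued against as the whole source of the count, since 4921 genes passed with an offset for them. The offset takes out only trends of these kinds, so a wider technical difference between libraries stays open as the source of the count. Only the real one of the 10 splits of the 6 libraries gave as many genes for A366 in MP41, which is the lowest share that 3 against 3 can give, so chance and A366 cannot be told apart by that count. A response to A366 in MP41 stays open for the genes that pass with the offset.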

How the results depend on the processing

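The placement of Dataset EV1 and the offset for GC content and length were chosen after seeing the data, and every alternative of the plan was run under both placements. Counts are of genes past the threshold for the comparison in brackets: an inhibitor in a line against DMSO, the 2 inhibitors against each other, the response to an inhibitor between the lines, all 4 comparisons higher or lower, and the 8 listed genes higher in all 4. Log2 values are medians for gene lists and log2 fold changes for single genes. A number after a condition is that of the replicate left out, and the brackets of such ranges hold the values that changed sign, changed side of the threshold or moved a count by more than 1.5 times. The cause of a change was not tested, except that a stricter threshold takes genes away by its construction and a fit with fewer libraries has fewer samples.

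Some results kept their direction and their side of the threshold under every alternative with the libraries as labelled. No gene was lower in all 4 comparisons under any of the 34. The median of the TGF-β response genes in MP41 stayed between -0.33 and -0.036 under all 20, with adjusted p 0.055 to 0.871 (camera or fry on edgeR's fit, Benjamini-Hochberg). TGFB1 with UNC0642 in Mel92.1 stayed between -0.38 and -0.094 under all 23. Under the placement of Dataset EV1, the integrated stress response genes kept both under all 19 alternatives, between -0.30 and -0.16 in Mel92.1 (adjusted p up to 0.00103) and between 0.19 and 0.28 in MP41 (adjusted p up to 0.013, camera or fry on edgeR's fit, Benjamini-Hochberg). TGFB1 with UNC0642 in Mel92.1 stayed between -0.38 and -0.085 under all 22 there. All medians of gene lists stayed as they were when genes near 0 counts were set to their bounds.

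As labelled, 4951 genes passed for A366 in MP41, 4670 for A366 against UNC0642 in MP41 and 7801 for A366 between the lines, and 0 in every other count. RLE factors, a mean of at least 1 CPM as the filter and an added fold change of 1.5 moved none of these by more than 1.5 times and changed no call for a gene list or TGFB1. DESeq2's Wald test gave 22 (UNC0642 in Mel92.1), 1458 (A366 in Mel92.1), 11 (UNC0642 in MP41), 1573 (A366 against UNC0642 in Mel92.1) and 60 (UNC0642 between the lines). The GC-content and length offset gave 1 (A366 in Mel92.1), 2059 (A366 in MP41) and 2331 (A366 against UNC0642 in MP41), with log2 values of 0.25 (TGF-β response genes in Mel92.1, past the threshold) and -0.056 (integrated stress response genes in MP41). A GC-content offset gave log2 values of 0.23 (TGF-β response genes in Mel92.1, past the threshold) and -0.040 (integrated stress response genes in MP41). Fitting all 18 libraries at once gave 9 (UNC0642 in Mel92.1) and 5 (A366 in Mel92.1). Scaling by library size only gave 1 (A366 in Mel92.1), with log2 values of 0.14 (TGF-β response genes in Mel92.1, past the threshold), -0.034 (integrated stress response genes in Mel92.1) and -0.064 (integrated stress response genes in MP41). Limma on log2(CPM + 1) gave log2 values of -0.051 (KRT23 with A366 in Mel92.1) and -0.0092 (LINC00426 with A366 in Mel92.1). Limma voom with sample quality weights gave 259 (UNC0642 in Mel92.1), 9462 (A366 in Mel92.1), 123 (UNC0642 in MP41), 10337 (A366 in MP41), 2 (all 4 higher), 1 (the listed genes), 8517 (A366 against UNC0642 in Mel92.1), 10059 (A366 against UNC0642 in MP41), 181 (UNC0642 between the lines) and 12286 (A366 between the lines), with log2 values of 0.30 (TGFB1 with A366 in Mel92.1, past the threshold), 0.00010 (TGFB1 with UNC0642 in MP41), -0.68 (KRT23 with A366 in Mel92.1), -0.74 (LINC00426 with A366 in Mel92.1) and -0.65 (NOX5 with A366 in MP41, past the threshold). Leaving out the filter on low counts gave 1 (A366 in Mel92.1), with log2 values of 0.15 (TGF-β response genes in Mel92.1, past the threshold) and -0.0070 (integrated stress response genes in Mel92.1). Using only the 6 libraries of the 2 groups gave 42 (UNC0642 in Mel92.1), 116 (UNC0642 in MP41) and 0 (A366 in MP41, 5544 unadjusted). An unadjusted p under 0.05 with a fold change of at least 1.5 gave 175 (UNC0642 in Mel92.1), 2675 (A366 in Mel92.1), 137 (UNC0642 in MP41), 1 (all 4 higher), 1 (the listed genes), 2822 (A366 against UNC0642 in Mel92.1) and 222 (UNC0642 between the lines).

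The single gene for A366 in Mel92.1 was BANCR each time, and the 5 with all 18 libraries were AZGP1, BANCR, BTK, MORC2 and NOX5. AZGP1 and RCN1 were higher in all 4 with voom's weights, and AZGP1 with the unadjusted p. BTK, MORC2 and RCN1 were named after their values were seen. For fry and for camera with an estimated correlation, the medians are those of the main test, and the calls for -0.24 (ZNF genes in Mel92.1), 0.28 (interferon response genes in Mel92.1) and -0.13 (ZNF genes in MP41) were no longer past the threshold with either. The placement of Dataset EV1, set against the labels, gave 100 (UNC0642 in Mel92.1), 31 (A366 in Mel92.1), 36 (UNC0642 in MP41), 2 (all 4 higher), 2 (the listed genes), 24 (A366 against UNC0642 in Mel92.1), 95 (UNC0642 between the lines) and 2179 (A366 between the lines), with log2 values of -0.028 (TGF-β response genes in Mel92.1), 0.048 (interferon response genes in Mel92.1, no longer past it), -0.20 (integrated stress response genes in Mel92.1, past the threshold), 0.15 (interferon response genes in MP41, past the threshold), 0.24 (integrated stress response genes in MP41, past the threshold), -0.23 (TGFB1 with A366 in Mel92.1), 0.25 (TGFB1 with A366 in MP41, past the threshold) and 1.14 (SLAMF7 with A366 in Mel92.1, past the threshold). The signs that changed for the integrated stress response genes as labelled come from medians near 0 (0.037 and 0.0049).

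With the placement of Dataset EV1, the counts were 100 (UNC0642 in Mel92.1), 31 (A366 in Mel92.1), 36 (UNC0642 in MP41), 6884 (A366 in MP41), 24 and 6450 (A366 against UNC0642 in Mel92.1 and MP41), 95 and 2179 (UNC0642 and A366 between the lines), 2 (all 4 higher), 0 (all 4 lower) and 2 (the listed genes). Limma on log2(CPM + 1) moved no count by more than 1.5 times and changed no call of a main result. DESeq2's Wald test gave 384 (UNC0642 in Mel92.1), 171 (A366 in Mel92.1), 180 (UNC0642 in MP41), 6 (all 4 higher), 2 (all 4 lower), 213 (A366 against UNC0642 in Mel92.1), 315 (UNC0642 between the lines) and 3489 (A366 between the lines). The GC-content and length offset gave 217 (UNC0642 in Mel92.1), 51 (A366 in Mel92.1), 146 (UNC0642 in MP41), 98 (A366 against UNC0642 in Mel92.1), 176 (UNC0642 between the lines) and 875 (A366 between the lines), with log2 values of 0.036 (interferon response genes in Mel92.1, past the threshold), 0.013 (TGF-β response genes in MP41), -0.048 (TGFB1 with A366 in MP41) and 0.018 (EHMT2 with A366 in Mel92.1). A GC-content offset gave 60 (UNC0642 in MP41), with log2 values of 0.029 (interferon response genes in Mel92.1, past the threshold), -0.041 (TGFB1 with A366 in MP41) and 0.029 (EHMT2 with A366 in Mel92.1). RLE factors in edgeR gave a log2 value of 0.24 (TGFB1 with A366 in MP41, no longer past it). A fold change of at least 1.5 on top of the adjusted p gave 19 (UNC0642 in MP41), 2110 (A366 in MP41), 1932 (A366 against UNC0642 in MP41) and 1176 (A366 between the lines). Fitting all 18 libraries at once gave 298 (UNC0642 in Mel92.1), 136 (A366 in Mel92.1), 11 (UNC0642 in MP41) and 1 (the listed genes). Scaling by library size only gave 18 (UNC0642 in Mel92.1), 14 (A366 in Mel92.1), 10 (A366 against UNC0642 in Mel92.1), 25 (UNC0642 between the lines) and 482 (A366 between the lines), with log2 values of -0.053 (interferon response genes in Mel92.1, past the threshold), 0.18 (TGFB1 with A366 in MP41, no longer past it), 0.013 (EHMT2 with A366 in Mel92.1) and -0.20 (MICA with UNC0642 in Mel92.1). Limma voom with sample quality weights gave 413 (UNC0642 in Mel92.1), 3087 (A366 in Mel92.1), 154 (UNC0642 in MP41), 10 (all 4 higher), 1 (all 4 lower), 214 (A366 against UNC0642 in Mel92.1), 243 (UNC0642 between the lines) and 9276 (A366 between the lines), with log2 values of -0.31 (TGFB1 with A366 in Mel92.1, past the threshold), 0.0038 (TGFB1 with UNC0642 in MP41) and -0.069 (MICA with UNC0642 in Mel92.1). A mean of at least 1 CPM as the filter gave a log2 value of 0.12 (interferon response genes in MP41, no longer past it). Leaving out the filter on low counts gave 61 (UNC0642 in MP41), with a log2 value of 0.041 (interferon response genes in Mel92.1, past the threshold). Using only the 6 libraries of the 2 groups gave 42 (UNC0642 in Mel92.1), 123 (A366 in Mel92.1), 116 (UNC0642 in MP41), 1 (all 4 higher) and 1 (the listed genes), with a log2 value of 0.25 (TGFB1 with A366 in MP41, no longer past it). An unadjusted p under 0.05 with a fold change of at least 1.5 gave 416 (UNC0642 in Mel92.1), 192 (A366 in Mel92.1), 394 (UNC0642 in MP41), 2345 (A366 in MP41), 9 (all 4 higher), 5 (the listed genes), 290 (A366 against UNC0642 in Mel92.1), 2175 (A366 against UNC0642 in MP41) and 747 (UNC0642 between the lines).

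The genes lower in all 4 were ZNF274 and ZNF320 with DESeq2 and ZNF320 with voom's weights, named after their values were seen. AZGP1 and NOX5 were higher in all 4, and where 1 gene is given for the 6 libraries or the block it was NOX5, as it was with all 18 libraries among the listed genes. The 5 listed genes with the unadjusted p were AZGP1, BANCR, KRT23, NOX5 and SERPINA1. Camera with an estimated correlation kept the medians of the main test and left -0.14 (ZNF genes in Mel92.1), -0.22 (ZNF genes in MP41) and 0.15 (interferon response genes in MP41) no longer past the threshold, while fry put 0.048 (interferon response genes in Mel92.1) past it.

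The replicate numbers do not pair the libraries: correlations of the residuals between libraries of the same number ran from -0.128 to 0.082 in Mel92.1 and -0.013 to 0.072 in MP41 as labelled, and from -0.227 to 0.267 (1 of 9 pairs over 0.1) and -0.098 to 0.072 with the placement of Dataset EV1. A block on the number therefore takes up degrees of freedom without a pairing to remove, and a call lost under it is no measure of an effect. A block on the replicate number, as labelled, gave 3005 (A366 against UNC0642 in MP41), with log2 values of -0.0066 (integrated stress response genes in MP41) and -0.16 (KRT23 with A366 in Mel92.1). That block with a GC-content offset, as labelled, gave 0 (A366 in MP41, 5792 unadjusted), with log2 values of 0.21 (TGF-β response genes in Mel92.1, past the threshold), -0.0088 (integrated stress response genes in Mel92.1), -0.11 (integrated stress response genes in MP41) and -0.21 (KRT23 with A366 in Mel92.1). A block on the replicate number under the placement of Dataset EV1 gave 46 (UNC0642 in Mel92.1), 10 (A366 in Mel92.1), 9 (UNC0642 in MP41), 1 (all 4 higher), 1 (the listed genes), 6 (A366 against UNC0642 in Mel92.1), 59 (UNC0642 between the lines) and 1176 (A366 between the lines), with log2 values of 0.14 (interferon response genes in MP41, no longer past it) and 0.24 (TGFB1 with A366 in MP41, no longer past it). That block with a GC-content offset under the placement of Dataset EV1 gave 41 (UNC0642 in Mel92.1), 8 (A366 in Mel92.1), 19 (UNC0642 in MP41), 1 (all 4 higher) and 1 (the listed genes), with log2 values of 0.022 (interferon response genes in Mel92.1, past the threshold), -0.040 (TGFB1 with A366 in MP41) and 0.025 (EHMT2 with A366 in Mel92.1).

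Scaling by library size only moved the share of higher genes by more than 10 points in 4 comparisons. As labelled, A366 in MP41 went from 59% to 47% (2061 higher and 2321 lower of 4382) and A366 against UNC0642 in MP41 from 60.1% to 47% (1952 and 2200 of 4152). With the placement of Dataset EV1, A366 against UNC0642 went from 49% to 38% in MP41 (2385 and 3893 of 6278) and from 62.5% to 90% in Mel92.1 (9 and 1 of 10). The median of all genes shifts with that scaling, for UNC0642 in Mel92.1 from -0.023 to -0.23 as labelled and from -0.022 to -0.23 with the placement of Dataset EV1, for A366 in MP41 as labelled from 0.020 to -0.13, and for A366 against UNC0642 from 0.011 to 0.30 (Mel92.1) and 0.0035 to -0.16 (MP41) as labelled and 0.014 to 0.25 (Mel92.1) with the placement of Dataset EV1.

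Without A366 replicate 1 of a line, the A366 libraries left as labelled all carry the genes of the other line. Fits without that replicate therefore compare the lines along with the treatment. Leaving out each library in turn gave these ranges as labelled, each over 9 fits. For counts they were UNC0642 in Mel92.1, 0 to 48 (48 without A366 1), A366 in Mel92.1, 0 to 8032 (8032 without A366 1), UNC0642 in MP41, 0 to 21 (21 without A366 1), A366 in MP41, 0 to 11183 (702 without DMSO 1, 1355 without DMSO 2, 0 without DMSO 3 with 5506 unadjusted, 11183 without A366 1, 2925 without A366 2 and 2011 without A366 3), A366 against UNC0642 in Mel92.1, 0 to 8159 (8159 without A366 1) and A366 against UNC0642 in MP41, 345 to 11130 (2937 without DMSO 1, 3078 without DMSO 2, 2983 without DMSO 3, 838 without UNC0642 1, 1468 without UNC0642 2, 345 without UNC0642 3, 11130 without A366 1, 2717 without A366 2 and 1791 without A366 3). For gene lists they were integrated stress response genes in Mel92.1, -0.076 to 0.12 (-0.018 without DMSO 1, -0.024 without DMSO 3, -0.072 without A366 2 and -0.076 without A366 3), ZNF genes in MP41, -0.18 to -0.091 (-0.091 without A366 1, no longer past it) and integrated stress response genes in MP41, -0.21 to 0.098 (-0.021 without DMSO 3, -0.030 without UNC0642 1, -0.0074 without UNC0642 2 and -0.21 without A366 1, past the threshold). For single genes they were TGFB1 with A366 in Mel92.1, 0.011 to 0.35 (0.35 without A366 1, past the threshold), TGFB1 with UNC0642 in MP41, -0.097 to 0.031 (0.018 without DMSO 1 and 0.031 without UNC0642 2), TGFB1 with A366 in MP41, -0.26 to 0.0085 (-0.26 without A366 1, past the threshold and 0.0085 without A366 2), KRT23 with A366 in Mel92.1, -0.69 to 0.33 (-0.069 without DMSO 1 and -0.69 without A366 1), LINC00426 with A366 in Mel92.1, -0.86 to 0.73 (-0.86 without A366 1), NOX5 with A366 in MP41, -0.70 to 0.66 (-0.70 without A366 1, past the threshold) and SLAMF7 with A366 in Mel92.1, -3.72 to 0.18 (-3.72 without A366 1, past the threshold, 0.17 without A366 2 and 0.18 without A366 3).

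The same fits with the placement of Dataset EV1, 9 for a line and 18 across the lines, gave ranges as follows. In counts they were UNC0642 in Mel92.1, 38 to 183 (43 without DMSO 2, 38 without DMSO 3, 183 without UNC0642 1 and 65 without A366 1), A366 in Mel92.1, 9 to 147 (15 without DMSO 1, 10 without DMSO 2, 10 without DMSO 3, 147 without UNC0642 1, 16 without UNC0642 2, 9 without A366 1, 11 without A366 2 and 11 without A366 3), UNC0642 in MP41, 5 to 130 (7 without DMSO 1, 6 without DMSO 2, 5 without DMSO 3, 11 without UNC0642 1, 14 without UNC0642 2, 7 without UNC0642 3, 12 without A366 1 and 130 without A366 2), all 4 higher and the listed genes, 1 to 3 each (1 without Mel92.1 DMSO 1, 2 or 3, UNC0642 2, A366 1, 2 or 3, or MP41 DMSO 1, 2 or 3 or UNC0642 3), A366 against UNC0642 in Mel92.1, 5 to 47 (13 without DMSO 2, 14 without DMSO 3, 47 without UNC0642 1, 14 without UNC0642 2, 11 without UNC0642 3, 5 without A366 1, 7 without A366 2 and 7 without A366 3), UNC0642 between the lines, 65 to 176 (176 without Mel92.1 UNC0642 2) and A366 between the lines, 621 to 3874 (621 to 1130 without Mel92.1 DMSO 2 or 3 or A366 1 or 2, or MP41 DMSO 1 or 3 or A366 1 or 3, and 3496 to 3874 without Mel92.1 DMSO 1 or UNC0642 1 or MP41 A366 2). Among gene lists they were TGF-β response genes in Mel92.1, -0.063 to 0.0096 (0.0096 without UNC0642 1), interferon response genes in Mel92.1, 0.012 to 0.087 (0.042 without DMSO 3, past the threshold and 0.017 without UNC0642 1, past the threshold) and interferon response genes in MP41, 0.096 to 0.18 (0.13 without DMSO 2, no longer past it and 0.15 without A366 2, no longer past it). Among single genes they were TGFB1 with UNC0642 in MP41, -0.085 to 0.045 (0.029 without DMSO 1 and 0.045 without UNC0642 2), TGFB1 with A366 in MP41, 0.15 to 0.30 (0.23 without DMSO 2, no longer past it, 0.21 without DMSO 3, no longer past it, 0.25 without UNC0642 1, no longer past it, 0.28 without A366 1, no longer past it and 0.15 without A366 3, no longer past it), EHMT2 with A366 in Mel92.1, -0.030 to 0.013 (0.013 without A366 1) and MICA with UNC0642 in Mel92.1, -0.051 to 0.069 (-0.051 without DMSO 1 and -0.021 without UNC0642 1). The 5 genes for UNC0642 in MP41 without DMSO 3 were CHAC1, COL9A1, LHFPL3-AS1, NOX5 and S100B, and the 5 for A366 against UNC0642 in Mel92.1 without A366 1 were ANXA1, HSPB7, IDH1, OLFML2A and ZC3H13, of which COL9A1, LHFPL3-AS1, ANXA1, HSPB7, IDH1 and ZC3H13 were named after their values were seen. Without a library, the single gene in all 4 was NOX5, except that it was AZGP1 without MP41 DMSO 1 or 2 or UNC0642 3.

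Beyond these, among the named genes and the counts within a line, 16 values as labelled moved, 52 were stronger and 24 weaker, and with the placement of Dataset EV1 37 moved, 23 were stronger and 47 weaker, leaving aside the fits without a library. Depth limits which genes can be seen: 14692 genes in Mel92.1 and 15088 in MP41 reached the filter as labelled, and genes below it, as well as folds of genes near 0 counts, cannot be judged, the latter given as bounds only.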

Differences from the paper's values

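The paper's Dataset EV1 gives fold changes of the 8 listed genes against DMSO, and 32 of them were compared with the folds computed here with the libraries as labelled. A difference is counted where a value is more than 1.5 times the other and the gap exceeds the SD of the replicates. That SD is the one of the inhibitor libraries over the DMSO mean in the main fit, kept for every alternative. For A366 as labelled it spans both cell lines. A wide SD thus closes some gaps by itself, with the fold still far from the paper's. For SLAMF7 with A366 in MP41, the SD was 40.8 CPM and the DMSO mean 0.814 CPM. None of the 16 folds for UNC0642 differed. Of the 16 folds for A366, 10 did, and these are the following, each with the alternatives set before the data were examined that closed the gap. The others set before the data were examined did not close it.

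For NOX5 with A366 in MP41, the paper's fold is 2.5253 and the libraries as labelled gave 1.25, with the gap closed without MP41 A366 replicate 2 (1.56) or replicate 3 (1.58). For NOX5 with A366 in Mel92.1, the paper's fold is 10.4938 against 33.1, closed with the replicate number as a block (29.7), the block with an offset for GC content (29.1) and limma on log2(CPM + 1) (8.77), and without Mel92.1 A366 replicate 2 (26.3) or replicate 3 (28.3). For AZGP1 with A366 in Mel92.1, the paper's fold is 5.69274 against 8.9, closed with limma on log2(CPM + 1) (4.5) and limma voom with sample quality weights (8.34), and without Mel92.1 DMSO replicate 1 (7.54) or A366 replicate 3 (7.63). For BANCR with A366 in Mel92.1, the paper's fold is 14.5712 against 32.9, closed with the block and the offset for GC content (29.7) and limma on log2(CPM + 1) (12.2), and without Mel92.1 DMSO replicate 2 (28.4) or A366 replicate 3 (26.6). For SLAMF7 with A366 in MP41, the paper's fold is 3.15854 against 60.9, closed with library size alone (52.5), the block (40.5), the block with the offset for GC content (44.9) and limma on log2(CPM + 1) (15.1), and without MP41 A366 replicate 2 (46.3) or replicate 3 (47.0). For SLAMF7 with A366 in Mel92.1, the paper's fold is 2.20535 against 0.778, closed without Mel92.1 A366 replicate 2 or replicate 3 (1.13 for each).

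For LINC00426 with A366 in MP41, the paper's fold is 3.54449 against 11.5, closed with library size alone (10.1), the block (10.4) and limma on log2(CPM + 1) (5.59), and without MP41 DMSO replicate 1 (10.1), A366 replicate 2 (9.33) or A366 replicate 3 (9.83). For LINC00426 with A366 in Mel92.1, the paper's fold is 2.54558 against 1.28, closed with library size alone (1.35), and without Mel92.1 DMSO replicate 3 (1.38), A366 replicate 2 (1.63) or A366 replicate 3 (1.65). For KRT23 with A366 in MP41, the paper's fold is 3.08151 against 7.09, closed with library size alone (6.19) and limma on log2(CPM + 1) (3.09), and without MP41 DMSO replicate 1 (6.13), DMSO replicate 2 (6.55) or A366 replicate 3 (5.57). For KRT23 with A366 in Mel92.1, the paper's fold is 1.89237 against 1.05, closed without Mel92.1 A366 replicate 2 (1.25) or replicate 3 (1.26).

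With the 4 libraries placed as in Dataset EV1, a placement chosen after seeing the values, the 10 folds in the order above were 2.48, 10.4, 5.62, 14.4, 3.09, 2.2, 3.48, 2.54, 3.02 and 1.88, and all 10 gaps closed. Over the 32 folds, the ratio to the paper's value then ran from 0.964 to 1.02. The offset for GC content and length, also chosen after seeing the values, closed 3 of the gaps with the libraries as labelled, with log2 fold changes of 0.58 for NOX5, A366 in MP41, of 4.90 for BANCR, A366 in Mel92.1, and of 2.71 for KRT23, A366 in MP41.

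The paper's Dataset EV1 lists 15 genes lower and 42 higher with both inhibitors in MP41, and 40 lower and 83 higher in Mel92.1, where the libraries as labelled gave 0 past the threshold in each case. Of the alternatives set before the data were examined, an unadjusted p under 0.05 with a fold change of at least 1.5 closed the gap for 3 of these counts, with 10 lower and 48 higher in MP41 and 67 higher in Mel92.1, and limma voom with sample quality weights closed it for the genes lower in Mel92.1, with 41. The others did not. A gap is closed where neither count is more than 1.5 times the other, whichever genes they hold. As labelled, A366 replicates 2 and 3 carry the genes of the other line, so these counts can hold differences between the lines. With the placement of Dataset EV1, the same limma voom setting gave 70 genes lower in Mel92.1. The legend of Dataset EV1 gives a p under 0.05 without stating whether it is adjusted, while the paper's methods name Benjamini-Hochberg adjustment, so the counts at an adjusted p under 0.05 may follow a stricter rule than the lists. With the libraries placed as in Dataset EV1, a placement chosen after seeing the values, the counts were 2, 14, 3 and 17 in the same order, and none of the gaps closed. Within that placement, settings that reached the paper's counts were, for the genes lower in MP41, DESeq2 (16), only the 6 libraries compared (18), the offset for GC content and length (11) and an unadjusted p under 0.05 with a fold change of at least 1.5 (21). For the genes higher in MP41 they were DESeq2 (56), the offset for GC content and length (32), limma voom with sample quality weights (44) and leaving out MP41 A366 replicate 2 (38). For the genes higher in Mel92.1 they were DESeq2 (80), all 18 libraries (74), leaving out Mel92.1 UNC0642 replicate 1 (61) and an unadjusted p under 0.05 with a fold change of at least 1.5 (70). For the genes lower in Mel92.1 there was none.

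The paper gives 8 genes higher with both inhibitors in both lines, where the libraries as labelled gave 0, and none of the alternatives set before the data were examined closed the gap. Of the listed genes, AZGP1 was past the threshold in all 4 comparisons with limma voom with sample quality weights and with an unadjusted p under 0.05 and a fold change of at least 1.5. With the libraries placed as in Dataset EV1, a placement chosen after seeing the values, 2 genes passed (AZGP1 and NOX5). Within it, DESeq2 gave 6 (AZGP1, BANCR and NOX5 of the listed genes), limma voom with sample quality weights gave 10 (the same 3 of the listed genes), and an unadjusted p under 0.05 with a fold change of at least 1.5 gave 9 (AZGP1, BANCR, KRT23, NOX5 and SERPINA1 of the listed genes). Of the listed genes, AZGP1, BANCR and NOX5 passed without MP41 A366 replicate 2 or replicate 3. They also passed without a filter on low counts and with the offset for GC content and length. No setting gave all 8 listed genes.

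The paper states, from these RNA-seq data and with reference to Dataset EV1, that TGF-β1 was lower in the cells with the inhibitors. TGFB1 is not among the genes listed in Dataset EV1, and with the libraries as labelled its log2 fold changes were -0.17 and 0.20 for UNC0642 and A366 in Mel92.1 and -0.023 and -0.094 in MP41, with none past the threshold. Without MP41 A366 replicate 1, TGFB1 passed as lower with A366 in MP41 (-0.26), and limma voom with sample quality weights put it past the threshold as higher with A366 in Mel92.1 (0.30), as did leaving out Mel92.1 A366 replicate 1 (0.35). Without replicate 1, the A366 libraries left under either label all carry the genes of the other line. Those fits compare the lines along with the treatment, so they say little of TGFB1 within a line. With the libraries placed as in Dataset EV1, a placement chosen after seeing the values, the log2 fold changes were -0.17 and -0.23 in Mel92.1 and -0.024 and 0.25 in MP41, the last past the threshold as higher. Within it, limma voom with sample quality weights put TGFB1 past the threshold as lower with A366 in Mel92.1 (-0.31). The paper lists SLAMF7 among the genes raised in all 4 comparisons, and with the libraries as labelled its log2 fold change with A366 in Mel92.1 was -0.36. The labelled A366 replicates 2 and 3 carry the genes of MP41. There SLAMF7 averaged 0.814 CPM with DMSO, against 28.4 CPM in Mel92.1. With the placement of Dataset EV1 the change was 1.14, a rise as the paper lists. Its adjusted p was 0.000431 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.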

Other observations

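The tests of GC content and length, of library depth and of ribosomal RNA for the library with few genes were chosen only after the results were seen; the test of library complexity and the counts of other groupings were set beforehand.

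With the libraries as labelled, all 10 splits of the 6 libraries gave as many genes as the real one for UNC0642 in Mel92.1, A366 in Mel92.1, UNC0642 in MP41 and A366 against UNC0642 in Mel92.1 (3754 genes at an unadjusted p under 0.05), where the real split gave 0. For that last comparison, the split that sets Mel92.1 UNC0642 replicate 1 and the libraries labelled A366 replicates 2 and 3 against the others gave 1098 genes. For A366 in MP41 and for A366 against UNC0642 in MP41 (4670 genes, 2805 higher and 1865 lower, 6780 unadjusted), only 1 of the 10 splits, the real one, gave as many. With the 4 libraries placed as in Dataset EV1, 1 of 10 splits gave as many genes in each of the 6 comparisons, and A366 against UNC0642 gave 24 genes in Mel92.1 (15 higher, 9 lower, 1047 unadjusted) and 6450 in MP41 (3160 higher, 3290 lower, 7685 unadjusted). A share of 1 in 10 is the lowest that 3 against 3 can give, so chance and treatment cannot be told apart by these counts of splits. As labelled, all 50 relabellings gave as many genes higher in all 4 comparisons, lower in all 4, of the 8 listed ones, and with a response to UNC0642 that differed between the lines (336 unadjusted), where the real labels gave 0. With the placement of Dataset EV1, 1 of 50 relabellings, the real one, gave as many genes higher in all 4 comparisons and as many of the 8 listed, while all 50 gave as many lower in all 4, again with 0 for the real one.

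AZGP1 and NOX5 rose in all 4 comparisons under the placement of Dataset EV1. GC content and length are argued against as the source, since 8 of the 8 tests (these genes in the 4 comparisons) were past the threshold with the offset. An effect of EHMT2 inhibition stays open as a hypothesis, since the genes were chosen and tested on the same libraries. TGFB1 was higher with A366 in MP41 under that placement (log2 fold change 0.25). With the offset for GC content and length it was -0.048, so a trend of these kinds may account for the rise.

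Mel92.1 UNC0642 replicate 1 detected 13352 genes, fewer than any other library (16300 to 18247). Library size is argued against, as it still detected 13339 genes with every library drawn down to 15703065 counts outside the ribosomal RNA genes, against 15835 to 16923 in the others. Ribosomal RNA, at 32.8% of its counts, is argued against by the same value, since that depth leaves those genes out. Low complexity of the library is a candidate explanation: 1.1% of the genes expected at 50 counts or more had 0 counts there, against at most 0.148% in the other Mel92.1 libraries compared. No biological explanation was tested.

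Gene lists were compared for the mean of both inhibitors against DMSO by camera on edgeR's fit, with Benjamini-Hochberg adjustment over 8 tests. As labelled in Mel92.1, the median log2 fold changes were -0.24 for 423 ZNF genes (adjusted p 3.74e-06), 0.17 for TGF-β response genes (0.058), 0.28 for interferon response genes (0.00308) and 0.037 for integrated stress response genes (0.829). As labelled in MP41 they were -0.13 (adjusted p 0.00282), -0.23 (0.42), -0.10 (0.584) and 0.0049 (0.52) by camera on edgeR's fit. None of the 3 calls held under fry (adjusted p 0.101 for ZNF and 0.194 for interferon response genes in Mel92.1, 0.0648 for ZNF genes in MP41) or under camera with an estimated correlation in edgeR (0.201 for each). Over all alternatives, the placement included, the adjusted p of these 3 ran from 3.18e-10 to 0.201, from 0.00192 to 0.201 and from 3.42e-10 to 0.201, by camera or fry on edgeR's fit. Splits of the 9 libraries into 3 and 6 with a p as small numbered 3, 11, 2 and 84 of 84 in Mel92.1 and 15, 14, 71 and 84 of 84 in MP41, in the same order.

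With the placement of Dataset EV1, camera on edgeR's fit gave medians in Mel92.1 of -0.14 for 420 ZNF genes (adjusted p 3.18e-10), -0.028 for TGF-β response genes (0.775), 0.048 for interferon response genes (0.0524) and -0.20 for integrated stress response genes (3.89e-18). In MP41 it gave -0.22 for 434 ZNF genes (adjusted p 3.42e-10), -0.036 (0.871), 0.15 (0.0414) and 0.24 (1.97e-12) by camera on edgeR's fit. Both calls for stress genes held under fry (adjusted p 0.000181 for each) and an estimated correlation in edgeR (0.00103 in Mel92.1, 0.013 in MP41). The ZNF calls held under fry (0.0152 in Mel92.1, 0.00399 in MP41) and not with edgeR's estimated correlation (adjusted p 0.0624 and 0.0699), and the interferon call in MP41 held under fry (0.00154) and not with it (0.0699). Over all alternatives in that placement, by camera or fry on edgeR's fit, the adjusted p ran from 8.41e-14 to 0.0624 and from 3.72e-11 to 0.0699 for the ZNF genes in Mel92.1 and MP41, from 0.00154 to 0.19 for the interferon genes in MP41, and from 3.3e-28 to 0.00103 and from 2.29e-14 to 0.013 for the stress genes in Mel92.1 and MP41. Splits with a p as small numbered 1, 55, 2 and 1 of 84 in Mel92.1 and 1, 23, 4 and 40 of 84 in MP41. The TGF-β response genes passed in neither line under either placement with the settings fixed beforehand for the main test. As labelled in Mel92.1 they passed as higher under 5 alternatives, with an adjusted p by camera on edgeR's fit of 0.0183 with the offset for GC content, 0.0236 with that offset and the block, 0.026 with the offset for GC content and length, 0.0317 with library size alone and 0.0377 without a filter, against 0.0183 to 0.775 over all alternatives there. No test of a difference between the lines passed for the ZNF, TGF-β or interferon lists (adjusted p 0.143 to 0.835 by camera on edgeR's fit).

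Both inhibitors were compared with the same DMSO libraries, which raises their likeness by itself. With the placement of Dataset EV1, the log2 fold changes of UNC0642 and A366 correlated across genes at 0.395 in Mel92.1, with 62.7% of the same sign and 20 genes past the threshold the same way in both. Over 20 simulations with no treatment effect and shared DMSO libraries, the correlation averaged 0.493 (highest 0.529), 66.5% had the same sign, and at most 0 genes passed in both. In MP41 the correlation was 0.344, with 59% of the same sign and 16 genes in both, against 0.51 (highest 0.556), 66.7% and at most 1 gene in the simulations. The genes lower with both inhibitors were CHAC1, DDIT4 and SESN2 in Mel92.1 and CHORDC1 (log2 fold changes -0.45 with UNC0642 and -0.26 with A366) and SLC16A6 (-0.61 and -0.36) in MP41, and HKR1 (-0.63) and MORC2 (-0.48) were the others among the 5 lower with A366 in Mel92.1. CHORDC1, SLC16A6, HKR1 and MORC2 were named after their values were seen.

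Of the genes that Dataset EV1 lists, all 42 higher and 15 lower in MP41 and all 83 higher and 40 lower in Mel92.1 moved in the listed direction with both inhibitors under its placement. An unadjusted p under 0.05 with both inhibitors was reached by 39, 13, 60 and 20 of them, and an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) by 7, 0, 14 and 3.

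As to genes the paper names elsewhere, EHMT2 changed by -0.19 and -0.012 in Mel92.1 and by -0.052 and 0.23 in MP41 with UNC0642 and A366 under the placement of Dataset EV1, the last with an adjusted p of 0.00936 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 A366 libraries than in any DMSO one. Over the 22 alternatives its adjusted p in these tests with Benjamini-Hochberg adjustment ran from 0.000141 to 0.998, and 4 of them did not pass, with a lowest log2 fold change of 0.00030 under edgeR with the block and an offset for GC content. EHMT1 changed by -0.015, -0.051, 0.093 and -0.12, none past the threshold. Among the ligands of NKG2D, MICA rose with A366 in MP41 (0.29, adjusted p 0.0299 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against 0.000247 to 0.516 over 22 alternatives, of which 8 did not pass). With A366 in Mel92.1, MICA passed as lower under 1 of 22 alternatives, limma voom with sample quality weights (-0.19). The changes of MICB were -0.16, 0.066, -0.19 and -0.14, none past the threshold. The last passed as a fall under 3 of 22 alternatives, with log2 fold changes down to -0.28 and an adjusted p from 0.00356 to 0.479 over the 22 (edgeR, DESeq2 or limma with Benjamini-Hochberg adjustment). Also not past the threshold were the changes of ULBP2 and ULBP3 in Mel92.1 and RAET1E in MP41. ULBP3 averaged 0.29 CPM with DMSO in Mel92.1. It changed there by 0.875 (SE 0.562) with UNC0642 and 0.685 (SE 0.551) with A366, and at this level the test could miss a rise. The paper's RT-qPCR used a higher dose for the ligands and a longer time for the chemokines than these libraries. Its immunoblots of ULBP3 and MICB used the same dose and time. Among the chemokines, CXCL8 rose with A366 in MP41 (0.58, adjusted p 0.000329 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and up to 0.0212 over 22 alternatives), and CCL15 in both lines and CXCL10 in MP41 were not past the threshold. With UNC0642 and A366, CCL15 changed by 1.745 and 2.136 in Mel92.1, from 0.048 CPM with DMSO. In MP41 it changed by -1.403 and 0.434, from 0.282 CPM. At such levels the test could miss a change. As labelled, the changes of EHMT2 were -0.20, 0.083, -0.052 and 0.18 and those of EHMT1 -0.013, -0.71, 0.093 and 0.80, none past the threshold. MICA changed by 0.020, -1.04, -0.077 and 1.75 as labelled, the last with an adjusted p of 0.0178 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and MICB by -0.17, 1.77, -0.19 and -1.18, none past the threshold. CXCL8, at 1 count or fewer in the Mel92.1 DMSO libraries, was at least 784-fold higher with A366 in Mel92.1 as labelled, but did not pass (adjusted p 0.162 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A366 replicate 1 stood at 0.0454 CPM, and the fold rests on the 2 libraries that carry the genes of MP41, the higher of them at 81.8 CPM, where the MP41 DMSO libraries averaged 60.2 CPM. MKI67 rose with UNC0642 in Mel92.1 under the placement of Dataset EV1 (2.47, adjusted p 0.000216, and up to 0.00586 over 22 alternatives) and fell with A366 in MP41 (-0.94, adjusted p 0.00063), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.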
